# The nucleolar protein NOL12 is required for processing of large ribosomal subunit rRNA precursors in Arabidopsis

**DOI:** 10.1186/s12870-023-04561-9

**Published:** 2023-11-03

**Authors:** Monika Zakrzewska-Placzek, Anna Golisz-Mocydlarz, Michal Krzyszton, Justyna Piotrowska, Malgorzata Lichocka, Joanna Kufel

**Keywords:** Arabidopsis thaliana, Nucleolus, pre-rRNA processing, Ribosome biogenesis, rRNA, Stress response

## Abstract

**Background:**

NOL12 5′-3′ exoribonucleases, conserved among eukaryotes, play important roles in pre-rRNA processing, ribosome assembly and export. The most well-described yeast counterpart, Rrp17, is required for maturation of 5.8 and 25S rRNAs, whereas human hNOL12 is crucial for the separation of the large (LSU) and small (SSU) ribosome subunit rRNA precursors.

**Results:**

In this study we demonstrate that plant AtNOL12 is also involved in rRNA biogenesis, specifically in the processing of the LSU rRNA precursor, 27S pre-rRNA. Importantly, the absence of AtNOL12 alters the expression of many ribosomal protein and ribosome biogenesis genes. These changes could potentially exacerbate rRNA biogenesis defects, or, conversely, they might stem from the disturbed ribosome assembly caused by delayed pre-rRNA processing. Moreover, exposure of the *nol12* mutant to stress factors, including heat and pathogen *Pseudomonas syringae*, enhances the observed molecular phenotypes, linking pre-rRNA processing to stress response pathways. The aberrant rRNA processing, dependent on AtNOL12, could impact ribosome function, as suggested by improved mutant resistance to ribosome-targeting antibiotics.

**Conclusion:**

Despite extensive studies, the pre-rRNA processing pathway in plants remains insufficiently characterized. Our investigation reveals the involvement of AtNOL12 in the maturation of rRNA precursors, correlating this process to stress response in Arabidopsis. These findings contribute to a more comprehensive understanding of plant ribosome biogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04561-9.

## Background

In eukaryotic cells, the processing of the long, polycistronic ribosomal RNA precursor (pre-rRNA) involves a series of events that begin co-transcriptionally and occur simultaneously with ribosome assembly to ensure timely and accurate formation of the ribosomes [1, 2]. The primary rRNA transcript (35S in budding yeast, 47S in humans) is synthesized by RNA polymerase I (Pol I) and contains 5.8S, 18S and 25S ribosomal RNAs (rRNAs), as well as external and internal transcribed spacers (5′ETS, 3′ETS, ITS1, ITS2), which are removed during processing in a coordinated manner. The additional 5S rRNA is synthesized independently by the RNA polymerase III (Pol III) [3]. Mature rRNAs are excised from the precursor by endo- and exonucleolytic activities and incorporated into the mature ribosome subunits – SSU (small ribosome subunit, 40S, with 18S rRNA) and LSU (large ribosome subunit; 60S, 25S, 5.8S and 5S rRNAs) which, together with many ribosomal proteins (RPs) form the 80S ribosome [3]. Pre-rRNA processing includes chemical nucleotide modifications, mainly 2′-O-methylation and pseudouridylation, introduced at different stages during ribosome biogenesis, that stabilize the rRNA and ribosome structure [4, 5].

The processing of pre-rRNA takes place mainly in the nucleolus, and nucleoplasm, and the final steps of maturation are carried out after the export of the pre-ribosomes to the cytoplasm [1, 3]. A large number of enzymes and factors are involved in the entire maturation process, many of which have been identified in model organisms, including Arabidopsis, and extensively described in recent reviews [1–3, 6].

The known plant ribosome biogenesis factors (RBFs) include enzymes that directly cleave or trim pre-rRNAs, namely endo- and exoribonucleases, and many other factors that facilitate the processing [1, 6]. In Arabidopsis the nascent rRNA transcript is cleaved by RNase III-type enzyme RTL2 [7, 8]. The resulting pre-rRNA is initially shortened by the 5′-3′ exoribonucleases XRN2 and XRN3 [9], and then endonucleolytically cleaved at the defined site P by the U3 snoRNP complex (NF-D), that contain U3 and U14 snoRNAs, fibrillarin, NOP5/Nop58, Diskerin/Cbf5p and the nucleolin [10, 11], producing the 35S precursor. The resulting 35S pre-rRNA is further matured in two alternative ways (see Supplementary Fig. S1A). In the major processing pathway, the 35S is cleaved within ITS1 segment, which separates the pre-rRNAs destined to the SSU (P-A3 pre-rRNA) and LSU (27S-A3 pre-rRNA). In the alternative minor pathway, the complete removal of 5′ ETS precedes the cleavage at the site A3 within ITS1 [1, 6]. Pre-rRNA processing intermediates resulting from the A3 cleavage, namely the P-A3 and 27S-A3 species, are subsequently subjected to further endonucleolytic processing. The cleavage sites P′ in 5′ETS [12], A2 in ITS1 and C2 in ITS2 [9] have been mapped so far, but the enzymes responsible for these events have not been identified. In turn, the role of NOB1 endonuclease in the 3′ end maturation of 18S rRNA has been demonstrated [13].

The endonucleolytic steps are followed by exonucleolytic trimming of the resulting intermediates, leading to the formation of mature 5′ and 3′ rRNA ends. This requires the participation of XRN exoribonucleases that process the 5′ ends of 27S-A3 and 26S intermediates, and the exosome complex, containing DIS3/RRP44A and RRP6L2 exoribonucleases, responsible for the 3′ processing of P-A3/P′-A3 species and several precursors of 5.8S rRNA [3, 9, 12, 14, 15]. In yeast, the XRN2 homologue, Rat1, functions redundantly with another 5′-3′ exoribonuclease, Rrp17 [3, 16]. Rrp17 is a relatively short, basic, nucleolar and nucleoplasmic protein that has been identified in a large multi-protein complex involved in the 60S ribosomal subunit assembly and export [16]. A purified Rrp17 protein has been demonstrated to bind and degrade RNA substrates, preferably those with 5′ hydroxyl or monophosphate groups. Lack of Rrp17 results in a strong defect in the formation of mature 5.8S and 25S rRNAs and the accumulation of different rRNA maturation intermediates. Interestingly, cells depleted of Rrp17 accumulate 5.8S rRNA extended at both 5′ and 3′ ends, which suggests that this factor is required for both 5′ and 3′ end processing [16]. 5.8S rRNA exists in two forms, the major short 5.8S_S_ and the long 5.8S_L_, which differ at their 5′ ends [3]. In yeast, the more abundant 5.8S_S_ rRNA is produced by 5′-3′ exoribonucleolytic activities of both Rat1 and Rrp17 following the cleavage at site A3 by RNase MRP, while 5.8S_L_ results from direct endonucleolytic cleavage by an unknown endonuclease [3, 16].

Rrp17 is conserved among eukaryotes and the lack of this enzyme in yeast is complemented by the expression of the human homologue NOL12. Human NOL12 (hNOL12) localizes to the nucleolus and its silencing results in fragmentation of this compartment [17]. Similarly, the knock-down of the *Drosophila melanogaster* Rrp17 homologue *Viriato* strongly affects nucleolar architecture, which is rescued by hNOL12 [18]. hNOL12 has been shown to be required for efficient separation of the large and small subunit pre-rRNAs, but unlike yeast Rrp17, its direct role in rRNA 5′ end trimming has not been demonstrated [19, 20]. In turn, hNOL12 overexpression has been recently linked to the progression of hepatocellular carcinoma [21].

*Arabidopsis thaliana* genome encodes the Rrp17 homologue, AtNOL12, which is weakly conserved except for residues in the catalytic region [19]. Its function has not yet been characterized. Here we show that AtNOL12 is a nucleolar-localized protein, which functions in pre-rRNA processing, similarly to Rrp17 in yeast. Analysis of the *nol12* mutant transcriptome reveals that defects in the pre-rRNA processing pathway are accompanied by deregulation of the expression of a wide range of RP and RBF genes. In addition, the lack of AtNOL12 affects the plant sensitivity to abiotic stress and pathogen attack.

## Results

### Arabidopsis NOL12 contains the conserved catalytic domain and localizes to the nucleolus

*A. thaliana* Rrp17 homologue AtNOL12 (*At1G11240*) was identified by BLAST analysis [22]. The length and basic amino acid content of AtNOL12 resembles other members of this protein family. Importantly, it contains a catalytic region which is conserved among eukaryotes [19] (Fig. 1A and Supplementary Fig. S1B). Protein sequence-based phylogenetic analysis, including AtNOL12 and 24 homologues from other plant species, both monocots and dicots, also revealed extensive distribution and evolutionary conservation throughout the plant kingdom (Supplementary Fig. S1C). To gain more insight into the function of the AtNOL12 protein in Arabidopsis, we obtained the following *nol12* mutant lines with T-DNA insertions in the *AtNOL12* gene: *nol12-1* (SAIL_309E09), *nol12-2* (SALK_104922) and *nol12-4* (GK-536B01), as well as *nol12-3* (SALK_104924) line with T-DNA insertion in the *AtNOL12* gene promoter (Fig. 1B). We were not able to select homozygous *nol12-1* and *nol12-2* plants, so we excluded these lines from our study. To confirm the knockdown of *AtNOL12* expression we checked the level of AtNOL12 mRNA in *nol12-3* and *nol12-4* mutants by northern blotting (Fig. 1C). Since the *nol12-3* line showed a similar level of *AtNOL12* mRNA as wild-type (WT) plants, the *nol12-4* line was chosen for further analyses. Homozygous *nol12-4* mutants displayed a specific phenotype of upward-curled young leaves (Fig. 1D), characteristic of mutants with 60S maturation defects, such as mutants deficient in LSG1-2 or NSN1 GTPases [23–25].

**Fig. 1:**
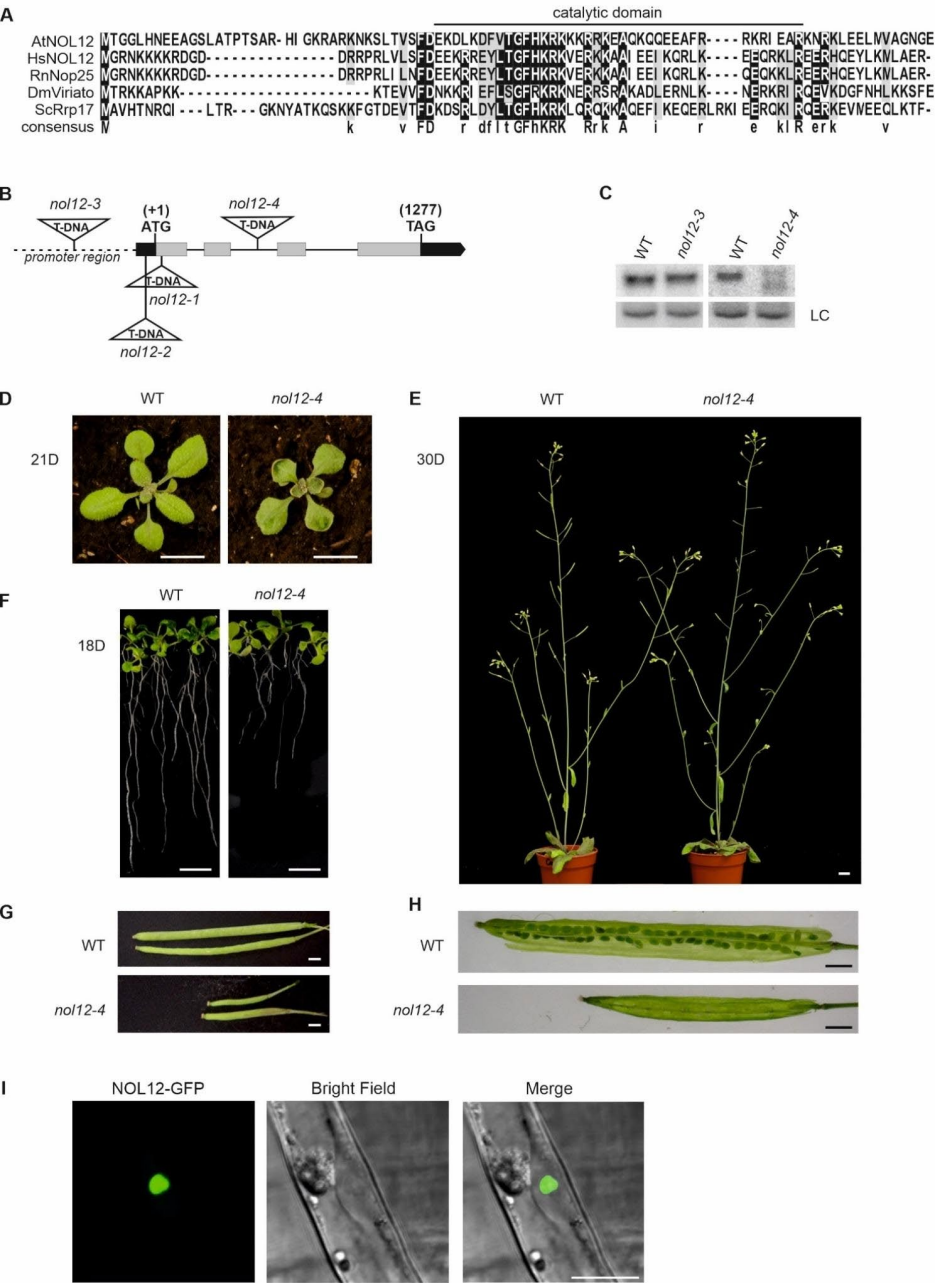
AtNOL12 is a conserved nucleolar protein. **(A)** Fragment of T-Coffee sequence alignment of NOL12 homologues. AtNOL12 (*Arabidopsis thaliana*), HsNOL12 (human), RnNop25 (*Rattus norvegicus*), DmViriato (*Drosophila melanogaster*) and ScRrp17 (yeast *Saccharomyces cerevisiae*). The putative catalytic domain is indicated according to [16, 19]. **(B)** Structure of the AtNOL12 (*At1G11240*) gene. Exons are represented with grey bars and localization of T-DNA insertions are indicated. **(C)** Northern blot analysis of *NOL12* mRNA in wild-type (WT) *nol12-3* and *nol12-4* mutant lines. Hybridization for *EIF4A1* mRNA was used as a loading control (LC). Full-length blots are included in a Supplementary Information file. Analysis was performed in two biological replicates. **(D-H)** The morphological phenotype of *nol12-4* plants. Scale bars represent 1 cm (D-F) or 1 mm (G-H). **(I)** Nucleolar localization of NOL12 fused to GFP observed by confocal microscopy in Arabidopsis root hair cells. Scale bar represents 10 μm

The curling of the rosette leaves was most evident in the early stages of growth, during leaf development and rosette growth (stages 1–3 according to [26]) and decreased in the later stages (Fig. 1E and Supplementary Fig. S2). *nol12* plants also exhibited shorter roots when grown in vertical plates (Fig. 1F). In addition, the lack of NOL12 caused reduced fertility manifested by smaller siliques (Fig. 1E, G) and a high number of aborted seeds (Fig. 1H). The observed phenotypic features strongly indicate disturbances in developmental processes, from embryo development to leaf shape and root growth regulation.

The visible phenotypes of the *nol12-4* line were rescued by expression of the *AtNOL12* gene fused to GFP (Supplementary Fig. S2, 35S::*NOL12-GFP/nol12-4* line). Since NOL12 homologues in other species localize to nucleoli and perform nucleolar-localized functions, we used the 35S::*NOL12-GFP/nol12-4* line to confirm nucleolar localization of AtNOL12 also in Arabidopsis (Fig. 1I).

The nucleolar localization, the presence of a conserved catalytic domain and the observed phenotype strongly suggest that AtNOL12 may be involved in pre-rRNA processing and plant development, especially in the early stages.

### The *nol12* mutation alters the expression of many ribosome-related genes

Phenotypic features observed in *nol12-4* mutant reveal abnormalities in growth and development. In particular, the curled leaf shape is likely due to a disoriented leaf polarity caused by changes in the expression of leaf-polarity-related genes. It is known from research on Arabidopsis that the establishment of abaxial-adaxial leaf polarity can be affected, among others, by ribosome insufficiency or dysfunction [23, 25, 27–29]. Based on the nucleolar localization of AtNOL12 and functions of its homologues in other species we assumed that the phenotypes associated with the lack of this protein may result from the impaired ribosome biogenesis. To identify the set of genes with altered expression in the *nol12-4* mutant we performed transcriptomic analysis (RNA-seq) of total RNA from 14-day-old mutant and WT plants. 

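The counts cover 3 WT libraries and 3 libraries labelled *nol12-4*, one per biological replicate of 14-day-old seedlings, and were made by the authors by aligning the reads with HISAT2 and counting them per gene with htseq-count. *AtNOL12* (AT1G11240), the gene that carries the T-DNA insertion, had 663, 642 and 894 counts in WT replicates 1, 2 and 3 and 1186, 770 and 2142 counts in *nol12-4* replicates 1, 2 and 3. After TMM normalization this was 10.8 ± 2.23 CPM (counts scaled to a common library size) in WT and 19.0 ± 7.69 in the libraries labelled *nol12-4* (mean ± SD, n = 3 each). The log2 fold change was 0.82 (standard error 0.30, adjusted p = 0.191 by the Benjamini-Hochberg method, edgeR quasi-likelihood test), and it was 0.44 without *nol12-4* replicate 3. In the reference genome the gene lies on the minus strand of chromosome 1 between positions 3766754 and 3769799 and has 4 exons. Fig. 1B draws the *nol12-4* insertion in intron 2, which spans positions 3767521 to 3767884, so exons 1 and 2 lie on one side of it and exons 3 and 4 on the other. Exons 1 and 2 are 1712 and 106 bases long, and exons 3 and 4 are 115 and 439 bases long. The count of a gene sums all its exons, so it does not part the 2 sides of the insertion and does not check the labels. For the same reason a higher count does not argue against a loss of the full-length transcript.
The libraries held 75001252, 69803811 and 67444306 counts on genes in WT replicates 1, 2 and 3 and 74162060, 56627497 and 71427918 in *nol12-4* replicates 1, 2 and 3. Genes of the plastid and mitochondrial genomes took 56.6, 56.3 and 50.8% of them in WT and 53.4, 47.1 and 49.4% in *nol12-4*, and the single gene ATCG00020 took 17.5 to 26.1%. A gene without a count in a library could still be present at up to 0.04 to 0.053 CPM (a floor of 3 counts). Of 27290 genes with a count, 21705 passed edgeR's filter on low counts and were tested for a difference between the 2 genotypes.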

Differential gene expression analysis revealed 776 downregulated and 1,498 upregulated Araport11 annotated genes, with 462 and 1,032 strongly (absolute log_2_FC > 1) downregulated or upregulated respectively (DESeq2, padj < 0.05; Fig. 2A and Supplementary Data Set S1). 

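With edgeR's quasi-likelihood test, 49 genes were higher and 15 lower in the libraries labelled *nol12-4* at an adjusted p under 0.05 (Benjamini-Hochberg), and each of these 64 genes changed by more than 1 log2 unit. Without adjustment, 2623 genes were higher and 1716 lower at p under 0.05. DESeq2, the tool of the study, gave 1498 higher and 776 lower genes on the same counts, of which 1032 and 462 changed by more than 1 log2 unit. These 2274 genes were the ones listed in Supplementary Data Set S1, each in the same direction, and all 64 edgeR genes were among them. Normalized counts of the genotypes did not overlap for 26.1% of tested genes, against 10% by chance, with 3146 genes above and 2522 below WT in all *nol12-4* libraries; all 64 called genes were of this kind. Of the alternative normalizations, scaling by library size alone moved the edgeR numbers most, to 376 higher and 51 lower genes, and the share of called genes that were higher was 88.1% under it and 76.6% under TMM.
Single libraries decided how many genes passed. Without *nol12-4* replicate 3, edgeR called 1038 genes higher and 601 lower, and without WT replicate 3, 180 higher and 284 lower. Without WT replicate 1, WT replicate 2, *nol12-4* replicate 1 or *nol12-4* replicate 2, edgeR called 0 genes, with 2797, 3721, 2989 and 2821 genes at an unadjusted p under 0.05, while DESeq2 called 867, 1583, 991 and 851 genes in the same subsets. DESeq2 called 2753 genes without WT replicate 3 and 3567 without *nol12-4* replicate 3. All 64 edgeR genes stayed among the DESeq2 calls whichever library was left out.

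**Figure D1:**
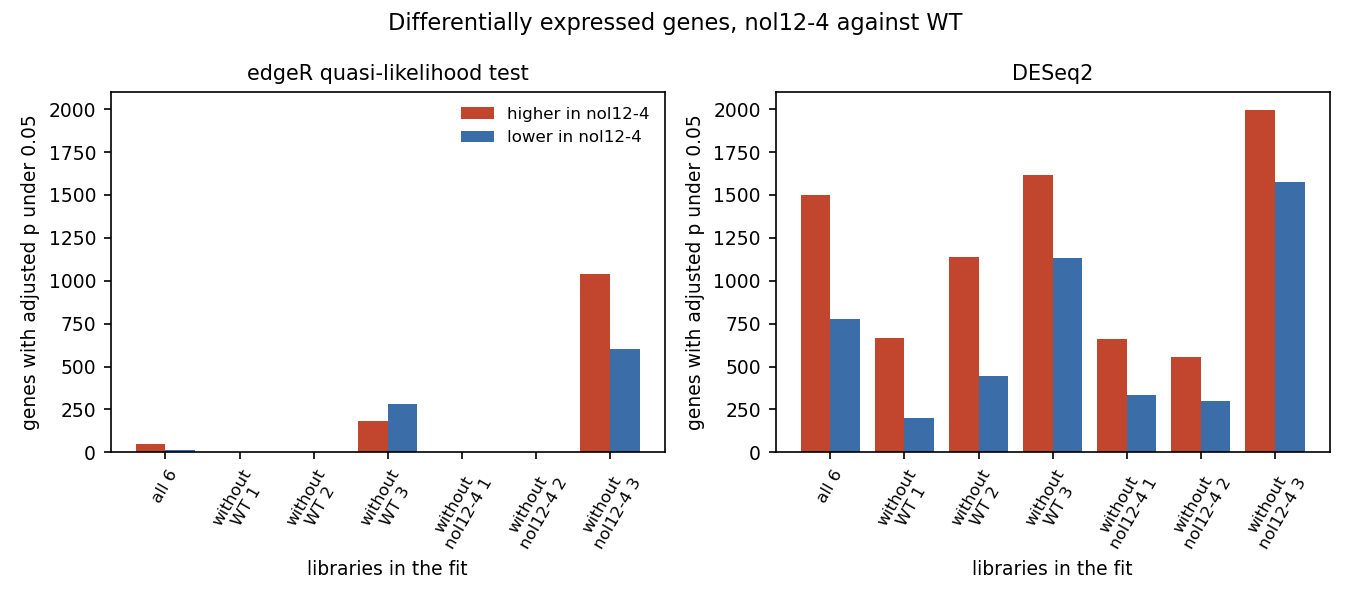
Number of genes called at an adjusted p under 0.05 (vertical axis) with all 6 libraries and with each library left out in turn (horizontal axis), higher and lower in the libraries labelled *nol12-4*, for edgeR and for DESeq2. The edgeR bars range from 0 to 1038 higher genes and the DESeq2 bars from 554 to 1993.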

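Protein kinases were listed by keyword in the annotated product of each gene. Of 738 kinase genes tested, 454 had a lower and 284 a higher estimate in the libraries labelled *nol12-4*, with a median log2 fold change of −0.14. The medians of the list relative to the WT mean were 0.068, 0.019 and −0.066 in WT replicates 1, 2 and 3 and −0.15, −0.11 and −0.097 in *nol12-4* replicates 1, 2 and 3. With camera at a preset inter-gene correlation of 0.01 the adjusted p over 16 lists was 0.00507 (Benjamini-Hochberg), with fry 0.113. With camera and an estimated correlation it was 0.199. Gene by gene, edgeR called 0 kinase genes over all genes tested and 0 adjusted over the list alone, with 146 lower and 63 higher at an unadjusted p under 0.05. Of 819 kinase genes that DESeq2 could test, it called 73 lower (8.91%) and 31 higher (3.79%). The lower share exceeded that of other genes (odds ratio 3.56, Fisher's exact test, two-sided, adjusted p = 1.44e-16). This test, here and below, takes genes as independent units, so its p-value does not measure the spread between libraries. With offsets for GC content and gene length the median was −0.11 and the camera adjusted p 0.0623, within a range of 0.000527 to 0.08 over all alternatives. Library size alone moved the median most, to −0.039. There all tested genes had a median of 0.092, against −0.0091 under TMM. Of 1074 genes annotated with kinase activity that DESeq2 could test, a list chosen after the annotation was read, it called 73 lower and 42 higher. Genes annotated to the ribosome went the other way, with 244 of 295 genes tested by edgeR higher and a median of 0.39, and DESeq2 called 74 higher and 5 lower of 303 that it could test.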

Gene Ontology (GO) term enrichment analysis showed that upregulated genes were related to ribosomes and their biogenesis, while downregulated ones were enriched in genes encoding proteins with kinase activity and those involved in defense response against pathogens (Fig. 2B and Supplementary Data Set S1). However, a number of genes associated with these GO terms was also present among upregulated ones. In contrast, translation-related genes with altered expression were almost exclusively upregulated (Fig. 2C).

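Among 470 genes annotated to the defence response that DESeq2 could test, 33 were called higher (7.02%) and 48 lower (10.2%) in the libraries labelled *nol12-4*. Against other genes, the lower share was raised (odds ratio 4.05, Fisher's exact test, two-sided, adjusted p = 3.05e-13 by Benjamini-Hochberg over 10 annotated lists) and the higher share was not (odds ratio 1.29, adjusted p = 0.156). Over all genes tested, edgeR called 1 of these genes higher and 2 lower. The 3 WT libraries themselves stood apart: the median of the list relative to the WT mean was 0.14, 0.10 and −0.27 in WT replicates 1, 2 and 3, and −0.082, −0.14 and −0.046 in *nol12-4* replicates 1, 2 and 3. The list's median log2 fold change was −0.12 and did not pass camera (adjusted p = 0.0708) or fry (0.66).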

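Of 368 genes annotated to translation that edgeR tested, 308 had a higher estimate in the libraries labelled *nol12-4*, and of 385 that DESeq2 could test it called 91 higher and 3 lower. The keyword list of cytosolic ribosomal proteins, which also holds a few products that are not ribosomal proteins, such as AT5G25230, held 296 tested genes, of which 257 were higher, with a median log2 fold change of 0.44. It leaves out only products that name an organelle or an organelle subunit. Organelle ribosomal proteins annotated without these words would therefore be in it, and their number was not counted. Relative to the WT mean, the list's median was 0.41, 0.36 and 0.46 in *nol12-4* replicates 1, 2 and 3 and within −0.032 to 0.034 in the WT libraries, so the difference exceeded the spread between replicates. Of 309 genes of the list that DESeq2 could test, it called 88 higher, 28.5% (odds ratio 7.12 against other genes, Fisher's exact test, two-sided, adjusted p = 2.72e-37), and 2 lower. With edgeR 3 were called higher and 0 lower over all genes tested. The 3 include AT5G25230, which is not a ribosomal protein. At an unadjusted p under 0.05 edgeR had 135 higher and 6 lower, and adjusted over the list alone 87 higher and 3 lower. The list as a whole passed camera at the preset inter-gene correlation of 0.01 (adjusted p = 4.04e-15) and fry (adjusted p = 0.00158). With an estimated correlation it did not pass camera (adjusted p = 0.0751). Offsets for GC content and gene length moved the median most, to 0.32, and it stayed between that value and 0.54 under all other alternatives.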

**Fig. 2:**
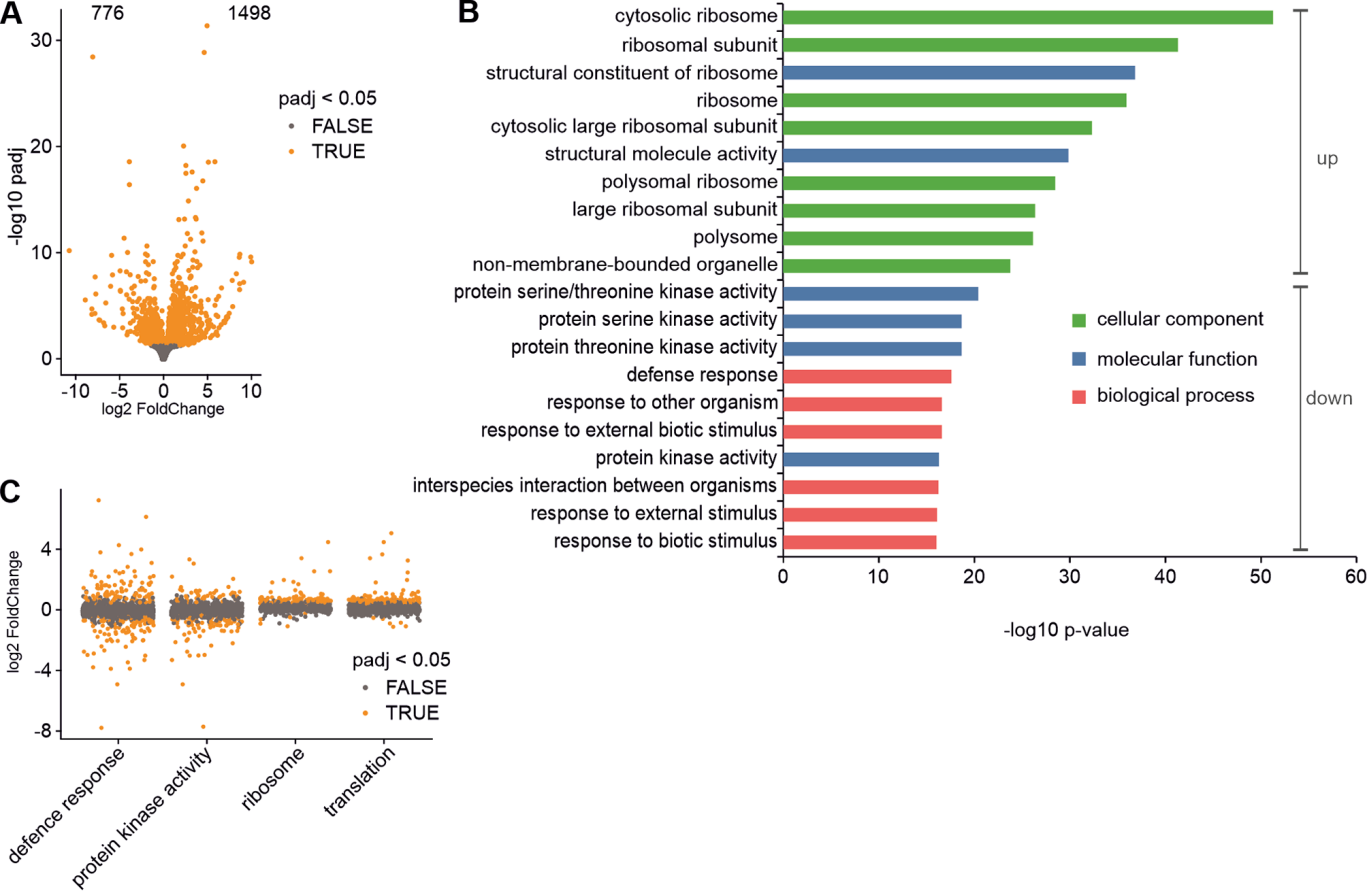
*nol12* mutation affects the expression of genes related to ribosomes and defence response. **(A)** Plot showing 2,274 genes with differential expression in the *nol12-4* mutant. **(B)** GO term analysis of genes with affected expression (padj < 0.05) in the *nol12-4* mutant (shown are only top 10 hits, all results are presented in Supplementary Data Set S1). GO terms enriched among genes with upregulated (up) and downregulated (down) expression, respectively. **(C)** Gene expression changes of genes belonging to selected GO term groups

### AtNOL12 is required for efficient processing of rRNA precursors

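Ribosome biogenesis factors, listed by keyword in the annotated product, numbered 72 tested genes, of which 42 were higher and 30 lower in the libraries labelled *nol12-4*. Their median log2 fold change was 0.054 and did not pass camera (adjusted p = 0.287) or fry (adjusted p = 0.0604). The list's median relative to the WT mean was 0.0038, 0.0089 and 0.15 in *nol12-4* replicates 1, 2 and 3, against −0.021, 0.032 and −0.043 in WT, so *nol12-4* replicate 3 decided the difference; without it the median was 0.00067. Of 74 genes of this list that DESeq2 could test, it called 6 higher and 0 lower. With edgeR 9 genes were higher and 1 lower at an unadjusted p under 0.05. edgeR called only *NUC2* over all genes tested and 3 genes adjusted over the list alone. A list annotated to ribosome biogenesis and rRNA processing, chosen after the annotation was read, held 127 genes tested by edgeR with a median of 0.35, and DESeq2 called 28 higher of 129. This list includes ribosomal proteins. With those left out, a step added after the first value was seen, 49 genes tested by edgeR had a median of 0.18, with 35 higher, and passed camera (adjusted p = 0.00333) and fry (adjusted p = 0.0395). With an estimated inter-gene correlation this shorter list did not pass camera (adjusted p = 0.323). Its medians relative to the WT mean were 0.16, −0.016 and 0.38 in *nol12-4* replicates 1, 2 and 3 and 0.018, 0.0895 and −0.071 in WT. edgeR called 0 of these genes, with 11 higher at an unadjusted p under 0.05 and 6 adjusted over the list alone, and DESeq2 called 6 higher of 50 (odds ratio 2.32, Fisher's exact test, two-sided, adjusted p = 0.0722). Nuclear genes whose annotated product names an organelle ribosomal protein, 17 tested, had a median of 0.19, higher in 13 of 17. Their adjusted p was 0.0337 with fry and 0.514 with camera. The median was 0.045 with offsets for GC content and gene length, 0.049 with these and a replicate block, 0.081 without *nol12-4* replicate 1 and 0.099 without WT replicate 3. edgeR called 0 of them, with 1 at an unadjusted p under 0.05, and DESeq2 1.

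**Figure D2:**
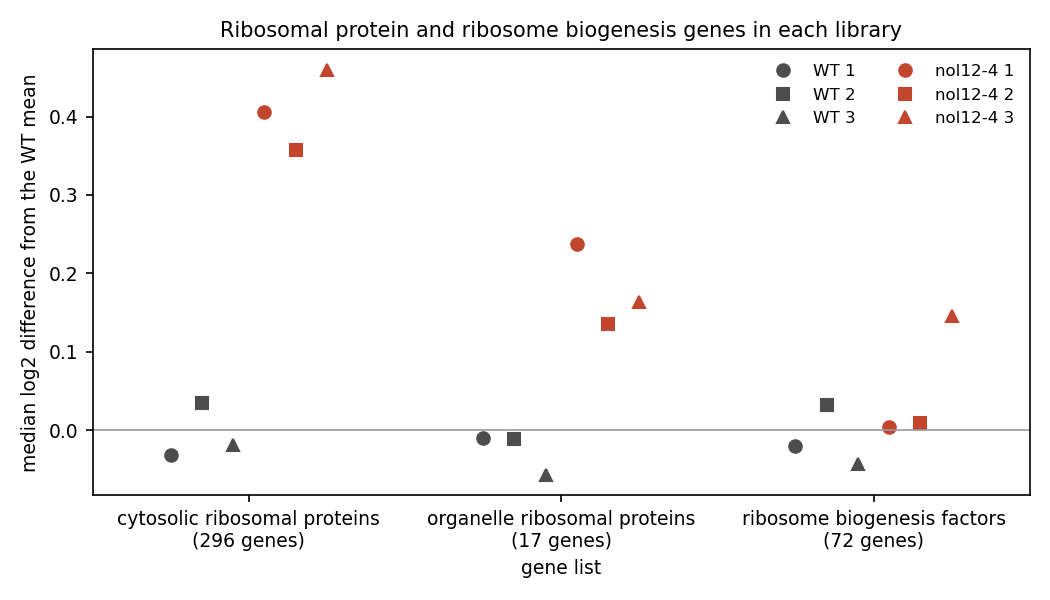
Median log2 difference from the WT mean (vertical axis) of the cytosolic ribosomal protein, organelle ribosomal protein and ribosome biogenesis factor lists, with 1 point per library. The cytosolic list lies between 0.36 and 0.46 in the 3 libraries labelled *nol12-4*, and the biogenesis factors between 0.0038 and 0.15. The lists come from keywords, so the cytosolic list can hold organelle proteins whose annotated product names no organelle.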

Changes in the expression of genes encoding RP and RBF in the *nol12-4* mutant may result from defects in pre-rRNA maturation due to AtNOL12 dysfunction. Alternatively, impairment of these factors in mutant plants may lead to inefficient rRNA biogenesis. We assumed that, like its homologue Rrp17, Arabidopsis NOL12 acts directly at the 5′ ends of pre-rRNAs, especially that the contribution of 5′-3′ nuclear exoribonucleases XRN2 and XRN3 to these processing steps is limited. Depletion of these proteins led to a modest accumulation of 5′-extended 5.8S and 25S precursors and did not affect the mature rRNAs [9]. This strongly suggests the involvement of a redundant 5′-3′ exonuclease activity. To investigate whether the role of AtNOL12 in rRNA processing is direct, we monitored the pattern and level of rRNA precursors in *nol12-4* plants by northern blotting of total RNA from 14-day-old *nol12-4* and WT seedlings, using a set of probes designed for detection of particular pre-rRNA species (Fig. 3A).

Analysis of high-molecular weight RNAs using probes P5 and P44, located in ITS2, revealed a prominent increase of 27SB pre-rRNA in the *nol12-4* mutant, possibly reflecting delayed or deficient processing in ITS2 in the absence of AtNOL12 (Fig. 3B). Unexpectedly, at this stage of our analysis, we detected the accumulation of 3′-extended, but not 5′-extended, 5.8S rRNA precursors in *nol12-4* plants (Fig. 3B, probes P4 and P5). This observation was in contrast to what was reported for the yeast Rrp17. To inspect the pattern of 5.8S precursor in more detail, we performed northern blots for low-molecular weight RNAs using the same set of probes (Fig. 3C). This allowed us to identify the 7S and 5.8S-3′ species that accumulated in *nol12-4*. We also detected an additional precursor in the mutant which migrated slower than 7S pre-rRNA and was hardly visible in the WT (Fig. 3C, probe P5). This species was not extended at the 3′ end, because it was detected by the P45 probe, located just upstream of the cleavage site C2, but not by P46, located just downstream of this site, which indicates that this species ends directly at C2 (Supplementary Fig. S3C). We assume that the faster-migrating and more abundant precursor present in both plant lines corresponds to the standard 7S pre-rRNA, while the slower-migrating and less abundant species, detected in *nol12-4*, represents 5′-extended forms. Primer extension analysis of 5′ ends of 5.8S/7S rRNAs in *nol12* and WT plants confirmed that 5′-extended species accumulated in the mutant (Fig. 3D). Notably, we did not observe 5′-extended 25S rRNA (Fig. 3D).

**Fig. 3:**
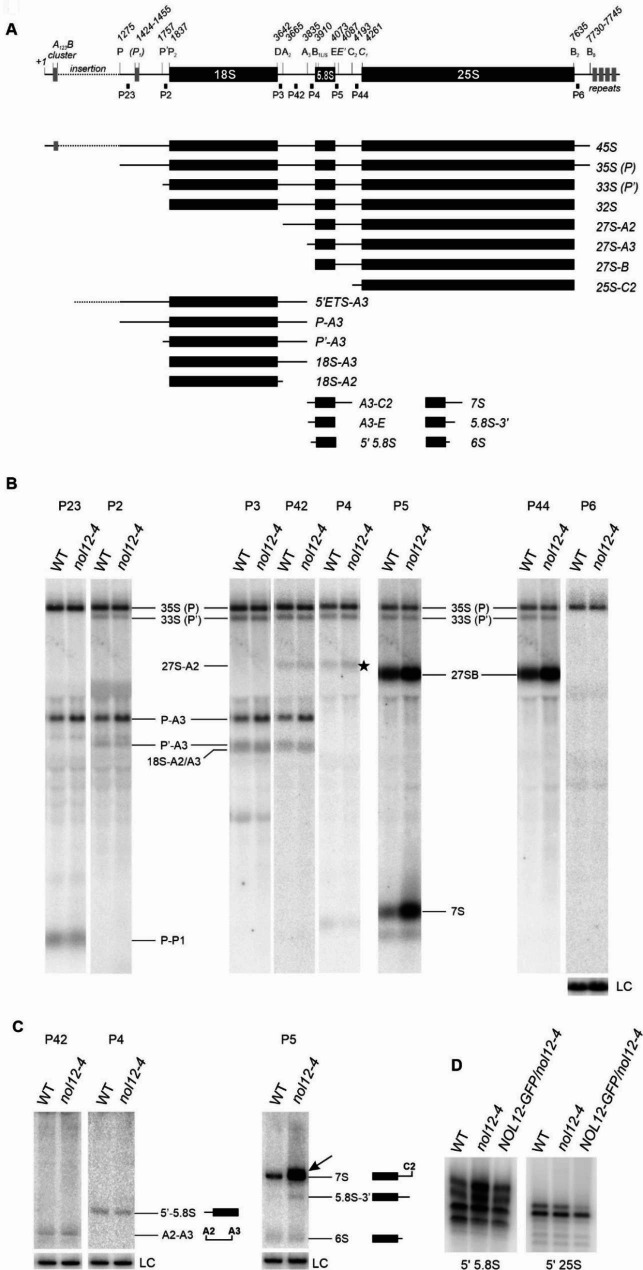
The *nol12-4* mutant accumulates rRNA precursors of the large ribosomal subunit. **(A)** Schematic representation of pre-rRNA structure and processing intermediates. Localization of probes used for northern blot analysis is shown. **(B-C)** Northern blot analysis of high-molecular weight **(B)** and low-molecular-weight **(C)** pre-rRNA precursors in WT and *nol12-4* mutant plants using probes depicted in **(A)**. RNA was separated on 1.1% agarose or 6% acrylamide gels. rRNA precursors and intermediates are indicated on the right. Two large pre-rRNAs, 35S-P and 33S-P′, are not distinguished by northern analysis. Probes for mature 18S rRNA **(B)** and 7SL RNA (C) were used as loading controls (LC). Schematic representation of detected low-molecular-weight pre-rRNAs is shown in **(C)**. Northern blots were performed in at least three biological replicates. **(D)** Primer extension analysis for 5.8S and 25S 5′ ends. Full-length gels and blots are included in a Supplementary Information file

This phenotype strongly suggests that Arabidopsis NOL12 participates in 5.8 S rRNA 5′ end maturation together with XRN2/3 exonucleases [9] as is the case in yeast where this processing step is performed by a joint action of Rat1 and Rrp17 [3, 16]. In contrast, while XRN2 is involved in this process in human cells, direct activity of hNOL12 in ITS2 has not been demonstrated [3, 20, 30].

Importantly, an increase of rRNA precursors in the *nol12-4* mutant had no effect on mature rRNAs (Supplementary Fig. S3C and D). Alteration in pre-rRNA level, but not in mature rRNAs, have been reported for mutants in many plant rRNA processing factors (e.g. [9, 12, 31, 32]), presumably due to the coexistence of alternative processing pathways and redundant activities of enzymes involved in plant rRNA maturation.

### The *nol12* mutant shows increased sensitivity to biotic and abiotic stresses

Pre-rRNA processing in plants, as well as in other organisms, is affected by stress conditions and a number of plant mutants in genes involved in ribosome maturation show altered response to various stress conditions, mainly abiotic [1, 33–39]. In addition, the nucleolus is targeted by many plant viruses and other pathogens, linking this subnuclear structure to biotic stress [40]. Moreover, bacterial infection has been recently reported to have an effect on pre-rRNA processing [41].

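A keyword list of disease resistance and defence proteins gave 246 tested genes, of which 122 were higher and 124 lower in the libraries labelled *nol12-4*. The median log2 fold change was −0.021 and the mean 0.066, so these differ in sign, and the list did not pass camera (adjusted p = 0.976) or fry (adjusted p = 0.781). Its median relative to the WT mean was 0.19, 0.092 and −0.33 in WT replicates 1, 2 and 3, and −0.0073, −0.053 and 0.0035 in *nol12-4* replicates 1, 2 and 3, so WT spread more widely than the genotypes differed. The median turned positive under DESeq2 (0.0089) and without the filter on low counts (0.021) and was 0.067 without WT replicate 1. It was −0.15 without WT replicate 3, where camera gave an adjusted p of 0.0278. Over all alternatives that p ranged from 0.0278 to 0.999. Of 297 genes of the list that DESeq2 could test, it called 27 higher (9.09%) and 23 lower (7.74%), both above the shares of other genes (Fisher's exact test, two-sided, adjusted p = 0.0331 and 0.000144), whereas edgeR called 2 higher and 3 lower, and 16 and 16 adjusted over the list alone.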

Our transcriptomic analyses revealed that many genes with downregulated expression in the absence of AtNOL12 were related to defense response and response to biotic stimulus (Supplementary Table S2; see Fig. 2C). Among the most obvious candidates are for example *NIMIN1* (*NIM1-INTERACTING 1*) and *NIMIN2*, *RMG1* (*RESISTANCE METHYLATED GENE 1*), *FRK1* (*FLG22-INDUCED RECEPTOR-LIKE KINASE 1*), *CRK7* (*CYSTEINE-RICH RECEPTOR-LIKE PROTEIN KINASE 7*) and *CRK13*, *ACD6* (*ACCELERATED CELL DEATH 6*), *WRK54*, *PDF1.4* (*PLANT DEFENSIN PROTEIN*) and *PR3* (*PATHOGENESIS-RELATED 3*). 

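Of the 10 genes, *PR3* (AT2G43590) passed the edgeR test over all genes, with 43.3 ± 12.6 CPM in WT and 10.6 ± 2.83 in the libraries labelled *nol12-4* (mean ± SD, n = 3), a log2 fold change of −2.03 (standard error 0.28, adjusted p = 0.0473, Benjamini-Hochberg). The estimate for *FRK1* was −3.49 (standard error 0.67, adjusted p = 0.0683), from 53.7 ± 37.7 to 4.76 ± 1.18 CPM, and that for *RMG1* −3.74 (standard error 0.85, adjusted p = 0.0876). *NIMIN2*, *CRK7*, *CRK13*, *ACD6*, *WRKY54* and *PDF1.4* had log2 fold changes from −3.42 (*CRK7*) to −1.86 (*NIMIN2*) with edgeR adjusted p from 0.0683 (*CRK13*) to 0.148 (*NIMIN2*), and DESeq2 called all 6. *NIMIN1* had 144, 126 and 5 counts in WT replicates 1, 2 and 3 and 1, 1 and 9 in *nol12-4* replicates 1, 2 and 3, and did not pass the filter on low counts; DESeq2 gave −4.74 (standard error 1.11, adjusted p = 0.000886), although WT replicate 3 had fewer counts than *nol12-4* replicate 3. htseq-count left out the 10.3 to 12.1% of read pairs that aligned to more than 1 place, so reads shared by close CRK paralogs were not counted.
Of the 33 genes of Table S2 that are listed as lower and could be tested, 33 were lower, at an unadjusted p under 0.05 and also adjusted over the list alone; the study chose the list on these libraries, so this is not independent evidence. Over all genes tested, edgeR called *ESP* and *PR3* lower. It called 17 of the list without WT replicate 3, 13 without *nol12-4* replicate 3 and 0 without WT replicate 1, WT replicate 2, *nol12-4* replicate 1 or *nol12-4* replicate 2, where 27, 30, 33 and 30 were lower at an unadjusted p under 0.05 and DESeq2 called 17, 26, 24 and 21 (35 with all 6 libraries). Estimates ran from −4.41 (*CYP71A12*) to −0.57 (*CRK3*), and 29 of the 35 genes listed as lower had normalized counts below every WT library in all 3 libraries labelled *nol12-4*.

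**Figure D3:**
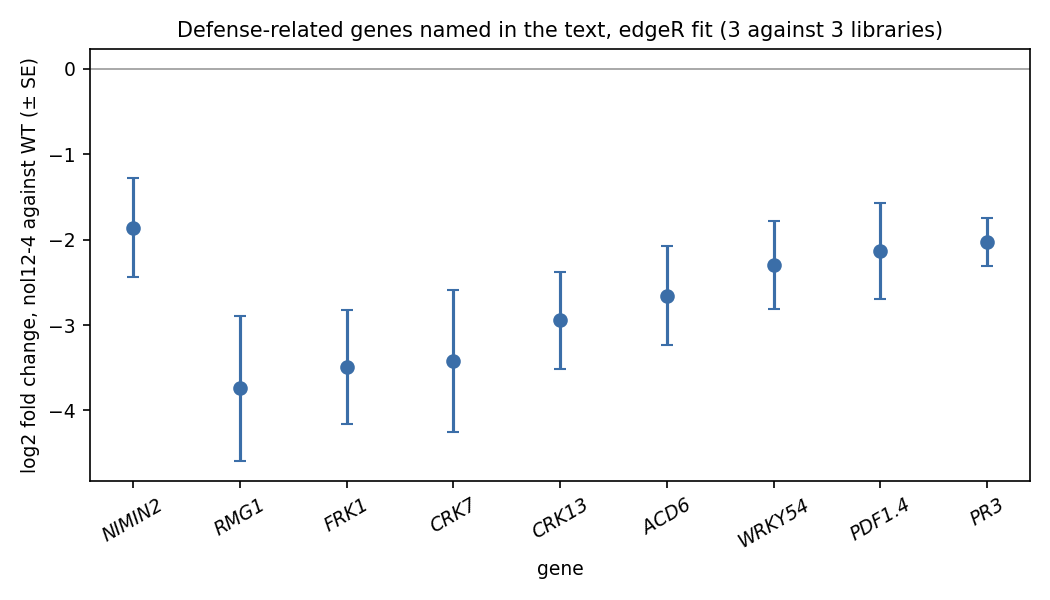
Log2 fold change (vertical axis; bars, standard error) of 9 defence genes in the libraries labelled *nol12-4* against WT from edgeR. All 9 lie below 0, between −3.74 (*RMG1*) and −1.86 (*NIMIN2*).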

To analyze the potential function of AtNOL12 protein in plant innate immunity, we tested 6 weeks-old *nol12-4* and WT plants upon *Pseudomonas syringae* pv. *tomato* DC3000 (*Pst*) infection. *Pst* is a highly virulent bacteria widely used to assess plant-pathogen interactions [42]. Plants have developed a two-step specialized innate immune system. The first, pattern-triggered immunity (PTI), is induced by pathogen-associated molecular patterns (PAMPs), which directly activate the innate immune response in plants. The second step, effector-triggered immunity (ETI), is induced by resistance proteins (*R* proteins), which recognize pathogen effectors [43]. During bacterial infection changes in gene expression result mostly from transcriptional reprogramming [44, 45]. In our experiment, bacterial growth assessed after 72 h post infection (hpi) showed significantly higher pathogen multiplication in the *nol12-4* mutants compared to the WT plants, which indicates that plants lacking AtNOL12 are more sensitive to *Pst* (Fig. 4A). We also investigated changes in mRNA level of key pathogenesis markers (*PR1*, *PR5*, *GSTF6* and *JAZ1*) by northern blot analysis (Fig. 4B and Supplementary Fig. S4A). *PR1*, *PR5* and *GSTF6* are involved in the salicylic acid response pathway, while *JAZ1* is associated with the activation of the jasmonic acid response pathway. These markers were activated after *Pst* infection in both WT and *nol12-4*, however this effect was slightly stronger in the mutant after 48 or 72 hpi (Fig. 4B and Supplementary Fig. S4A).

Next, to investigate the mode of action of PAMP-induced pathways in the *nol12-4* mutant, we treated 14-day-old seedlings with the best known bacterial PAMPs recognized by plants, namely flg22 (peptide fragment of bacterial flagellin) and elf18 (translation elongation factor Tu), and then examined selected mRNAs by northern blot analysis in both WT and mutant plants compared to control conditions. The response pathways of both flg22 and elf18 were similar and triggered the same markers, including *FRK*, *BAK1*, *PR1*, *PR2* and *GSTF6*. However, the response to flg22 was significantly stronger than to elf18 (Fig. 4C, Supplementary Fig. S4B). It can be seen that *FRK1* and *BAK1*, which are recognized by pattern recognition receptors (PRR), were activated within the first 3 h, followed by *GSFT6* and *PR2*, and at the latest *PR1*, which is the basic pathogenic marker. Together these data suggest that the lack of AtNOL12 protein deregulates the response to biotic stress. In addition, the reduced expression of genes associated with pathogen response in the *nol12-4* mutant (see Fig. 2B and Table S2) is consistent with its enhanced susceptibility to the pathogen.

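In the uninfected seedlings, 11 genes probed on the paper's northern blots, 10 markers and the loading control EIF4A1, were also read from the counts, with a median log2 fold change of −0.20. *WRKY25* was lower (−0.98, standard error 0.21; adjusted p = 0.078 with edgeR and 0.00141 with DESeq2). For *BAK1* it was −0.58 (adjusted p = 0.17 with edgeR), and *PR1* (0.12, standard error 1.12), *PR2* (−0.28, standard error 0.78) and *PR5* (0.44, standard error 0.34) differed by less than the spread between libraries. *PR1* changed sign with limma-voom (−0.56) and without WT replicate 2 (−0.033), WT replicate 3 (−0.36) or *nol12-4* replicate 1 (−0.79), and *PR2* without WT replicate 1 (0.083) or *nol12-4* replicate 3 (0.20). Of these 11 genes DESeq2 called 3 lower and 1 higher, edgeR 0 over all genes tested with 5 at an unadjusted p under 0.05, and 5 passed when adjusted over the list alone.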

To check the effect of pathogen attack on pre-rRNA processing we performed northern blot analysis for *nol12-4* and WT plants infected by *Pst*. Using P5 and P42 probes, which show the most evident differences between the mutant and WT, we detected an increase in 35S-P/33S-P′, 27S, 7S and P-A3 intermediates that was more pronounced in *nol12-4* (Fig. 4D and E). This indicates that, on the one hand, pathogen attack affects pre-rRNA processing, as already demonstrated by [41], and on the other hand, that AtNOL12 plays a role in regulating the rRNA maturation pathway under biotic stress. In this experiment, we observed a weaker accumulation of 27S and 7S in the mutant under control conditions compared to our previous experiments. This is probably due to the use of much older, 6-week-old plants for *Pst* infection, as opposed to 14-day-old seedlings used in other experiments.

**Fig. 4:**
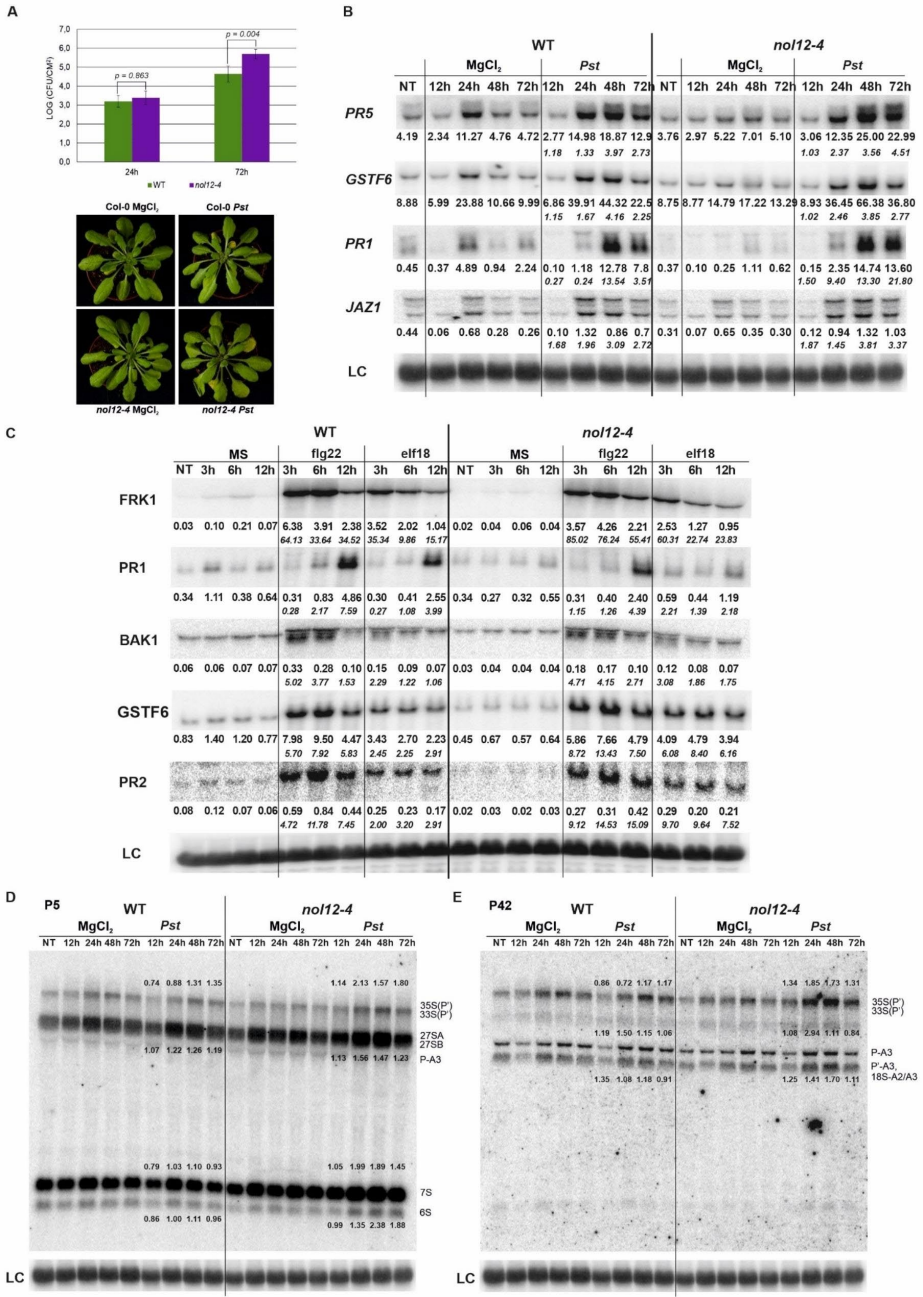
The *nol12-4* mutant is sensitive to *Pseudomonas syrignae* pv. *tomato* DC3000 infection. (**A**) Growth of *Pst* DC3000 after 24 and 72 hpi in WT and the *nol12-4* mutant. Results are the mean of four independent experiments and error bars represent SD; P < 0.01 (Student’s t-test). Lower panel: images of indicated plants infected with *Pst* DC3000 and control plants treated with MgCl_2_ (**B**) Northern blot analysis of factors involved in response to *Pst* DC3000. Samples were collected from non-treated (NT), control (MgCl_2_) and infected (*Pst*) WT and *nol12-4* plants at indicated time points. The ratio of transcript level in treated *nol12-4* versus WT normalized to 18S rRNA loading control (LC) is shown as the main numbers, while the ratio relative to the control conditions is given in italics. (**C**) Northern blot analysis of factors involved in PAMPs response. Samples were collected at indicated time points from non-treated (NT) 14-day-old seedlings, treated with MS (control) or 100 nM of flg22 and elf18. The ratio of transcript level in treated *nol12-4* versus WT normalized to 18S rRNA loading control (LC) is shown as the main numbers, while the ratio relative to the control conditions is given in italics. (**D-E**) Northern blot analysis of pre-rRNA precursors in WT and *nol12-4* lines using probes P5 and P42. Numbers represent the ratio of transcript level in *Pst*-treated WT and the mutant relative to control (MgCl_2_) and normalized to 18S rRNA loading control (LC). Northern analyses in (B-E) were performed in at least three biological replicates. Full-length blots are included in a Supplementary Information file

Since increased responsiveness to biotic stimuli usually coincides with higher sensitivity to abiotic stress, we subjected 14-day-old seedlings of WT, *nol12-4* mutant and 35S::*NOL12-GFP/nol12-4* transgenic line to salinity (100 mM NaCl), sugar (3% glucose or media without sugar) and heat stress, which are the major abiotic factors causing severe plant damage, and heat stress has already been shown to impact pre-rRNA processing and ribosome maturation [38, 39]. In our case only heat stress showed significant effect on rRNA maturation pathway.

To obtain a comprehensive picture of pre-rRNA processing under heat stress, we performed northern analysis for WT, *nol12-4* and 35S::NOL12-GFP/*nol12-4* seedlings plants transferred to 37°C for 10, 20 min, 30 min, 2 and 5 h (Fig. 5), as well as to 42°C for 2 h and 5 h (Supplementary Fig. S5). Induction of response to heat stress was confirmed by checking the levels of known stress marker *HSP70* by northern blot (Fig. 5A and Supplementary Fig. S5A). Moderate effect on accumulation of *HSP70* mRNA in *nol12-4* indicates that the mutant is more sensitive to heat than WT plants.

**Fig. 5:**
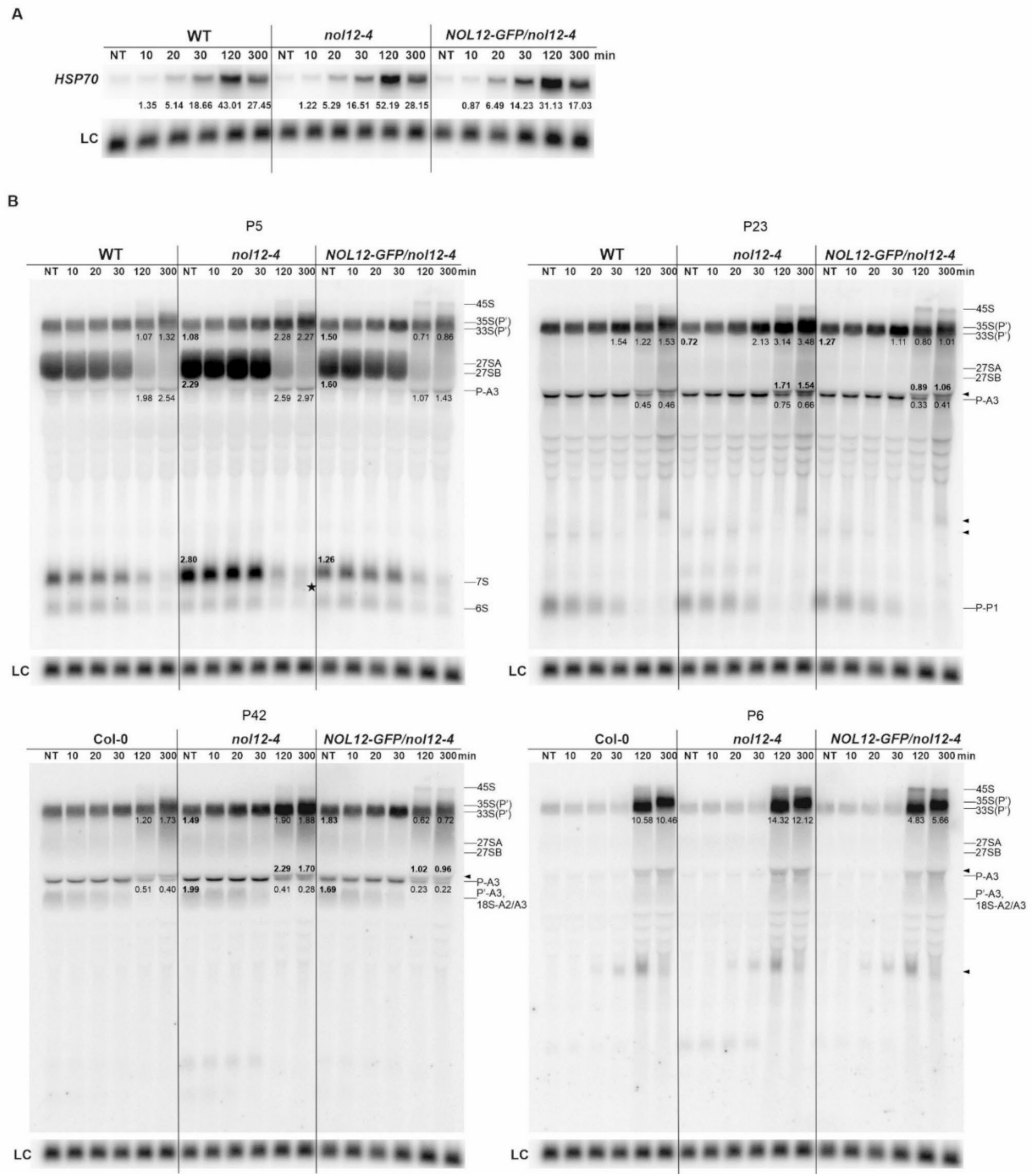
AtNOL12 affects pre-rRNA processing under heat stress. Northern blot analysis of mRNA **(A)** and rRNA precursors and intermediates **(B)** in WT, *nol12-4* and 35S::NOL12-GFP/*nol12* lines. Samples were collected from 14-day-old seedlings and transferred to 37°C for the times indicated. RNA was separated on 1.1% agarose gels and hybridized with *HSP70* **(A)** and probes P5, P23, P42, and P6 **(B)**. rRNA precursors and intermediates are described on the right. Black arrowheads indicate the heat stress-dependent species, including the P-C2 intermediate, migrating just above the P-A3 [46], asterisk indicates a *nol12*-specific intermediate that probably corresponds to 5.S-3′ species. The values provided above or below RNA intermediates show changes in their accumulation in the mutants compared to WT; numbers in bold represent relative values in the mutants compared to the WT at the corresponding treatment time, the remaining numbers denote relative values compared to the untreated plants (NT) for the same line. U2 snRNA was used as a loading control (LC). The analyses were performed in three biological replicates. Full-length blots are included in a Supplementary Information file

As previously reported [39], a short exposure to elevated temperature did not induce any changes in the rRNA precursor profile, which were clearly visible after 2 and 5 h. Under these conditions we observed an accumulation of the largest pre-rRNAs, namely 45S and 35S-P/33S-P′, and a concomitant decrease in downstream pre-rRNA processing intermediates (27S, 7S) in all tested plant lines, confirming that rRNA maturation was inhibited at elevated temperatures (Fig. 5B) as shown before [38, 39]. The accumulation of 35S-P/33S-P′ species, but not 45S, was visibly stronger in the *nol12-4* mutant compared to the WT and 35S::NOL12-GFP/*nol12-4* lines.

Additional pre-rRNA intermediates, more prominent in the *nol12-4* mutant, were detected in the heat-treated seedlings, P-C2 fragment with probes P23 and P42 (Fig. 5B, marked with an arrowhead), and most likely the 5.8S-3′ precursor with probe P5 (Fig. 5B, marked with an asterisk). The accumulation of the P-C2 intermediate is a hallmark of a stress-dependent pre-rRNA processing pathway called “ITS2-first”, where the initial cleavage of the primary precursor occurs at site C2 in ITS2 [1, 38, 39, 46]. Similar results were obtained at 42°C, but a long exposure to such a high temperature deteriorates the condition of plants, which in turn affects the quality of RNA (Supplementary Fig. S5).

These data confirmed that AtNOL12 is involved in ITS2 processing and 5.8 S rRNA 5′ end maturation, and revealed that this protein contributes to the regulation of these events under both biotic and abiotic stress conditions.

### *nol12* mutants exhibit improved resistance to cycloheximide

A noticeable number of Arabidopsis ribosome biogenesis mutants exhibit altered sensitivity to several antibiotics, which is likely caused by the production of ribosomes with abnormal structure and function due to aberrant pre-rRNA processing and ribosome assembly [29, 32, 35, 47–51]. To test whether ribosome activity is impaired in *nol12-4* mutant, we assessed the mutants’ sensitivity to a set of antibiotics. We have chosen four antibiotics known to target particular ribosomal locations in prokaryotes and have been shown to differentially inhibit the growth of mutants in ribosome biogenesis factors relative to WT plants, namely the aminoglycosides streptomycin, spectinomycin and erythromycin, as well as non-aminoglycoside chloramphenicol. To analyze the rate of growth of *nol12-4* and WT plants on antibiotic-containing media we measured the root length of 14-day old seedlings. Compared to the WT, the growth of the mutant roots was less inhibited on media containing spectinomycin or streptomycin, however, the results for erythromycin and chloramphenicol showed no statistically significant differences (Supplementary Fig. S6A-B). We also tested the sensitivity of *nol12-4* to the eukaryotic protein synthesis inhibitor cycloheximide (CHX), which binds eukaryotic ribosomal complexes at the E-site of the 60S subunit [52]. *De novo* protein synthesis is required for radicle protrusion in Arabidopsis and CHX strongly inhibits this process [53], therefore seedlings grown on CHX-containing media have strongly shortened roots (Supplementary Fig. S6C). To reliably estimate the rate of seedling growth in this experiment, we measured the dry weight of seedlings grown on media supplemented with increasing concentration of CHX, ranging from 0.2 µM to 1.6 µM. Compared to WT, growth of the *nol12-4* mutant was moderately less inhibited on media containing CHX and this effect was progressively stronger with increasing concentration of cycloheximide (Fig. 6).

**Fig. 6:**
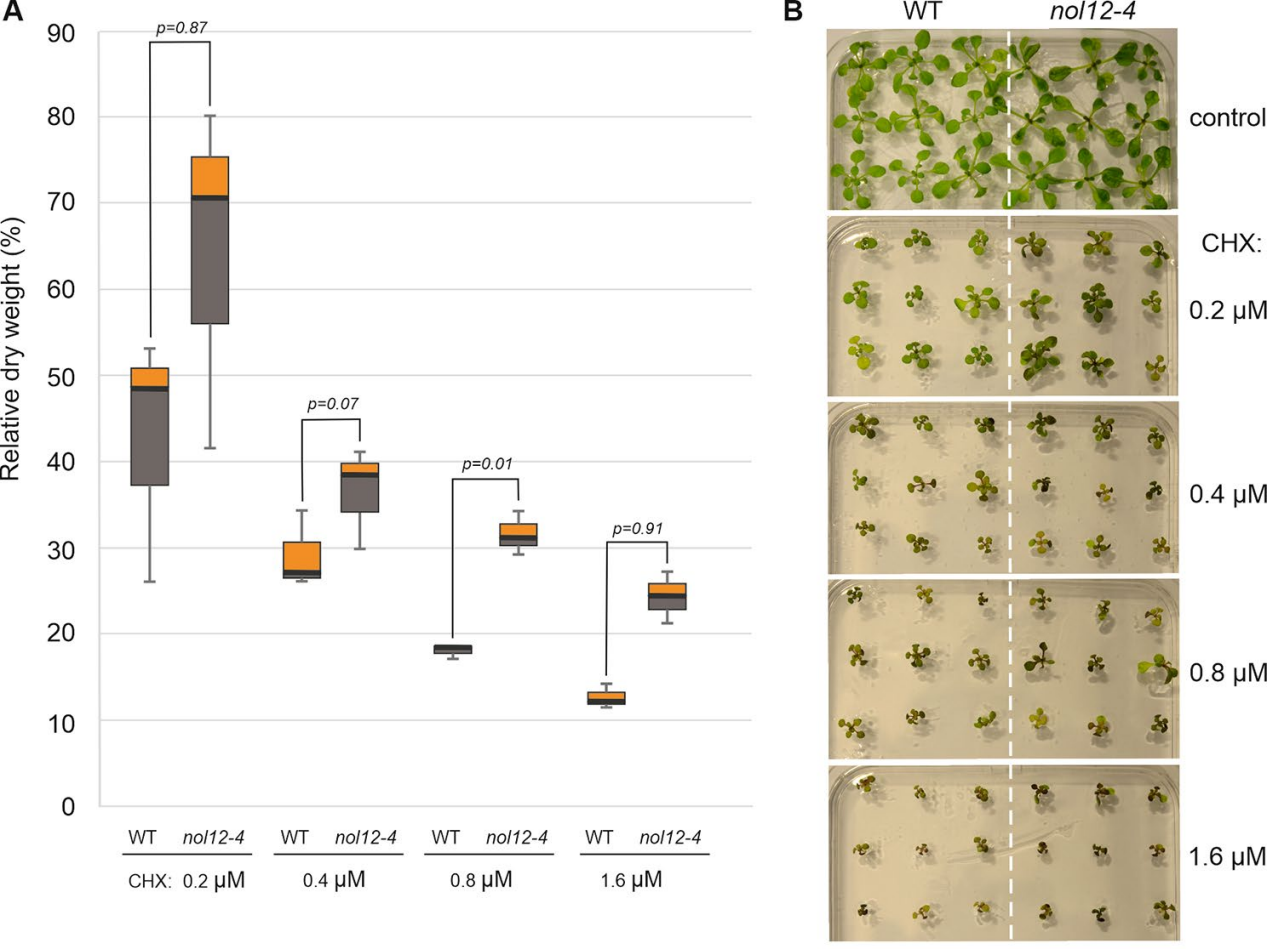
The *nol12-4* mutant presents reduced sensitivity to cycloheximide. **(D)** Box plot for relative dry weight of WT and *nol12-4* plants, grown on plates with indicated CHX concentration, normalized to respective plant lines grown on CHX-free medium. The experiment was performed in three biological replicates, for 27 plants in each replicate. Dark horizontal lines represent the median, with the box representing the 25th and 75th percentiles and the whiskers the 1.5 IQR limits. *p-values* by ANOVA test among WT and *nol12-4* are depicted. **(E)** WT and *nol12-4* plants grown on plates containing increasing concentrations of CHX

The limited resistance of *nol12-4* plants to certain antibiotics and CHX may result from the presence of a population of structurally altered ribosomes, that are less susceptible to binding these chemicals. There is increasing evidence that plants have specialized functional subpopulations of ribosomes that are organ- or development-specific, and this ribosome heterogeneity plays a regulatory role in translatome reprogramming in response to environmental stimuli or stress conditions (reviewed in [54, 55]). It is possible that the moderately altered antibiotic resistance of *nol12-4* reflects an imbalance in the content of specialized ribosome fractions caused by changes in RP levels, even though the mature ribosomal RNAs are not affected and the ribosomes are functional, as evidenced by the lack of overall effect of these antibiotics on mutant plants. In addition, the increased resistance of *nol12-4* seedlings to CHX suggests that the mutant has altered translational activity. Taken together, our data show that AtNOL12-dependent aberrant rRNA processing may have a modest impact on normal ribosome function.

## Discussion

### AtNOL12 is a conserved nucleolar protein involved in pre-rRNA maturation

NOL12 homologues have been identified in various organisms, and plant AtNOL12 contains the evolutionarily conserved catalytic domain, suggesting conservation of protein function ([16] and this work). The best described homologue, the yeast Rrp17, has the 5′-3′ exoribonucleolytic activity, necessary for digestion of the 5′ ends of 5.8S and 25S rRNAs and is required for processing of the 27S-A3 pre-rRNA [16]. In turn, human hNOL12 participates in processing within ITS1 and its downregulation leads to a decrease in the resulting intermediates [19, 20]. Our work revealed that the activity of AtNOL12 overlaps to a greater extent with the yeast counterpart. Accumulation of 27S and 5′-extended 5.8S rRNA precursors observed in the *nol12-4* mutant clearly suggests the requirement of AtNOL12 for efficient excision of ITS2. On the other hand, the possible role of hNOL12 in ITS2 processing can not be excluded, as enrichment of this protein by eCLIP analysis was detected in both ITS1 and ITS2 regions [56]. There are numerous indications that also in yeast ITS2 processing is dependent on the effective removal of ITS1 [57–60]. In Arabidopsis, accumulation of 27S pre-rRNA may be due to insufficient 27S 5′ trimming in the absence of the possible 5′-3′ exoribonucleolytic activity of AtNOL12. This could lead not only to the increased level of 5′-extended form of 5.8S rRNA in *nol12-4* plants, but also to defective processing within ITS2, resulting in the accumulation of 27S pre-rRNA. The endonucleases involved in cleavages in ITS1 in Arabidopsis are unknown, but the downstream 27S-A2 and A3-C2 products accumulate in AtXRN2 and AtXRN3 exoribonuclease mutants, supporting the involvement of these two enzymes, and probably also AtNOL12, in 27S 5′ processing [9]. Rrp17 has been shown to act in parallel with Rat1/Xrn2 in analogous events in yeast [16].

Surprisingly, in contrast to yeast Rrp17, we did not detect 5′-extended 25S rRNA in the *nol12-4* mutant. We assume that in plants maturation of 25S rRNA 5′ ends is performed by the redundant activity of AtXRN2 and AtXRN3. This is supported by accumulation of the 25S-C2 species in the double *xrn2 xrn3* mutant, but not in *nol12-4* ([61] and this work).

### Possible effect of AtNOL12 absence on ribosome structure and/or function

Defects in pre-rRNA processing in the *nol12-4* mutant do not lead to changes in the levels of mature rRNAs, which has been also observed for other plant rRNA biogenesis mutants [9, 12, 31, 32]). This is most likely due to the redundancy of ribosome maturation pathways, including the stress-dependent bypass that is considered to be essential to maintain ribosome quantity and function [46]. However, altered rRNA processing might affect ribosome assembly, which may entail qualitative changes in the protein composition and structure of mature ribosomes. This in turn can potentially be reflected in widespread upregulation of RBF and RP gene expression, as is the case in *nol12-4*, to compensate for disturbed ribosome homeostasis. 

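Among genes for processing factors that the paper names, *NUC2* (AT3G18610) was called higher by edgeR, from 0.735 ± 0.196 CPM in WT to 4.03 ± 0.286 in the libraries labelled *nol12-4* (mean ± SD, n = 3; log2 fold change 2.45, standard error 0.27, adjusted p = 0.031, Benjamini-Hochberg). *FIB2* was higher by 1.33 (standard error 0.27), past the threshold in DESeq2 (adjusted p = 0.000879) and not in edgeR (0.0738). The changes of *FIB1* (0.36), *XRN2* (−0.22) and *RRP44A* (−0.24) were not called by edgeR or DESeq2. *NUC1* stood at −0.064 and changed sign without WT replicate 3 (0.011) and without *nol12-4* replicate 1 (0.054). The 11 enzymes and factors had a median of −0.043; edgeR called 1, 2 passed adjusted over the list alone, and DESeq2 called 2, both higher. The paper proposes that altered processing might affect how ribosomes assemble and may change their protein composition and structure. Higher expression of genes for biogenesis factors and ribosomal proteins could, it proposes, reflect this, as compensation.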

Altered composition or structure of ribosomes caused by lack of AtNOL12 is further supported by improved resistance of the *nol12-4* mutant to cycloheximide and ribosome-targeting antibiotics. A limited effect of these chemicals on the mutant growth may reflect the heterogeneity of ribosomes, which allows for changing the composition of ribosomes in response to adverse conditions to sustain translational activity [54, 55, 62]. Ribosome heterogeneity leading to specialized ribosomes is based on diverse ribosome subpopulations containing RP paralogs, additional protein components, RPs with changed stoichiometry or posttranslational modifications, and finally distinct rRNA variants. For example, perturbations in the expression of RPs in yeast and human cells has been reported to alter transcription and translation of specific gene subsets without affecting overall protein synthesis [63, 64]. It is therefore possible that defects in rRNA processing, especially under stress, and/or dysregulated expression of RP genes in the *nol12-4* mutant may affect the balance of ribosome subpopulations and, consequently, the transcriptomic profile.

### Contribution of AtNOL12 to plant stress response and development

Among genes differentially expressed in the absence of AtNOL12, in addition to those related to ribosomes and their biogenesis, we also detected genes involved in stress/defence responses and cell cycle regulation. This is consistent with altered sensitivity of *nol12-4* plants to biotic and abiotic stresses. 

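A keyword list of cell cycle and cytokinesis genes held 154 tested genes, 100 of them higher and 54 lower in the libraries labelled *nol12-4*, with a median log2 fold change of 0.16. Relative to the WT mean the list's median was 0.29, 0.16 and 0.15 in *nol12-4* replicates 1, 2 and 3, above the WT range of −0.03 to 0.054. It passed camera at the preset inter-gene correlation of 0.01 (adjusted p = 8.11e-05) and fry (adjusted p = 0.0279). With an estimated correlation it did not pass camera (adjusted p = 0.199). Its median stayed above 0 under every alternative.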

Our results suggest that AtNOL12, like SAHY1 and AtRH7, represents another factor linking nucleolar functions and stress signalling pathways [34, 35, 37]. Although only a few cases of connections between nucleolar factors and plant immunity have been described so far [41], nucleolus is known to play an important role in detecting stress such as salinity, drought and temperature [40, 65]. In human cells hNOL12 has been reported to be required for genome integrity, DNA damage repair, cell proliferation and apoptotic response [19]. We cannot exclude that AtNOL12 also regulates similar processes, but we did not find genes related to these categories among DEGs in the *nol12-4* mutant (Supplementary Dataset S1), suggesting that the plant homologue is probably not involved in these activities. These differences between the human and plant counterparts are most likely due to their somehow distinct localization profile. 

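Keyword lists for DNA repair (39 genes tested) and cell death (29) had median log2 fold changes of −0.16 and −0.1 in the libraries labelled *nol12-4* and means of 0.016 and 0.11, so median and mean differ in sign, and neither passed camera (adjusted p = 0.543 and 0.976). In each list edgeR called 0 genes and DESeq2 1, higher, of 41 and 31 that it could test, and 8 DNA repair and 4 cell death genes had an unadjusted p under 0.05 in edgeR, 0 in either list adjusted over the list alone. The list of 17 tested DNA damage response genes had a median of 0.062 (camera adjusted p = 0.155); it was −0.056 without WT replicate 2 and 0.42 without WT replicate 3, where camera gave 0.0278, the lowest of a range up to 0.482. Of 18 genes of the list that DESeq2 could test, 3 were called higher by it and 0 by edgeR, with 4 at an unadjusted p under 0.05 and 3 adjusted over the list alone: *CYCB1;1* (1.22, standard error 0.18; adjusted p = 0.0571 with edgeR and 3.79e-06 with DESeq2), *GMI1* (0.86, 0.0618 and 0.000499) and *TSO2* (1.07, 0.101 and 0.0117). Among 116 genes annotated to DNA damage and repair that DESeq2 could test, it called 2 higher and 1 lower. Of 179 genes annotated to cell death, it called 22 lower and 4 higher, the lower share above that of other genes (odds ratio 4.86, Fisher's exact test, two-sided, adjusted p = 3.53e-08), and the median of the 165 that edgeR tested was −0.20 (camera adjusted p = 0.00236, fry 0.322). The medians of that annotated list relative to the WT mean were 0.22, 0.099 and −0.29 in WT replicates 1, 2 and 3, so the WT libraries differed from each other by more than the genotypes.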

While AtNOL12 is predominantly nucleolar, hNOL12 is also present in numerous foci, namely in paraspeckles in the nucleoplasm and in the GW/P-bodies in the cytoplasm [19].

In Arabidopsis, the biogenesis and function of ribosomes is also related to the regulation of development. This is supported by observations that not only pre-rRNA processing, but also many developmental processes are affected by impaired function of RBFs, including embryo development, cell cycle progression and leaf shape regulation [6, 12–14, 24, 25, 31–33, 66–70]. Our RNA-seq data show that AtNOL12 is not only involved in ribosome biogenesis, but also regulates the expression of genes related to cell cycle and cell division (Supplementary Data Set S1). This suggests that ineffective ribosome maturation may induce nucleolar stress, which leads to inhibition of cell cycle progression [71]. Similarly, knockdown of *Drosophila* NOL12 homologue *Viriato* has been reported to inhibit cell growth [18]. 

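Of 165 genes of the keyword cell cycle list that DESeq2 could test, it called 31 higher (18.8%) and 1 lower (odds ratio 3.99, Fisher's exact test, two-sided, adjusted p = 1.16e-08 for the higher share). edgeR called 1 higher over all genes tested, and 31 adjusted over the list alone. Of 90 genes tested by edgeR and annotated to the cell cycle and cell division, 66 were higher in the libraries labelled *nol12-4*. Their median was 0.23, with list medians of 0.25, 0.17 and 0.24 in *nol12-4* replicates 1, 2 and 3. DESeq2 called 20 higher and 0 lower of 93. edgeR called 0 over all genes tested, with 28 higher and 3 lower at an unadjusted p under 0.05.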

Alternatively, disturbances in the cell cycle and cell division in *nol12-4* plants may be partly due to defects in the synthesis of the cell wall, since genes involved in this process were also significantly enriched among DEGs in the mutant (Supplementary Data Set S1). It is known that cell wall integrity influences many biological processes in organisms, including cell cycle and development in plants [72, 73]. 

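For cell wall genes listed by keyword, 193 of 268 tested genes were higher in the libraries labelled *nol12-4*, with a median log2 fold change of 0.49 (camera adjusted p = 4.55e-08, fry adjusted p = 0.0337). That camera value uses the preset inter-gene correlation of 0.01, and with an estimated correlation of 0.0778 its adjusted p was 0.199. Relative to the WT mean, the list's median was 0.50, 0.69 and 0.31 in *nol12-4* replicates 1, 2 and 3, outside the WT range of −0.05 to 0.055. Of 347 genes of the list that DESeq2 could test, it called 69 higher (19.9%) and 7 lower, and edgeR called 2 higher and 1 lower, with 50 and 5 adjusted over the list alone. The share called higher exceeded that of other genes (odds ratio 4.37, Fisher's exact test, two-sided, adjusted p = 1.09e-19). In the list annotated to the cell wall, 84 of 119 tested genes were higher and the median was 0.38.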

Rrp17 in yeast is directly involved in nucleolar export of the 60S ribosome subunit [16], and defects in this process in *Arabidopsis* are linked to abnormal secondary wall formation [74]. These clues point to a potential role for AtNOL12 in pre-60S subunit export from the nucleolus, which may underlie the developmental defects observed in the absence of this protein.

## Conclusions

To conclude, our data confirmed that AtNOL12 is involved in the maturation of rRNA precursors destined for the large ribosomal subunit, in particular in the processing of ITS2 and 5.8 S rRNA 5′ end maturation, and revealed that this protein contributes to the regulation of these events under both biotic and abiotic stress conditions. These findings complement previous reports on the effects of stress on ribosome biogenesis and add to our understanding of the pre-rRNA processing pathway in plants.

## Materials & methods

### Plant material and growth conditions

The *Arabidopsis thaliana* wild-type (WT), mutant and transgenic plants used in the study were all in the Columbia-0 (Col-0) genetic background. We used the following mutant lines with T-DNA insertion in the *AtNOL12* (*At1G11240*) gene: *nol12-1* (SAIL_309E03), *nol12-2* (SALK_104922), *nol12-3* (SALK_104924), *nol12-4* (GABI-Kat GK-536B01), and transgenic *nol12-4* line expressing *AtNOL12* gene fused to GFP (35S::NOL12-GFP/*nol12-4*). Unless stated otherwise plants were grown in Percival growth chambers at 22/19°C on a 16-h-light and 8-h-dark (long-day) photoperiod. Seeds were germinated in soil or were surface-sterilized with 30% bleach/0.02% Triton-X100 solution and germinated on half-strength MS [75] basal salt medium supplemented with 1% (w/v) sucrose and 0.3% phytagel (Sigma-Aldrich). Construction of 35S::NOL12-GFP/*nol12-4* transgenic line: *AtNOL12* coding sequence was PCR-amplified and cloned into pDONR201 vector (Invitrogen), then transferred using LR Clonase (Thermo Scientific) to pGWB605 vector containing C-terminal GFP tag, under the control of 35S promoter. Resulting plasmid was used for *Agrobacterium*-mediated transformation of WT plants by floral-dip method [76].

### Sequence analysis

Plant NOL12 homologue was identified with the blastp algorithm [22]. Sequences were aligned using the T-Coffee web server [77] and rendered with Boxshade. For phylogenetic analysis protein sequences of AtNOL12 homologs were obtained from UniProt (uniport.org), aligned using MAFFT [78] and analyzed using the Neighbor-Joining method. Phylogenetic tree was visualized using Phylo.io application [79].

### Confocal microscopy

Subcellular localization of NOL12-GFP in *A. thaliana* was evaluated using a Nikon C1 confocal system built on TE2000E and equipped with a 60× Plan-Apochromat oil immersion objective (Nikon Instruments B.V. Europe, Amsterdam, The Netherlands). GFP fusion proteins were excited by a Sapphire 488 nm laser (Coherent, Santa Clara, CA, USA) and observed using the 515/530 nm emission filter. Confocal images were analyzed using free viewer EZ-C1 and ImageJ software.

### RNA methods

Total RNA extraction: total RNA was isolated from 14-day-old seedlings or 21-day-old mature plants using TRI Reagent (Sigma-Aldrich) according to the manufacturer’s instructions.

RNA-seq: WT *A. thaliana* Col-0 and *nol12* mutant seeds were sown on MS plates and stratified for 2 days at 4°C. Plants were grown in long-day conditions and harvested at age of 14 days. Three biological replicates were prepared for each genotype and total RNA was isolated using the Trizol method. Libraries were prepared using Illumina TruSeq Stranded Total RNA with Ribo-Zero Plant rRNA Removal (Plant Leaf) protocol including barcoding and were then paired-end sequenced on HiSeq4000 by DNA Research Centre (Poznan, Poland). The raw sequence data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE232067. Obtained fastq files were quality checked using *fastqc* (v0.10.1 -http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with all the replicates showing high-quality RNA-seq data. The reads for each sample were aligned to the TAIR10 *A. thaliana* genome from ensembl (release v29; [80]) using HISAT2 (v2.0.4; [81]) with the following command-line parameters: *--fr --rna-strandness RF --known-splicesite-infile.* Mapped reads were sorted using samtools sort (v1.1; [82]). Reads were counted with *htseq-count* (v0.6.0; [83]) and the following command-line parameters: *-a 0 -s reverse* using Araport11 gene annotation (release 201,604; https://www.araport.org/). Differential expression was performed using *DESeq2* (v1.8.2; [84]) *R* (v3.2.2) package with parameter *alpha = 0.05*. Genes with FDR < 0.05 were considered significantly changed and those with FDR < 0.05 and absolute log_2_FC > 1 were strongly affected. GO enrichment analysis was performed using gprofiler (https://biit.cs.ut.ee/gprofiler/page/r) with FDR < 0.01.

Northern blotting: low-molecular weight RNAs were separated on 6% acrylamide/7 M urea gels and electrophoretically transferred to a Hybond-XL membrane (GE Healthcare). High-molecular-weight RNAs were analysed on 1.1% agarose/6% formaldehyde gels and transferred to a Hybond-XL membrane by capillary elution. γ-³²P 5′-end-labelled oligonucleotides (Supplementary Table S1) were used as probes against precursor and mature rRNAs and U2 snoRNA-specific probe for a loading control. The probes were end-labeled using T4 Polynucleotide Kinase (Thermo Fisher Scientific) with [γ-³²P] (SRP-201, Hartmann Analytic) as per manufacturer’s instructions. For detection of mRNAs random primed probes were used. Random primed probes were amplified on a cDNA template using respective primers and DECAprime™ II labeling kit (Thermo Fisher Scientific) and [α-³²P] dATP (SRP-203, Hartmann Analytic). Quantification of northern blots was performed using Typhoon FLA 9000 Gel Imaging Scanner (GE Healthcare) and ImageQuant (GE Healthcare) or ImageJ (U. S. National Institutes of Health, https://imagej.nih.gov/ij/) software.

Primer extension: for the detection of 5.8S rRNA 5′ ends primer extension analysis was done using 10 µg of total RNA and specific 5′-end-labeled oligonucleotides. The oligonucleotides were labeled using T4 Polynucleotide Kinase (Thermo Fisher Scientific) with [γ-³²P] (SRP-201, Hartmann Analytic) as per manufacturer’s instructions, and then ethanol precipitated. RNA was denatured at 80°C and then hybridized to 1 pmol of labeled primer by slowly cooling the reaction mixture to 50°C. Reverse transcription was performed using SuperScript IV Reverse Transcriptase (Invitrogen) for 15 min at 50°C in 20-µl reactions containing 1 mM dNTPs, 10 units of RiboLock (Thermo Fisher Scientific) and 1x SuperScript IV buffer (Invitrogen), and stopped by 10 min. incubation at 80°C. Products of the reaction were denatured at 95°C for 5 min and separated on 6% acrylamide/7 M urea sequencing gels.

### Bacterial Infection assays, stress and antibiotic resistance tests

Bacterial infection assays were performed with virulent *Pseudomonas syringae* pv. *tomato* strain DC3000 (*Pst*). Bacteria for inoculation were grown overnight in LB medium with rifampicin at 28°C, centrifuged at 3500 g for 7 min, washed, and resuspended in 10 mM MgCl_2_ with density adjusted to 10^6^ cfu ml^− 1^ (OD600nm = 0.003). 6-week-old plants were inoculated by spraying with the *Pst* suspension in 0.05% Silwet L-77 or with 10 mM MgCl_2_/0.05% Silwett L-77 (control plants) and then covered with plastic lids overnight. The material was harvested from at least 10 plants for each time point, frozen in liquid nitrogen, and used for RNA extraction. Bacterial growth was quantified by assessing the number of dividing bacterial cells 24 and 72 h after infection (hpi). Leaves were harvested and surface-sterilized (15 s in 70% ethanol, followed by 15 s in sterile water). Samples (four-leaf discs) were taken using a cork-borer (4 mm) from 2 leaves, ground in sterile Mili-Q water, diluted and plated on a selection medium. Plates were incubated at 28°C and colonies were counted after 48 h.

PAMP assays: sterilized seeds were grown on MS plates as described above. Five days after stratification seedlings were transferred to a 24-well plate with liquid MS (two seedlings per well, 1 ml of medium). MS was exchanged for a fresh medium after 8 days (500 µl per well) and the next day 500 µl of flg22 (Alpha Diagnostic International Inc.) or elf18 (synthesized by GL Biochem Ltd, Shanghai, China) solution was added to each well to a final concentration of 100 nM. Seedlings were harvested at the indicated time points and frozen in liquid nitrogen. Samples collected from each experiment were subjected to RNA isolation and northern blot analysis.

Stress tests: In the case of high-temperature stress, seeds were surface-sterilized and grown on MS medium supplemented with 1% (w/v) sucrose and 0.3% phytagel under long-day conditions, then after 2 weeks plates were transferred to a 37 or 42°C growth chamber. Samples were collected at the indicated time, blotted dry, and frozen in liquid nitrogen. For salt treatment, seeds were grown on an MS medium containing 100 mM NaCl, 1% (w/v) sucrose, and 0.3% phytagel (Sigma-Aldrich). After 14 days, the seedlings were harvested and frozen in liquid nitrogen. RNA was then isolated and analysed by northern blotting.

Antibiotic tests: the seeds were initially germinated on MS medium supplemented with 1% (w/v) sucrose and 0.3% phytagel, without antibiotics, under long-day conditions, for 5 days, and then transferred to the antibiotic-containing plates. Root length and dry weight measurements were performed after 14 days of growth in antibiotic-containing media. Dry weight measurements of plants grown on CHX media were performed after drying seedlings in 70°C overnight. The experiment was conducted in three biological replicates, 27 plants were analyzed for each replicate.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The data that support the findings of this study are openly available; RNA-seq data are deposited in the Gene Expression Omnibus database under accession code GSE232067. The plasmids and plant lines generated during the study are available from the corresponding author on reasonable request.

# Supplementary material for: The nucleolar protein NOL12 is required for processing of large ribosomal subunit rRNA precursors in Arabidopsis
**Source:** BMC Plant Biol. 2023 Nov 3;23:538. doi: 10.1186/s12870-023-04561-9

SUPPLEMENTARY FIGURES

Figure S1

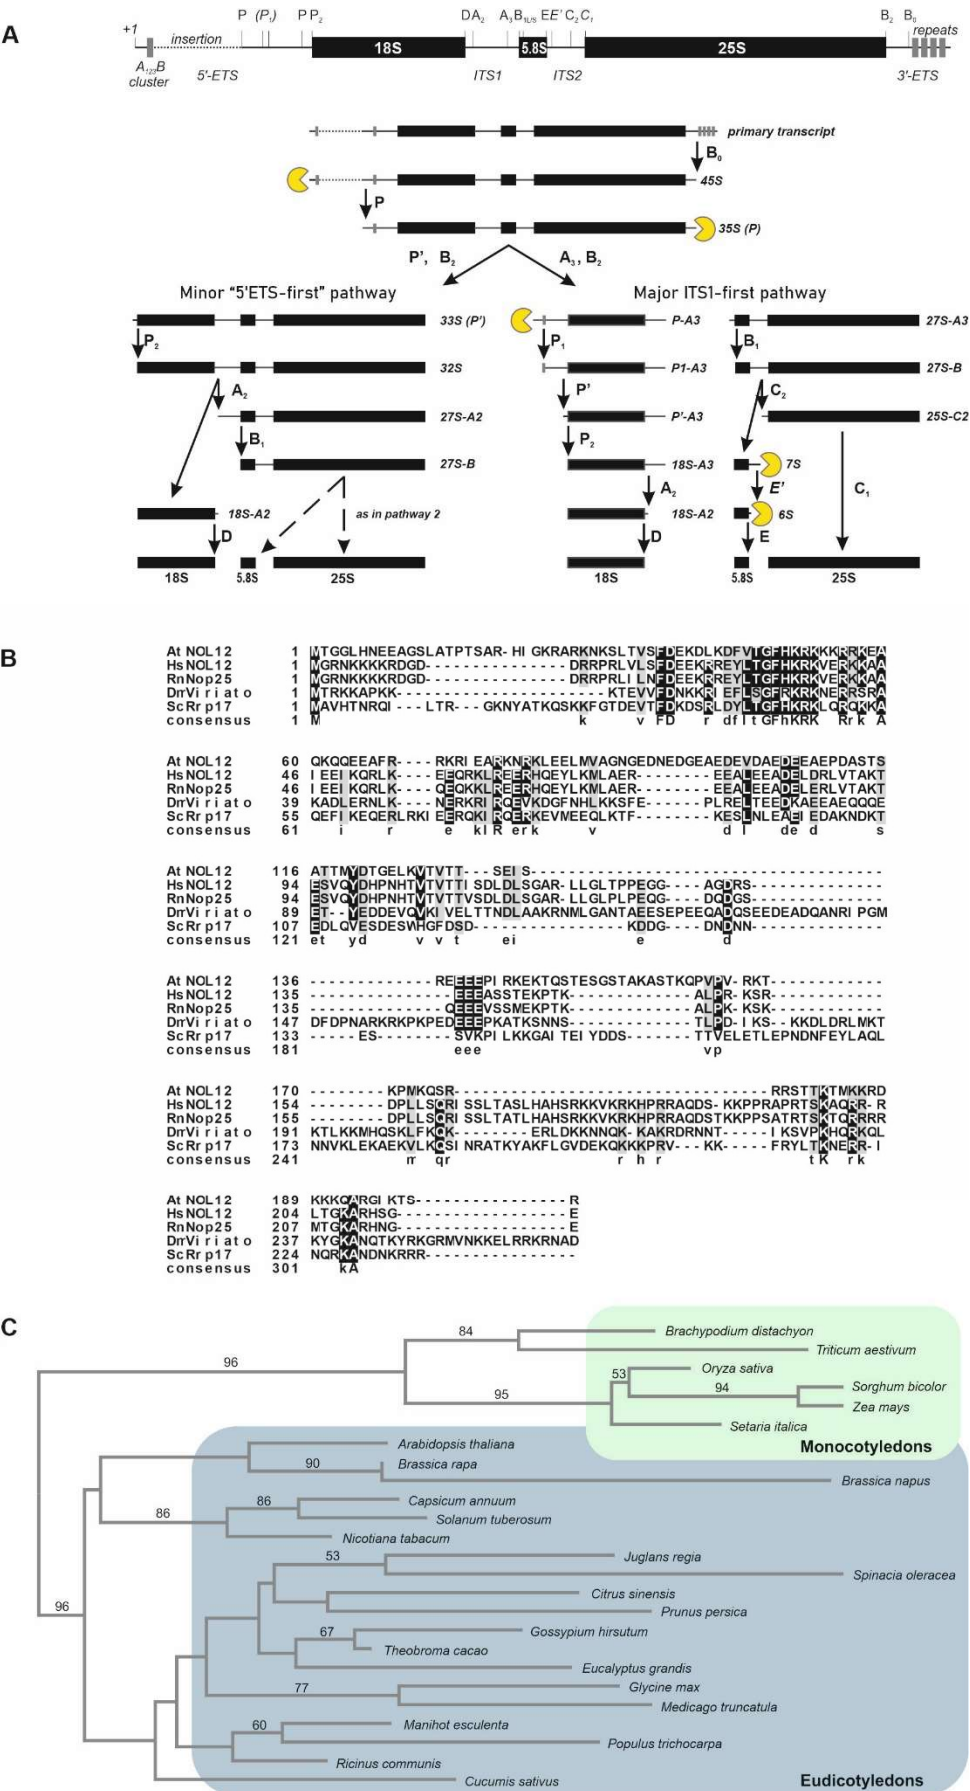

**Supplementary Figure S1. Pre-rRNA processing pathway.** (A) Schematic representation of pre-rRNA structure and processing in Arabidopsis. (B) T-Coffee sequence alignment of NOL12 homologues. AtNOL12 (*Arabidopsis thaliana*), HsNOL12 (human), RnNop2512 (*Rattus norvegicus*), DmViriato (*Drosophila melanogaster*) and ScRrp17 (yeast *Saccharomyces cerevisiae*). (C) Phylogenetic analysis of AtNOL12 homologues in other plant species, including Monocotyledons (highlighted in green) and Eudicotyledons (in blue). The tree was derived by neighbor-joining distance analysis. Bootstrap values over 50% are indicated above the nodes.

Figure S2

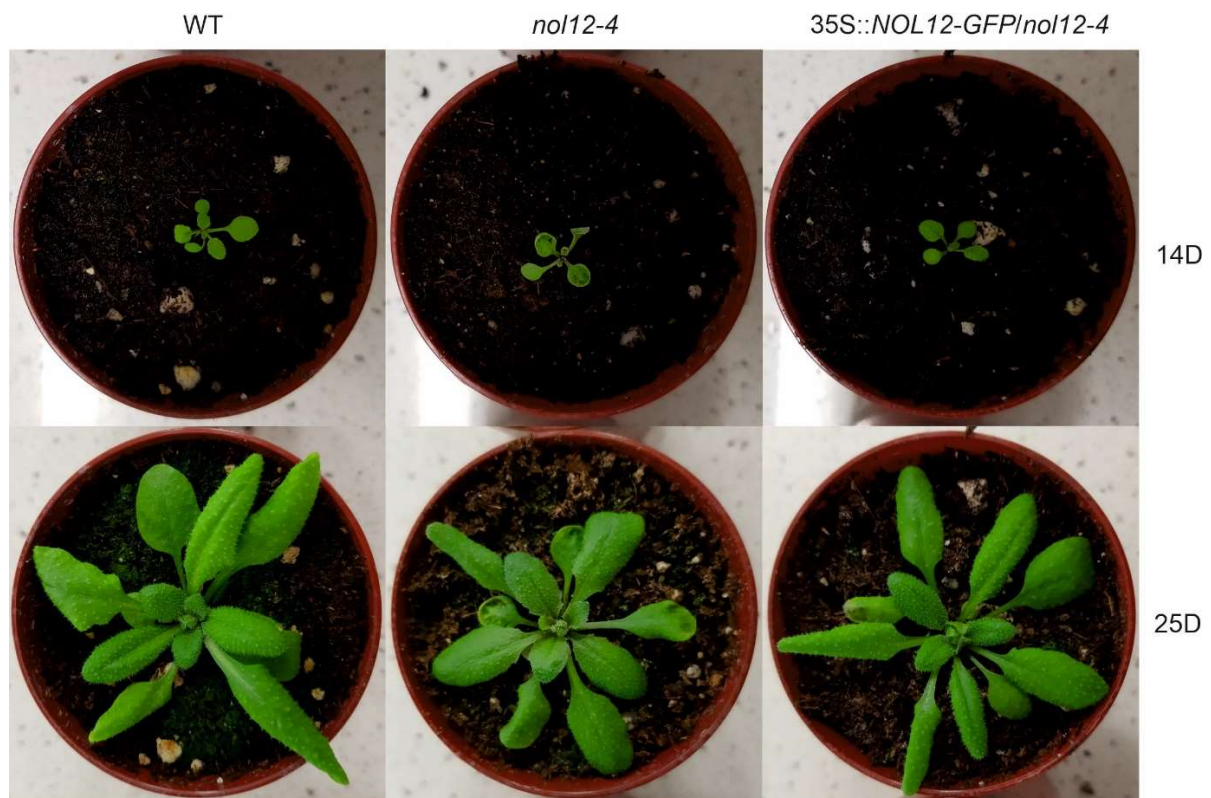

**Supplementary Figure S2. The *nol12-4* phenotype is rescued by the expression of 35S::NOL12-GFP transgene.** The morphological phenotype of 14-day-old and 21-day-old *nol12-4* plants and the 35S::NOL12-GFP/*nol12-4* transgenic line.

Figure S3

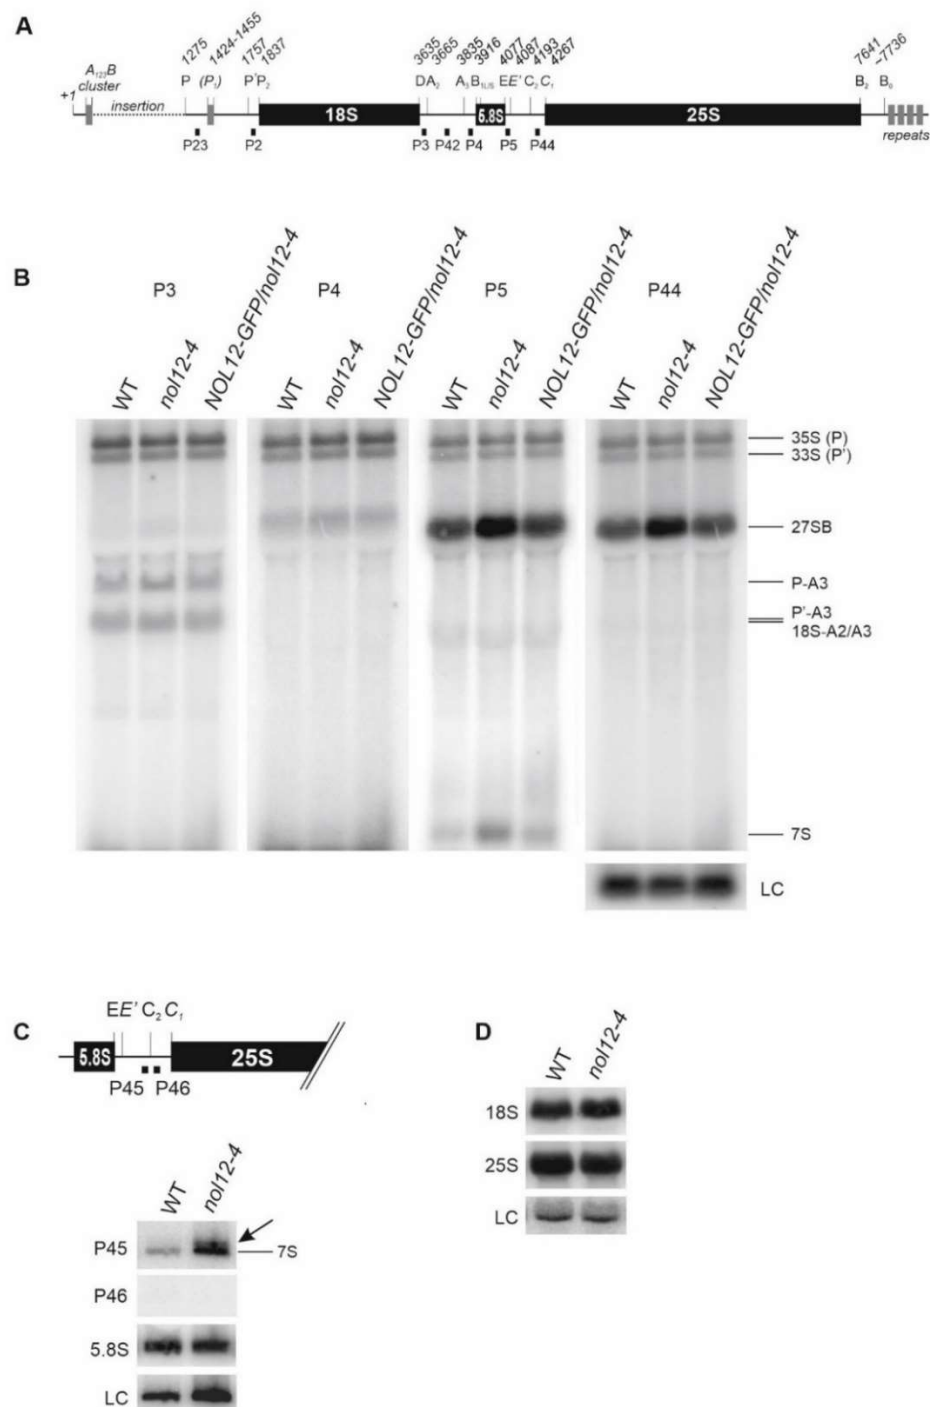

**Supplementary Figure S3. The *nol12-4* mutant accumulates pre-rRNAs, but the level of mature rRNAs is not affected.** (A) Diagram showing the pre-rRNA structure and probes used for northern blot analysis shown on (B). (B-D) Northern blot analysis of pre-rRNA precursors and mature rRNAs in WT, *nol12-4* and 35S::NOL12-GFP/*nol12-4* transgenic line, using probes depicted on (A) and (C). Probes for mature U2 snRNA (B), 7SL RNA (C) and eIF-4A mRNA (D) were used as loading controls (LC). A schematic representation of detected low-molecular-weight pre-rRNAs is shown in (C). The analyses were performed in at least two biological replicates. Full-length blots are included in a Full-length gels and blots section.

Figure S4

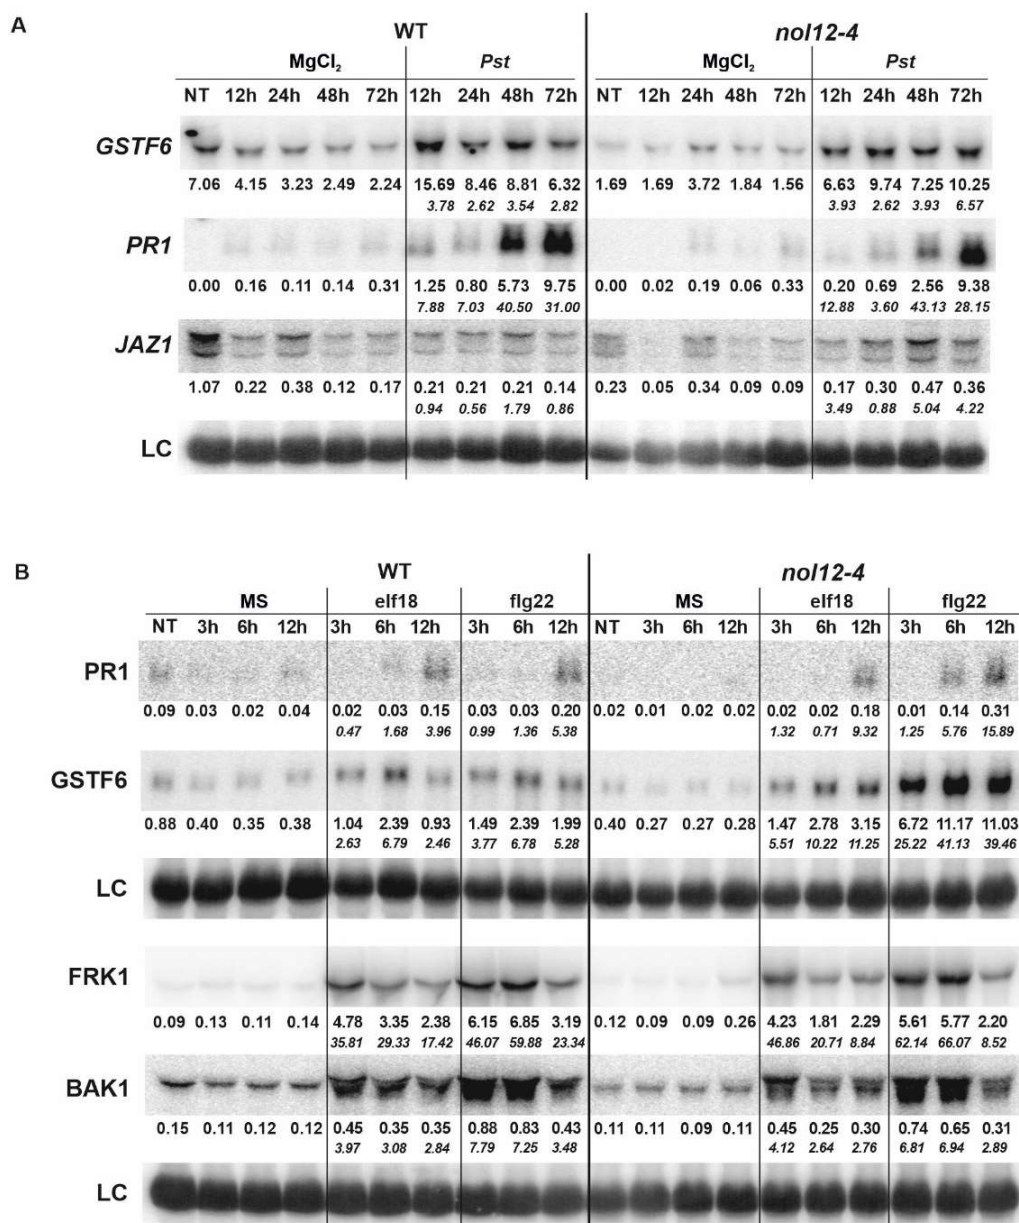

**Supplementary Figure S4. The *noi12-4* mutant is sensitive to *Pseudomonas* infection.** (A) Northern blot analysis of factors involved in response to *Pst* DC3000. Samples were collected from non-treated (NT), control (MgCl<sub>2</sub>) and infected (*Pst*) WT and *noi12-4* plants at indicated time points. The ratio of transcript level in treated WT and *noi12-4* lines normalized to 18S rRNA loading control (LC) is shown as the main numbers, while the ratio relative to the control is given in italics. (B) Northern blot analysis of factors involved in PAMPs response. Samples were collected at indicated time points from non-treated (NT) 14-day-old seedlings, treated with MS (control) or 100 nM of flg22 and elf18. The ratio of transcript level in treated *noi12-4* versus WT normalized to 18S rRNA loading control (LC) is shown as the main numbers, while the ratio relative to the control conditions is given in italics. Analyses were performed in three biological replicates. Full-length blots are included in a Full-length gels and blots section.

Figure S5

A

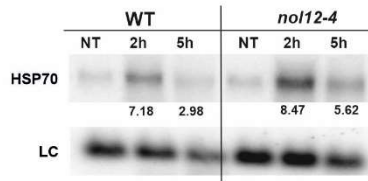

B

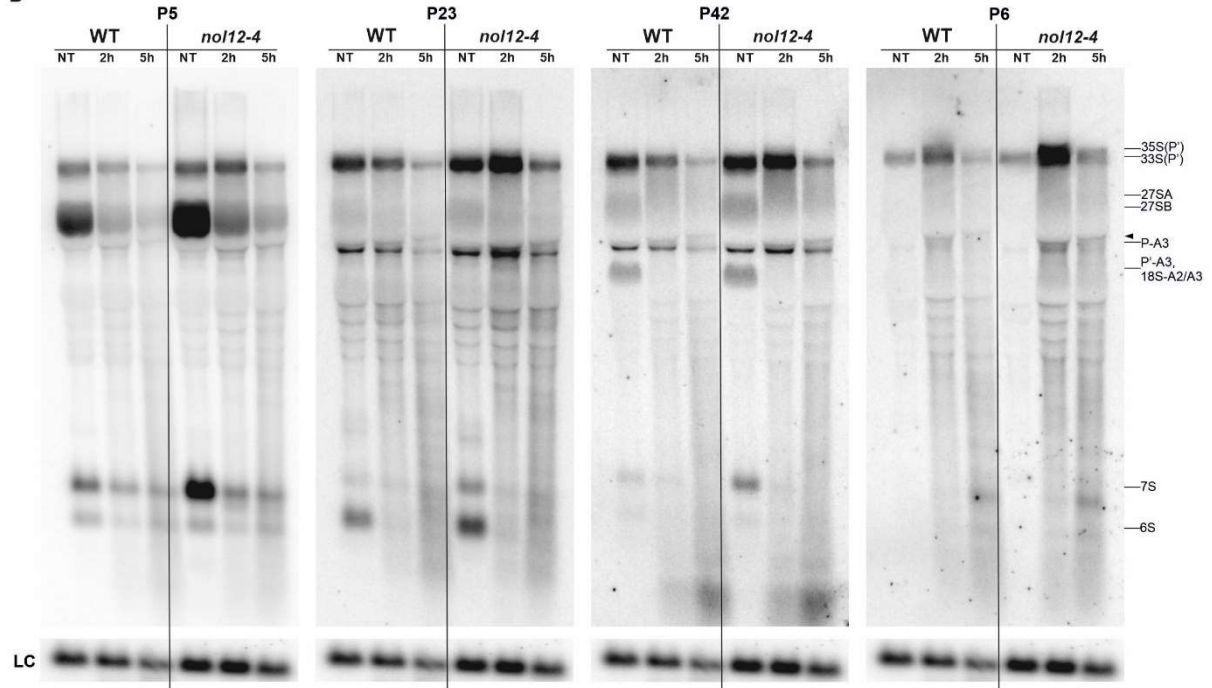

**Supplementary Figure S5. Pre-rRNA processing in prolonged heat stress.** Northern blot analysis of mRNA (**A**) and rRNA precursors and intermediates (**B**) in WT and the *nol12-4* mutant. Samples were collected from 14-day-old seedlings and treated with high temperatures of 42°C for 2 and 5 h. RNA was separated in 1.1% agarose gels and hybridized with *HSP70* (**A**) and P5, P23, P42, and P6 probes (**B**). rRNA precursors and intermediates are described on the right. Black arrowhead indicate the P-C2 intermediate. U2 snRNA was used as a loading control (LC). The experiments were performed in three biological replicates. Full-length blots are included in a Full-length gels and blots section.

Figure S6

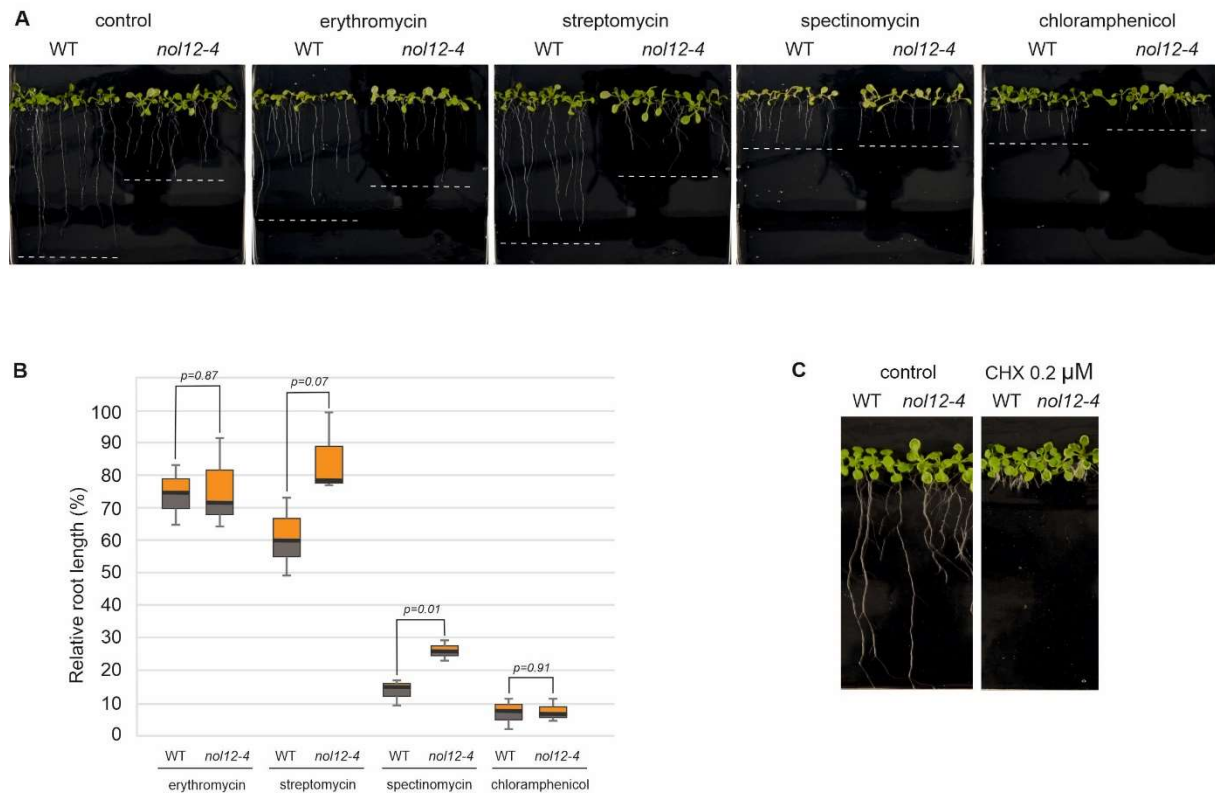

**Supplementary Figure S6. The *no12-4* mutant presents altered sensitivity to ribosome-targeting antibiotics.** Analysis of root growth of WT and *no12-4* plants grown on media containing indicated antibiotics in the following concentrations: erythromycin 30  $\mu$ g/ml, streptomycin 30  $\mu$ g/ml, spectinomycin 50  $\mu$ g/ml and chloramphenicol 10  $\mu$ g/ml. **(A)** Root length of 19-day-old seedlings grown on vertical plates. **(B)** Box plot for relative root length of WT and *no12-4* plants grown on plates with indicated antibiotics, normalized to respective plant lines grown on antibiotic-free medium. Dark horizontal lines represent the median, with the box representing the 25th and 75th percentiles and the whiskers the 1.5 IQR limits. *p*-values by ANOVA test among WT and *no12-4* are depicted. For each antibiotic treatment, at least 14 plants were measured. **(C)** WT and *no12-4* plants grown on plates containing 0.2  $\mu$ M cycloheximide (CHX).

SUPPLEMENTARY TABLES

**Supplementary Table S1. Oligonucleotides used in this work.**

| Name                                    | Sequence                                             | Additional description                                                                                 |
|-----------------------------------------|------------------------------------------------------|--------------------------------------------------------------------------------------------------------|
| <b>primers used for genotyping</b>      |                                                      |                                                                                                        |
| GABI-TDN                                | 5'-CCCATTGGACGTGAATGTAGACAC                          | for GABI mutant <i>nol12-4</i>                                                                         |
| GFP-R                                   | 5'-TCGCCCTCGAACTTCACCTC                              | for 35S::NOL12-GFP/ <i>nol12-4</i> line                                                                |
| LBb1.3                                  | 5'-TAGAGTGGACAACCTCGGGTTCC                           | for SALK mutant lines                                                                                  |
| NOL12-F                                 | 5'-GTTGAGCCTGGTTCTTCTTG                              |                                                                                                        |
| NOL12-R                                 | 5'-GTGAAAACCAAGTCACAAAATCC                           |                                                                                                        |
| LB3                                     | 5'-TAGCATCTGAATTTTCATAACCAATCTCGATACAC               | for SAIL mutant <i>nol12-3</i>                                                                         |
| NOL12-A                                 | 5'-GGCTTGTTTTGATTAAACCTCG                            |                                                                                                        |
| <b>primers for plasmid construction</b> |                                                      |                                                                                                        |
| F                                       | 5'-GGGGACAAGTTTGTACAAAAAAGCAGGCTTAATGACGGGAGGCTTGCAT |                                                                                                        |
| R                                       | 5'-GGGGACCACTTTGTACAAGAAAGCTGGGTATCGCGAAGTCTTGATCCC  |                                                                                                        |
| <b>oligonucleotide probes</b>           |                                                      |                                                                                                        |
| P2                                      | 5'-CATCGATCACGGCAATTCCCCGC                           | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P3                                      | 5'-GGTCGTTCTGTTTTGGACAGGTATC                         | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P4                                      | 5'-CGTTTTAGACTTCAGTTCGCAG                            | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P5                                      | 5'-GCAAAGGATGGTGAGGGACGACG                           | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P6                                      | 5'-CGTTAAGGAGCTGTTGCTTTGTTAGTGTAG                    | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P7                                      | 5'-GATTCTGCAATTCACACCAAGTATC                         | used for detection of 5.8S rRNA and primer extension for 5.8S 5' end (Zakrzewska-Placzek et al., 2010) |
| P8                                      | 5'-CTCCGCTTATTGATATGCTTAAAC                          | used for detection of 25S rRNA and primer extension for 25S 5' end (Zakrzewska-Placzek et al., 2010)   |
| P10                                     | 5'-CATATGACTACTGGCAGGATCAACC                         | for 18S rRNA (Zakrzewska-Placzek et al., 2010)                                                         |
| P13                                     | 5'-ACTGGGCAGCCCAGAAACATGC                            | for 7SL RNA (loading control, Zakrzewska-Placzek et al., 2010)                                         |
| P23                                     | 5'-GTTCCAATACTCTACCGAAGTAC                           | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P42                                     | 5'-CCACGGATCCGGCGGGCAAGG                             | (Zakrzewska-Placzek et al., 2010)                                                                      |
| P44                                     | 5'-GGACTTTGGGTCATCTACAGCTTC                          | (Zakrzewska-Placzek et al., 2010)                                                                      |

|                                              |                                |  |
|----------------------------------------------|--------------------------------|--|
| P45                                          | 5'-CATGTCGGTACGCTCCAGGCG       |  |
| P46                                          | 5'-CCGATAAAATGTAATGGATCAAGTTC  |  |
| U2                                           | 5'-AATAGAGTTAATATCGTGTGGG      |  |
| <b>primers used for random primed probes</b> |                                |  |
| BAK1-F                                       | 5'-AGTGGAGCAGCTAATCCAAGTGGC    |  |
| BAK1-R                                       | 5'-GGTAAGAAAAGAAACCTGACGCACGG  |  |
| EIF4A1-F                                     | 5'-TCATGAGAGCTTTGATGCCATGG     |  |
| EIF4A1-R                                     | 5'-GATGAGAACACGGGAGGAACCAG     |  |
| FRK1-F                                       | 5'-TCGGATTCGGCGTTTGTTGATTC     |  |
| FRK1-R                                       | 5'-CTCTCGTTTTCGCGCTGTTTCTGC    |  |
| GSTF6-F                                      | 5'-CTCAACTGGCAAGGACATGGCG      |  |
| GSTF6-R                                      | 5'-CATTCAAATCAAACACTCGGCAGCAG  |  |
| HSP70-F                                      | 5'-AGGACAGCTTGTGAGCGGGC        |  |
| HSP70-R                                      | 5'-GCGGTACACCTCGTGGAGCAG       |  |
| JAZ1-F                                       | 5'-ACGTCAGCCGACAACAACCATGAG    |  |
| JAZ1-R                                       | 5'-AGGGTTTGAAGACGCTTTGGCTGG    |  |
| NOL12-F2                                     | 5'-GACGGGAGGCTTGCATAATG        |  |
| NOL12-R2                                     | 5'-CTATCGCGAAGTCTTGATCCC       |  |
| PR1-F                                        | 5'-TCCCTCGAAAGCTCAAGATAGCCAC   |  |
| PR1-R                                        | 5'-GCTTCTCGTTCACATAATTCCCACGAG |  |
| PR2-F                                        | 5'-CAATGCAGAACATCGAGAACGCGG    |  |
| PR2-R                                        | 5'-CACCACGATTTCCAACGATCCGCC    |  |
| PR5-F                                        | 5'-CGCCGGTCAAGGACCCAAGC        |  |
| PR5-R                                        | 5'-ACAGGCACTCTTGACAGGCCAC      |  |
| VSP2-F                                       | 5'-GACTTCGACACGGTGCCCGC        |  |
| VSP2-R                                       | 5'-GGTCACGCCAGCAGCTTCGAG       |  |
| WRKY25-F                                     | 5'-CATCGGTTAATGGGAGGCGCTTG     |  |
| WRKY25-R                                     | 5'-GAGCGACGTAGCGCGGTTGG        |  |

**Supplementary Table S2. Characterization of genes involved in pathogen response in *nol12-4* plants.**

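Supplementary Table S2 gives 37 genes with the log2 fold change of *nol12-4* against WT from the authors' DESeq2 fit, where a negative value is a lower count in the libraries labelled *nol12-4*. 35 of the values are negative and 2 positive, and all 37 genes are in Supplementary Data Set S1. The positive values belong to *JAZ8* and *JAZ13*. *JAZ8* had an edgeR log2 fold change of 3.97 (standard error 0.79, adjusted p = 0.0735, Benjamini-Hochberg). *JAZ13* had 0 counts over the 3 WT libraries and 72 over the libraries labelled *nol12-4*, at least 23.5-fold higher against a floor of 3 counts over the group. *GLIP1* had 76 counts in WT and 3 in *nol12-4* and, like *NIMIN1*, did not pass the filter on low counts. Its counts were 58, 17 and 1 in WT replicates 1, 2 and 3. They were 1, 0 and 2 in *nol12-4* replicates 1, 2 and 3, so WT replicate 3 had fewer than *nol12-4* replicate 3.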

| ID        | Name     | log2 FoldChange | Description (modified after <a href="http://www.arabidopsis.org">www.arabidopsis.org</a> )                                                                                                                                                                                                                                                                                                    |
|-----------|----------|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| AT1G02450 | NIMIN1   | -4,74           | NIMIN1 modulates PR gene expression by forming a ternary complex with NPR1 and TGA factors upon SAR induction. The complex binds to a positive regulatory cis-element of the PR-1 promoter, leading to PR-1 gene induction. NIMIN1 decreases transcriptional activation, possibly through its EAR motif, which results in fine-tuning of PR-1 gene expression.                                |
| AT5G40990 | GLIP1    | -4,73           | Component of plant resistance. Contains lipase signature motif and GDSL domain. Directly interferes with the fungal infection by acting on fungal cell walls through its action as a antimicrobial compound. Critical for both local and systemic resistance responses in the incompatible interaction with <i>Alternaria brassicicola</i> in the ethylene-dependent pathway.                 |
| AT2G30750 | CYP71A12 | -4,42           | Putative cytochrome P450; together with CYP71A13 produces dihydrocamalexin acid (DHCA), the precursor to the defense-related compound camalexin, which accumulates in the intercellular space and contributes to the resistance of Arabidopsis to <i>P. syringae</i> without inhibiting bacterial growth.                                                                                     |
| AT1G54040 | ESP      | -3,97           | Epithiospecifier protein, interacts with WRKY53. Involved in pathogen resistance and leaf senescence.                                                                                                                                                                                                                                                                                         |
| AT4G11170 | RMG1     | -3,76           | Encodes RMG1 (Resistance Methylated Gene 1), a NB-LRR disease resistance protein with a Toll/interleukin-1 receptor (TIR) domain at its N terminus. RMG1 is expressed at high levels in response to flg22. Expression of RMG1 is controlled by DNA methylation in its promoter region, which is constitutively demethylated by active DNA demethylation mediated by the DNA glycosylase ROS1. |
| AT2G19190 | FRK1     | -3,50           | Encodes a receptor-like protein kinase that is involved in early defense signaling. Expression of this gene is strongly induced during leaf senescence. A target of the WRKY6 transcription factor.                                                                                                                                                                                           |
| AT4G23150 | CRK7     | -3,45           | Encodes a cysteine-rich receptor-like protein kinase. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                              |
| AT4G23210 | CRK13    | -2,95           | Encodes a Cysteine-rich receptor-like kinase (CRK13). Overexpression of CRK13 leads to hypersensitive response cell death, and induces defense against pathogens by causing increased accumulation of salicylic acid.                                                                                                                                                                         |
| AT4G23280 | CRK20    | -2,93           | Encodes a cysteine-rich receptor-like protein kinase. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                              |
| AT4G14400 | ACD6     | -2,66           | Encodes a protein with putative ankyrin and transmembrane regions. It is involved in resistance to <i>P. syringae</i> .                                                                                                                                                                                                                                                                       |
| AT2G40750 | WRKY54   | -2,30           | Member of WRKY Transcription Factor Group III. Together with WRKY70 positively regulates SARD1 and CBP60g expression in plant immunity.                                                                                                                                                                                                                                                       |

|                  |            |       |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|------------------|------------|-------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>AT5G01560</b> | LECRK-VI.4 | -2,30 | Encodes LecRKA4.3, a member of the lectin receptor kinase subfamily A4, which function redundantly in the negative regulation of ABA response in seed germination. Involved in defense response to bacterium.                                                                                                                                                                                                                                                 |
| <b>AT5G60900</b> | RLK1       | -2,18 | Encodes a receptor-like protein kinase. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                                                                                                            |
| <b>AT5G44910</b> | TIR        | -2,16 | Toll-Interleukin-Resistance (TIR) domain family protein. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                                                                                           |
| <b>AT3G57700</b> | ZRK10      | -2,15 | Protein kinase superfamily protein. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                                                                                                                |
| <b>AT1G19610</b> | PDF1.4     | -2,14 | Predicted to encode a PR (pathogenesis-related) protein. Belongs to the plant defensin (PDF) family. Involved in defense response.                                                                                                                                                                                                                                                                                                                            |
| <b>AT1G52940</b> | PAP5       | -2,06 | Encodes a purple acid phosphatase that is induced under prolonged phosphate starvation and is required for maintaining basal resistance against <i>P. syringae</i> and <i>B. cinerea</i> .                                                                                                                                                                                                                                                                    |
| <b>AT4G23130</b> | CRK5       | -2,06 | Encodes a cysteine-rich receptor-like protein kinase. Involved in defense response to bacterium and salicylic acid.                                                                                                                                                                                                                                                                                                                                           |
| <b>AT2G43590</b> | PR3        | -2,04 | PR-3 like gene that is induced by pathogen infection.                                                                                                                                                                                                                                                                                                                                                                                                         |
| <b>AT3G25882</b> | NIMIN2     | -1,87 | Encodes a kinase that physically interacts with NPR1/NIM1. Involved in regulation of systemic acquired resistance.                                                                                                                                                                                                                                                                                                                                            |
| <b>AT1G02930</b> | GSTF6      | -1,80 | Encodes glutathione transferase belonging to the phi class of GSTs.                                                                                                                                                                                                                                                                                                                                                                                           |
| <b>AT4G12470</b> | AZI1       | -1,72 | Encodes AZI1 (AZELAIC ACID INDUCED 1), involved in the priming of salicylic acid induction and systemic immunity triggered by pathogen or azelaic acid. Targeting of AZI1 to chloroplasts is increased during SAR induction and that localization requires the PRR domain. It is involved in the uptake and movement of the azelaic acid signal. AZI1 is strongly induced by flg22 MAMP treatment that also increases its enrichment in the plastid fraction. |
| <b>AT5G46050</b> | PTR3       | -1,67 | Encodes a di- and tri-peptide transporter involved in responses to wounding, virulent bacterial pathogens, and high NaCl concentrations.                                                                                                                                                                                                                                                                                                                      |
| <b>AT4G26090</b> | RPS2       | -1,34 | Encodes a plasma membrane protein with leucine-rich repeat, leucine zipper, and P loop domains that confers resistance to <i>P. syringae</i> infection by interacting with the avirulence gene <i>avrRpt2</i> . RPS2 protein interacts directly with plasma membrane associated protein RIN4 and this interaction is disrupted by <i>avrRpt2</i> .                                                                                                            |
| <b>AT1G51850</b> | SIF2       | -1,29 | Malectin-like receptor-like kinase involved in MAMP mediated stomatal immunity. Interacts with BAK1/FLS2 signaling complex and subsequently phosphorylates and activates SLAC1.                                                                                                                                                                                                                                                                               |
| <b>AT4G21400</b> | CRK28      | -1,10 | Encodes a cysteine-rich receptor-like protein kinase CRK28 that associates with BAK1 or FLS2.                                                                                                                                                                                                                                                                                                                                                                 |
| <b>AT4G21410</b> | CRK29      | -1,10 | Encodes a cysteine-rich receptor-like protein kinase.                                                                                                                                                                                                                                                                                                                                                                                                         |
| <b>At4g23190</b> | CRK11      | -1,06 | Encodes putative receptor-like protein kinase that is induced by <i>R. solanacearum</i> , <i>P. syringae</i> and salicylic acid. Involved in defense response to bacterium.                                                                                                                                                                                                                                                                                   |

|                  |          |       |                                                                                                                                                                                                                                                                                                                                       |
|------------------|----------|-------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>AT5G48380</b> | BIR1     | -1,01 | Encodes a BAK1-interacting receptor-like kinase named BIR1. Negatively regulates multiple plant resistance signaling pathways.                                                                                                                                                                                                        |
| <b>AT1G33970</b> | IAN9     | -0,85 | IAN9 is a member of a small family of proteins. Its expression is repressed upon pathogen infection and loss of function mutants show increased resistance to bacterial pathogens.                                                                                                                                                    |
| <b>AT4G23270</b> | CRK19    | -0,83 | Encodes a cysteine-rich receptor-like protein kinase. Involved in defense response to bacterium and salicylic acid.                                                                                                                                                                                                                   |
| <b>AT3G08510</b> | PLC2     | -0,81 | Phosphoinositide-specific phospholipase C (PI-PLC), catalyzes hydrolysis of phosphatidylinositol 4,5-bisphosphate into inositol 1,4,5-trisphosphate and diacylglycerol. Involved in auxin biosynthesis and signaling. It also regulates MAMP-triggered immunity by modulating ROS production.                                         |
| <b>AT4G03960</b> | PFA-DSP4 | -0,80 | Encodes an atypical dual-specificity phosphatase involved in the negative regulation of defense response to <i>P. syringae</i> .                                                                                                                                                                                                      |
| <b>AT1G12220</b> | RPS5     | -0,80 | Resistance gene, mediates resistance against <i>P. syringae</i> . Contains a putative nucleotide binding site composed of kinase-1a (or P-loop), kinase-2a, and putative kinase-3a domains, 13 imperfect leucine-rich repeats, and a potential leucine zipper. Confers resistance to <i>P. syringae</i> strains that express avrPphB. |
| <b>AT1G70530</b> | CRK3     | -0,58 | Encodes a cysteine-rich receptor-like protein kinase CRK3.                                                                                                                                                                                                                                                                            |
| <b>AT1G30135</b> | JAZ8     | 3,99  | Jasmonate-zim-domain protein 8, involved in regulation of defense response.                                                                                                                                                                                                                                                           |
| <b>AT3G22275</b> | JAZ13    | 6,96  | Encodes a non-TIFY JAsonate ZIM-domain (JAZ13) protein with a Ser-rich C-terminal tail that is a site for phosphorylation that interacts with the bHLH transcription factor MYC2 and the co-repressor TOPLESS and acts as a repressor of JA signaling.                                                                                |

**Full-length gels and blots.**

Original full-size images of gels and blots cropped on Figures.

Raw data for Fig. 1C

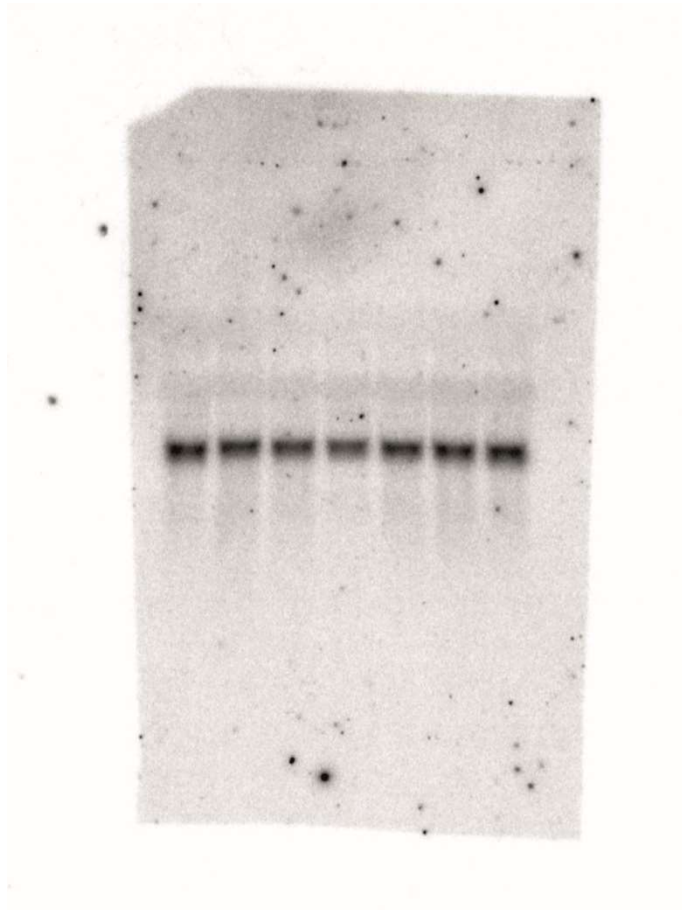

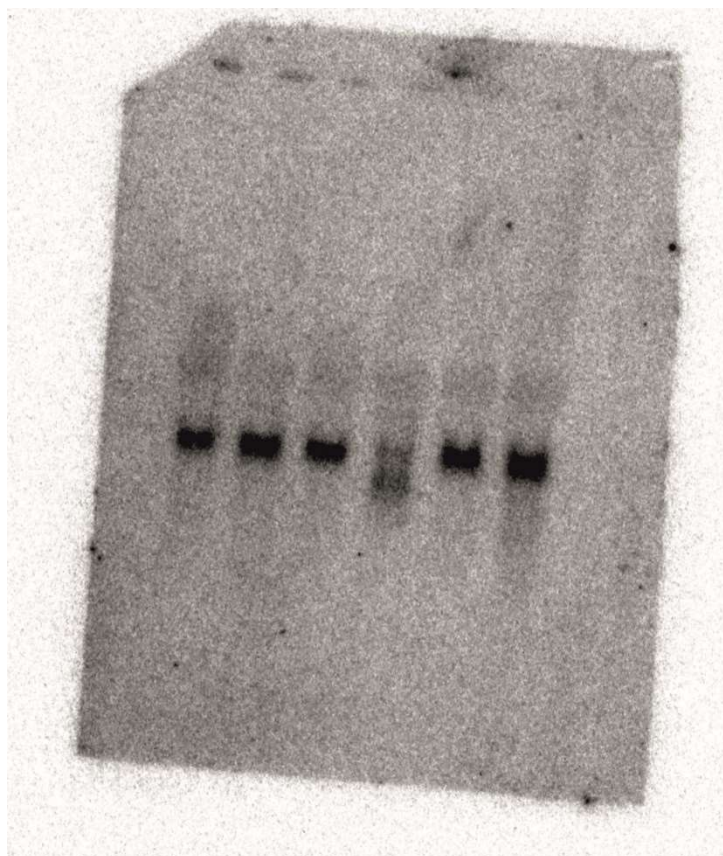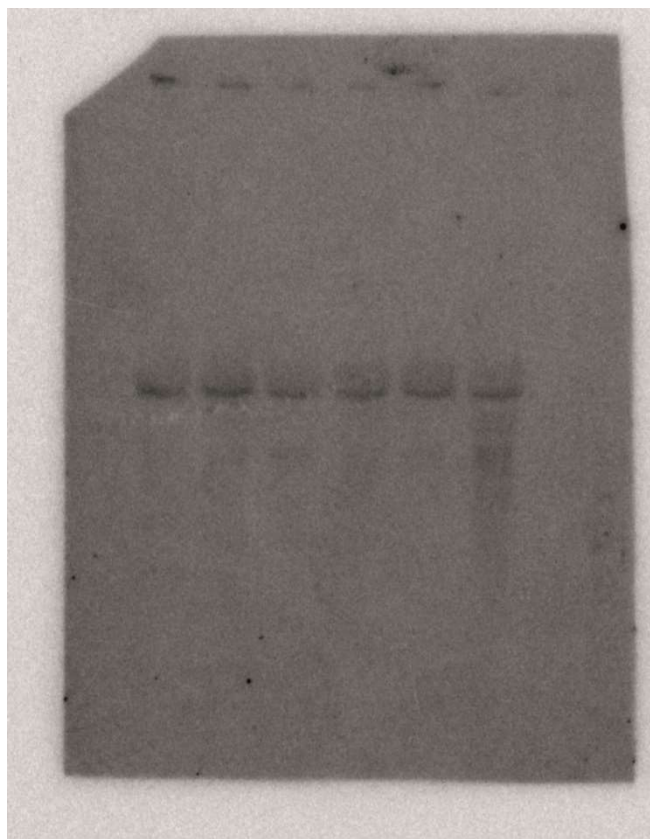

Raw data for Fig. 3B

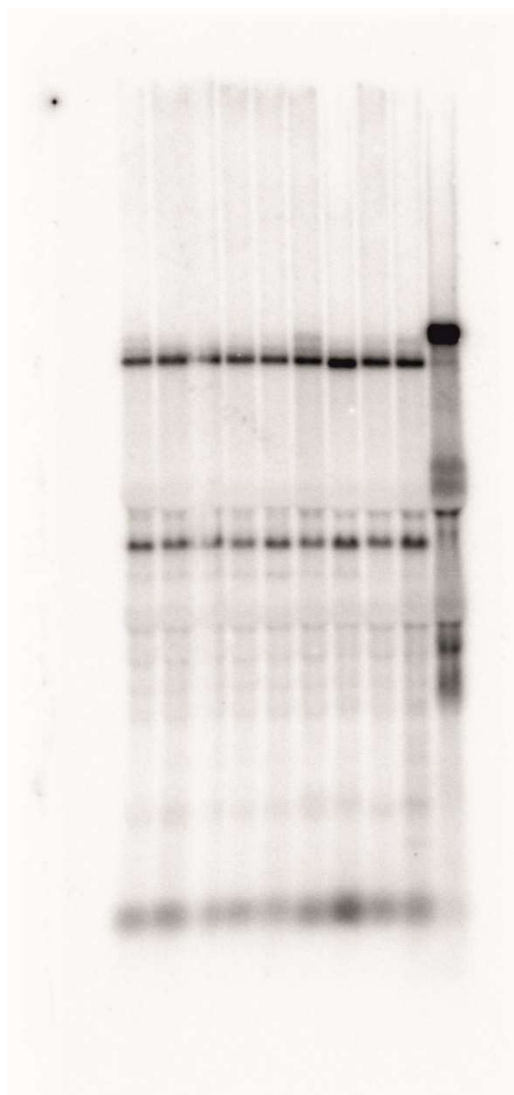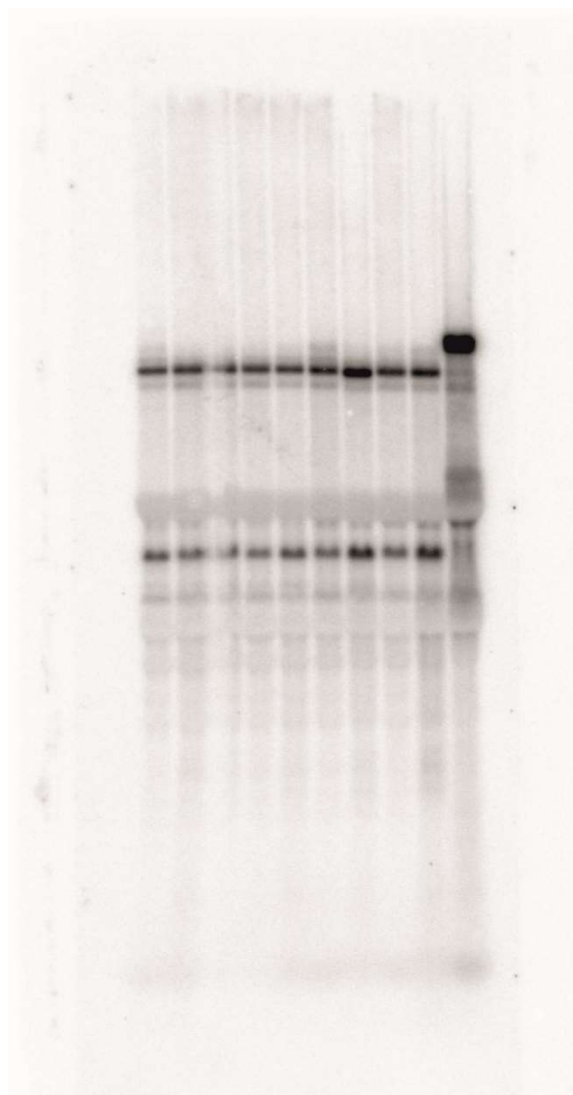

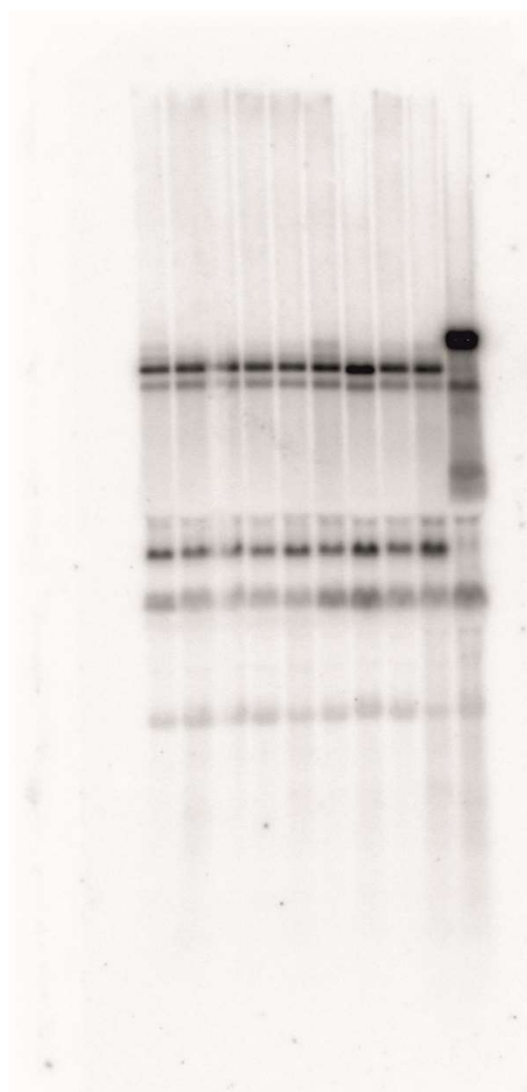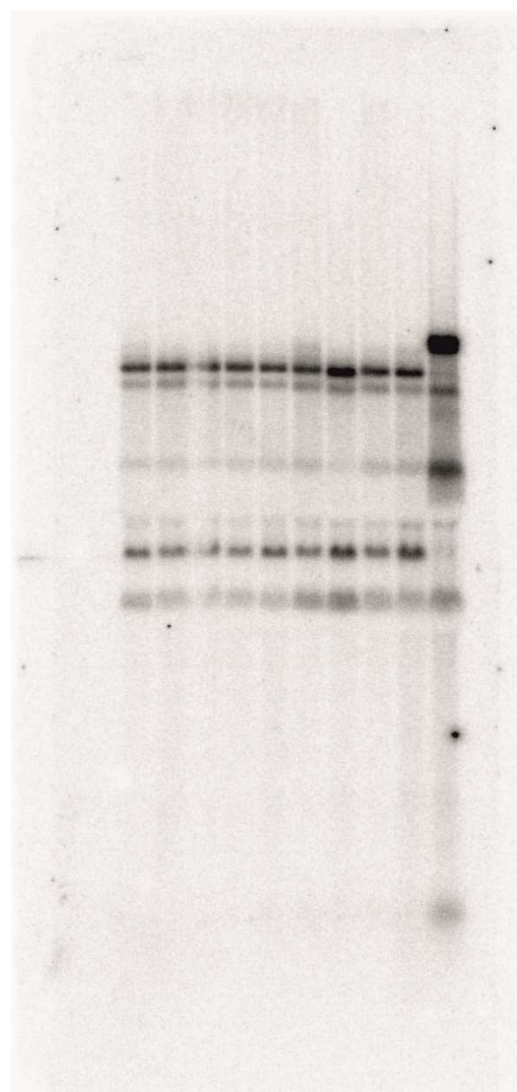

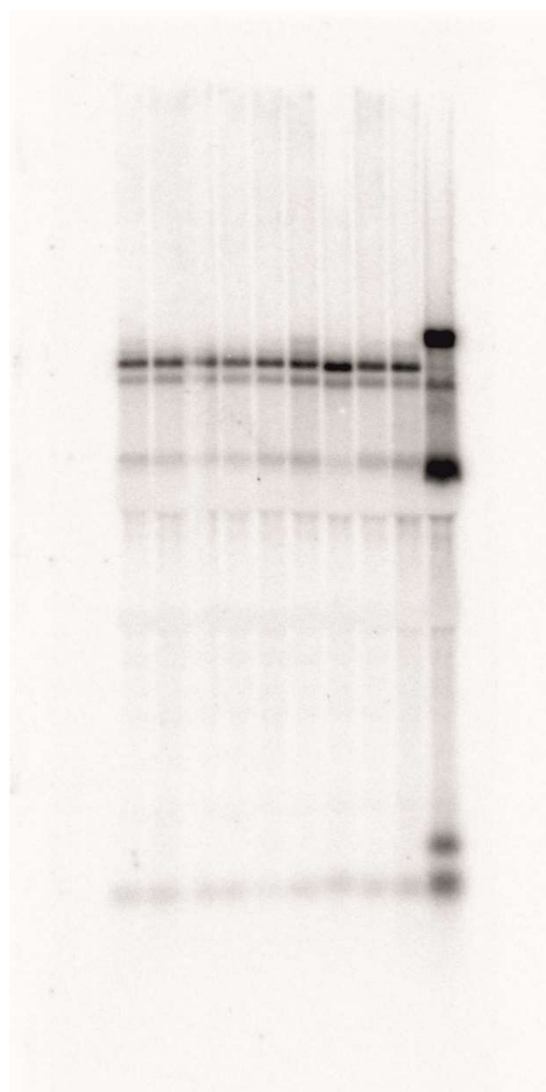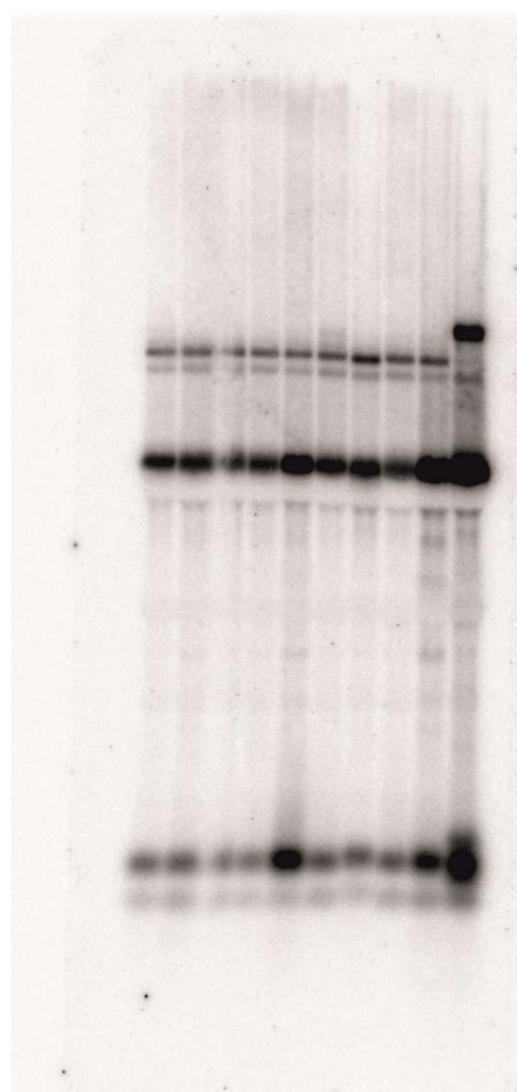

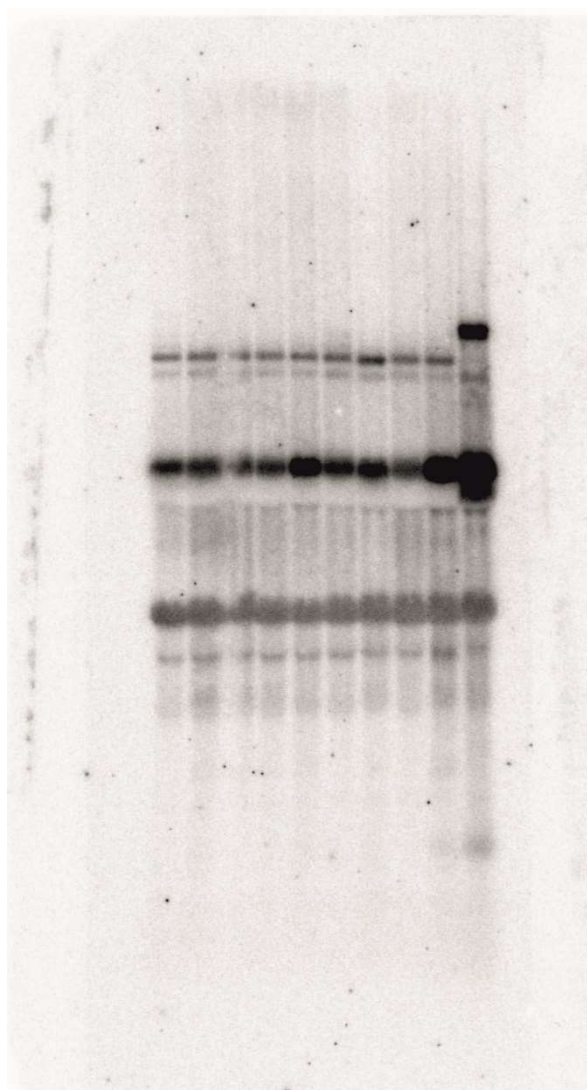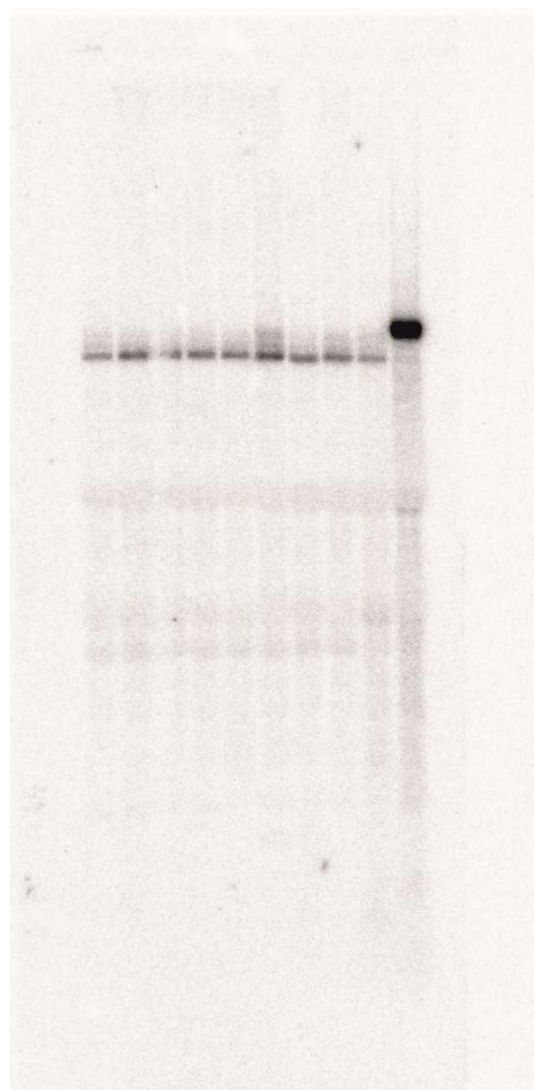

Raw data for Fig. 3C

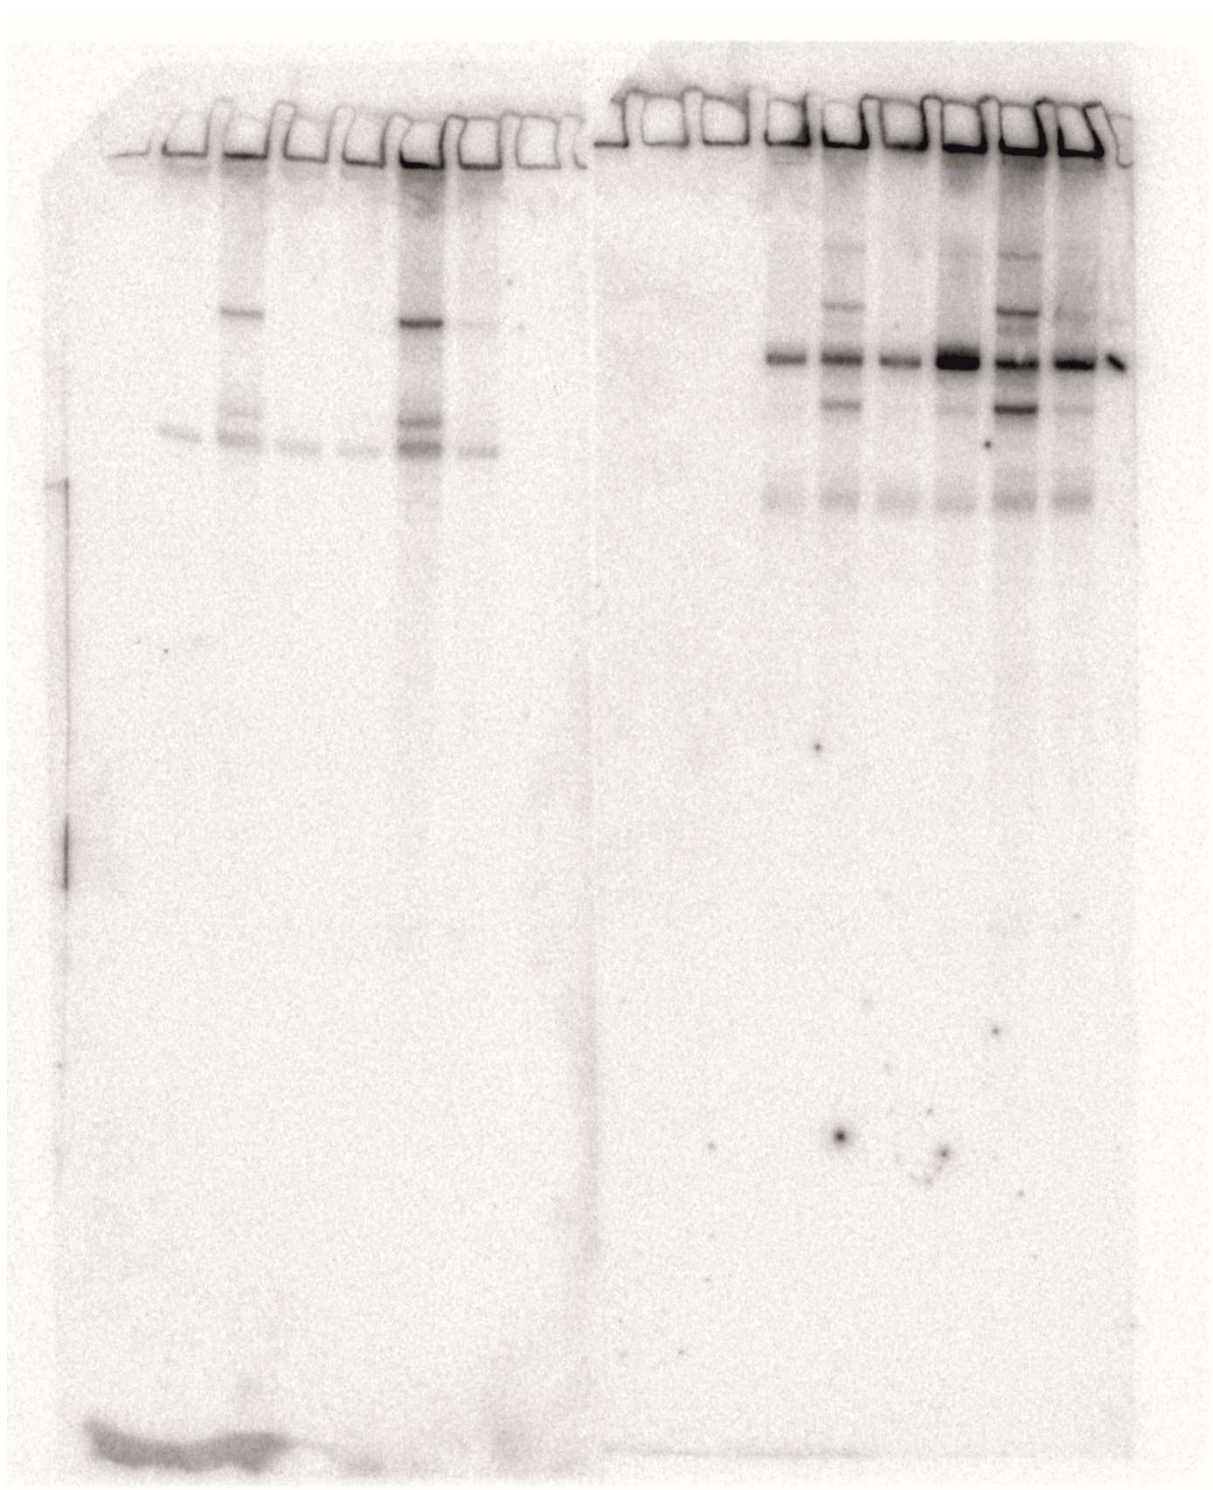

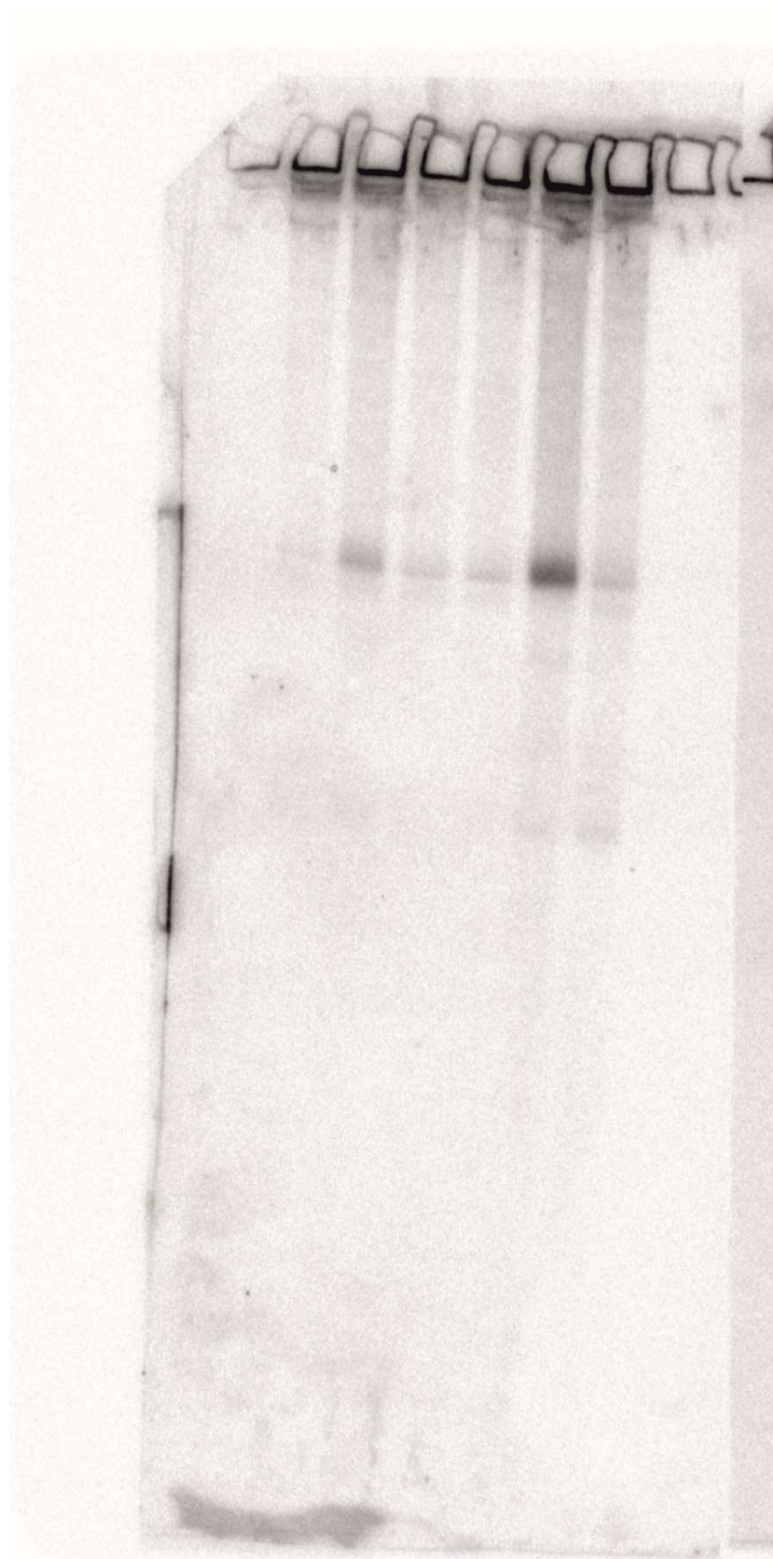

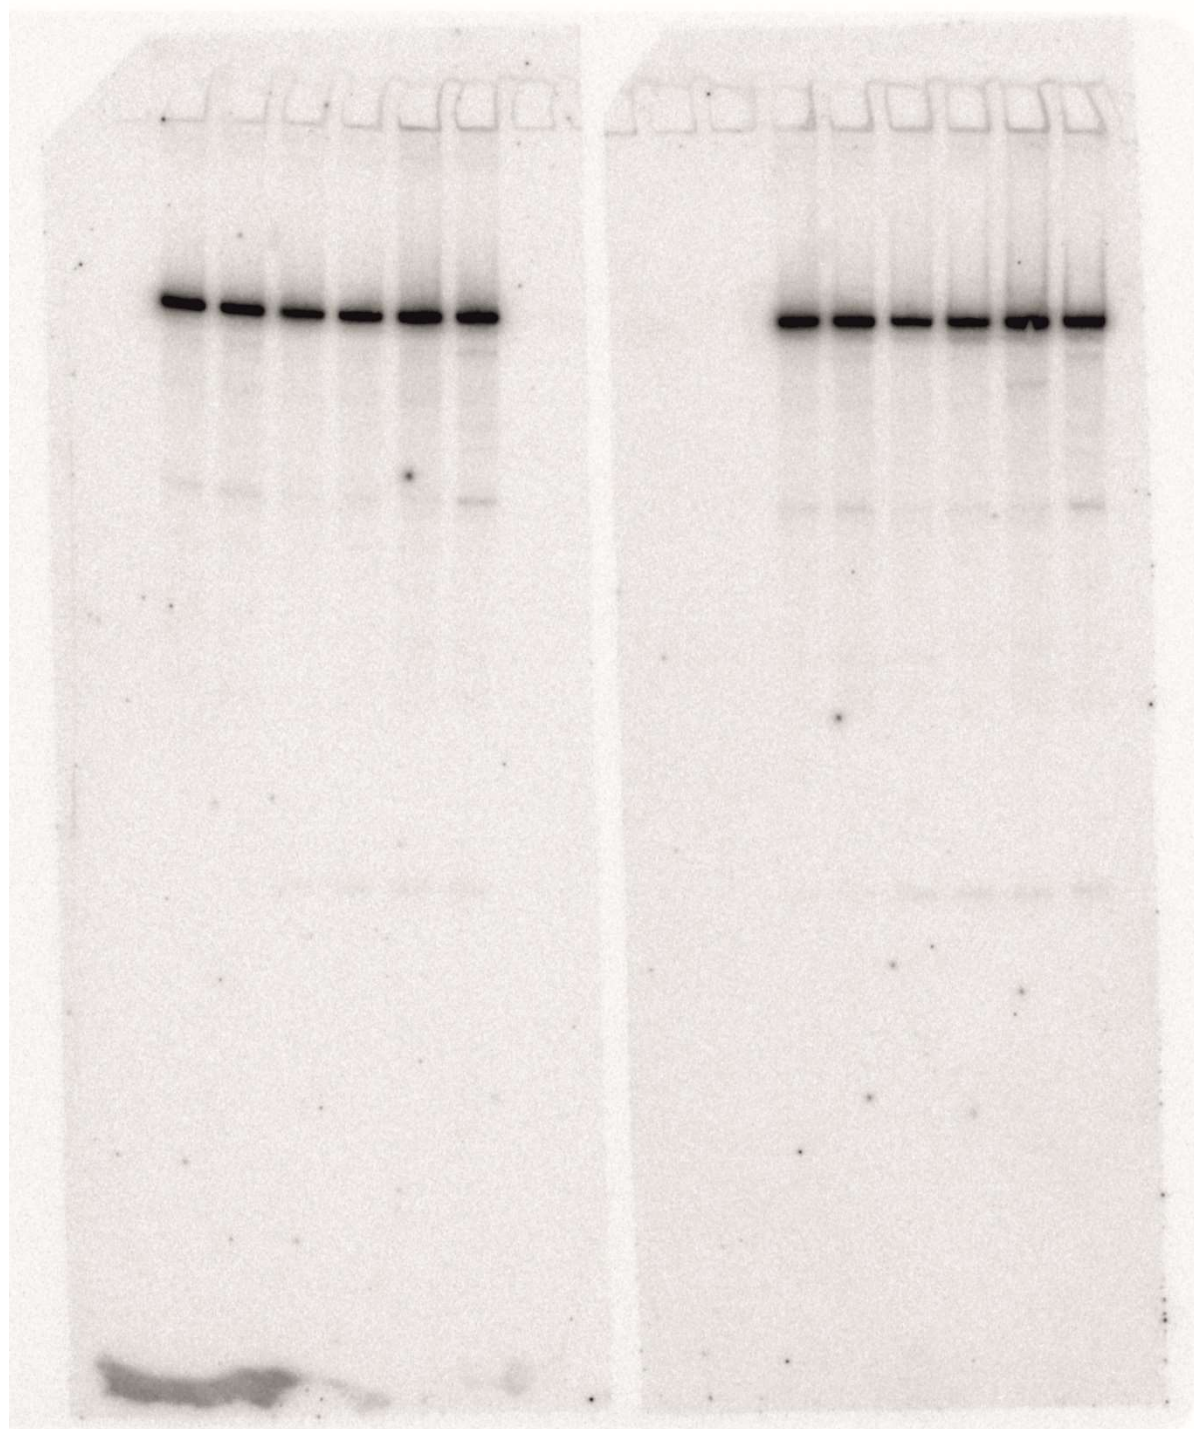

Raw data for Fig. 3D

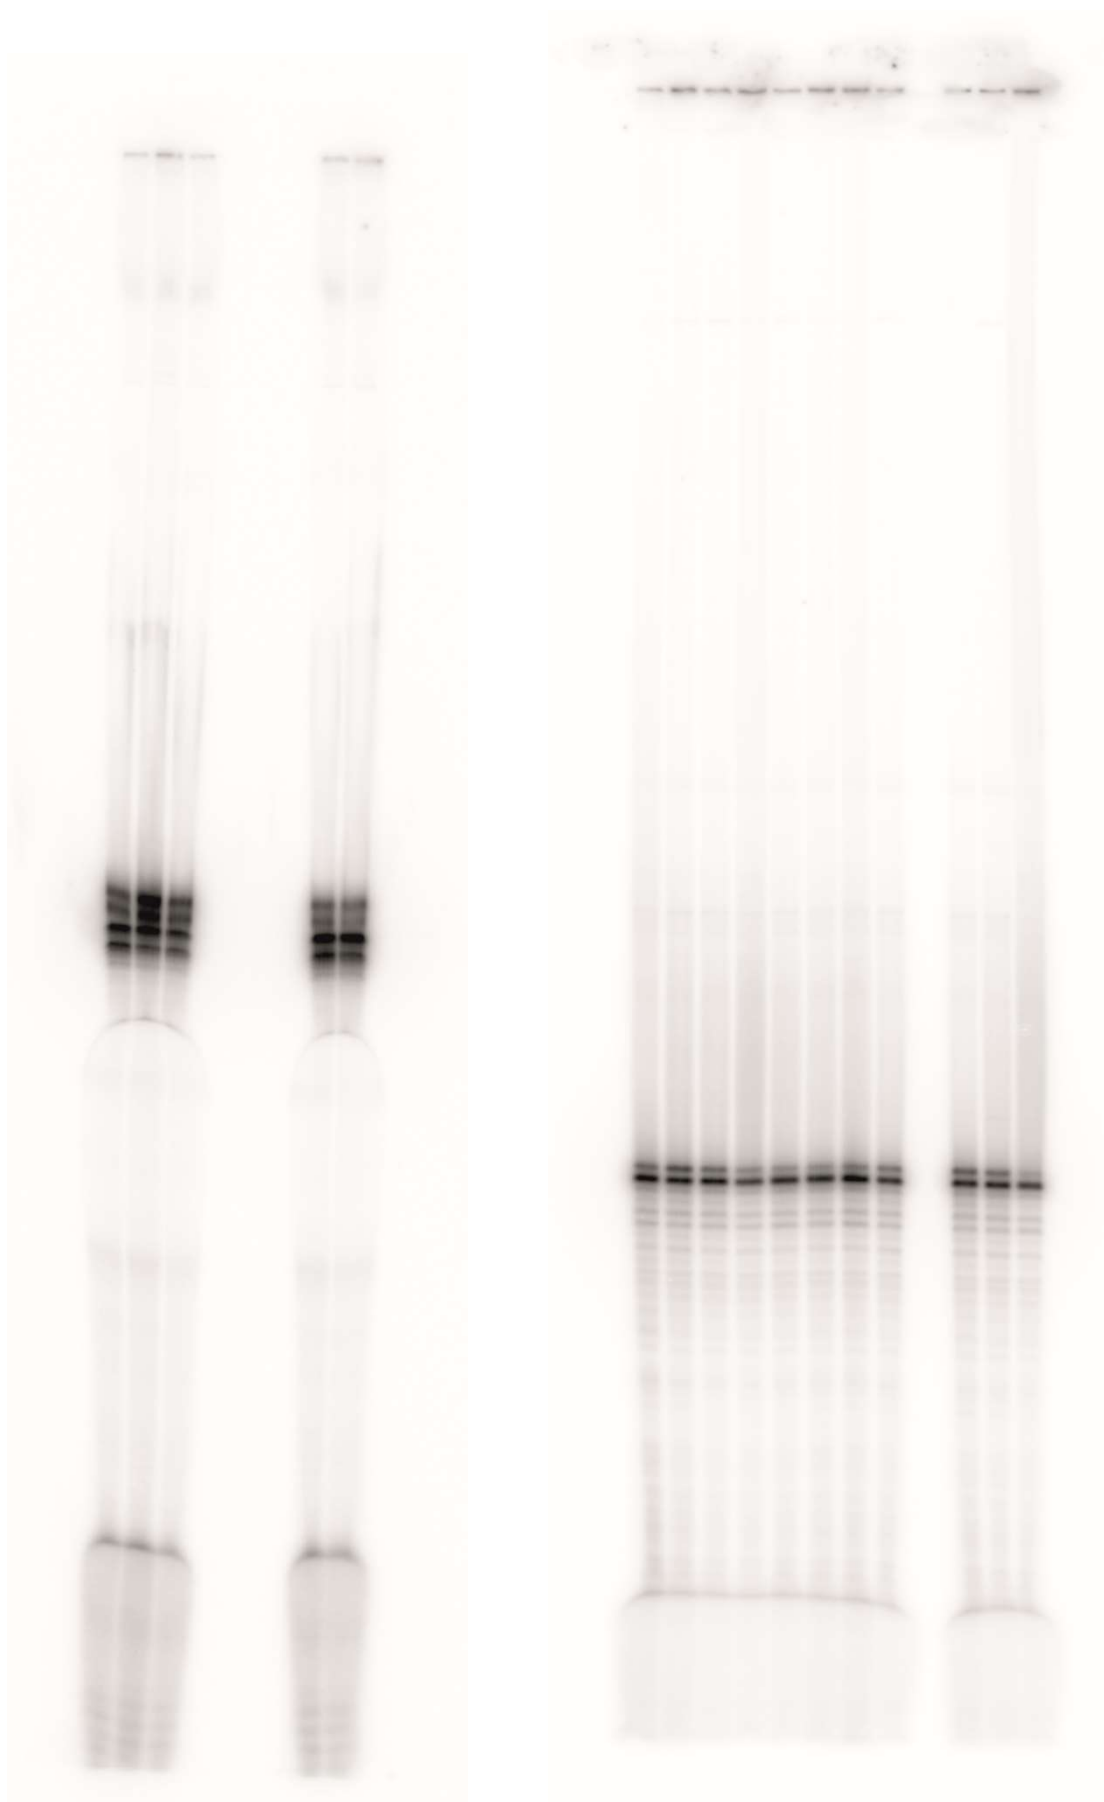

Raw data for Fig. 4B

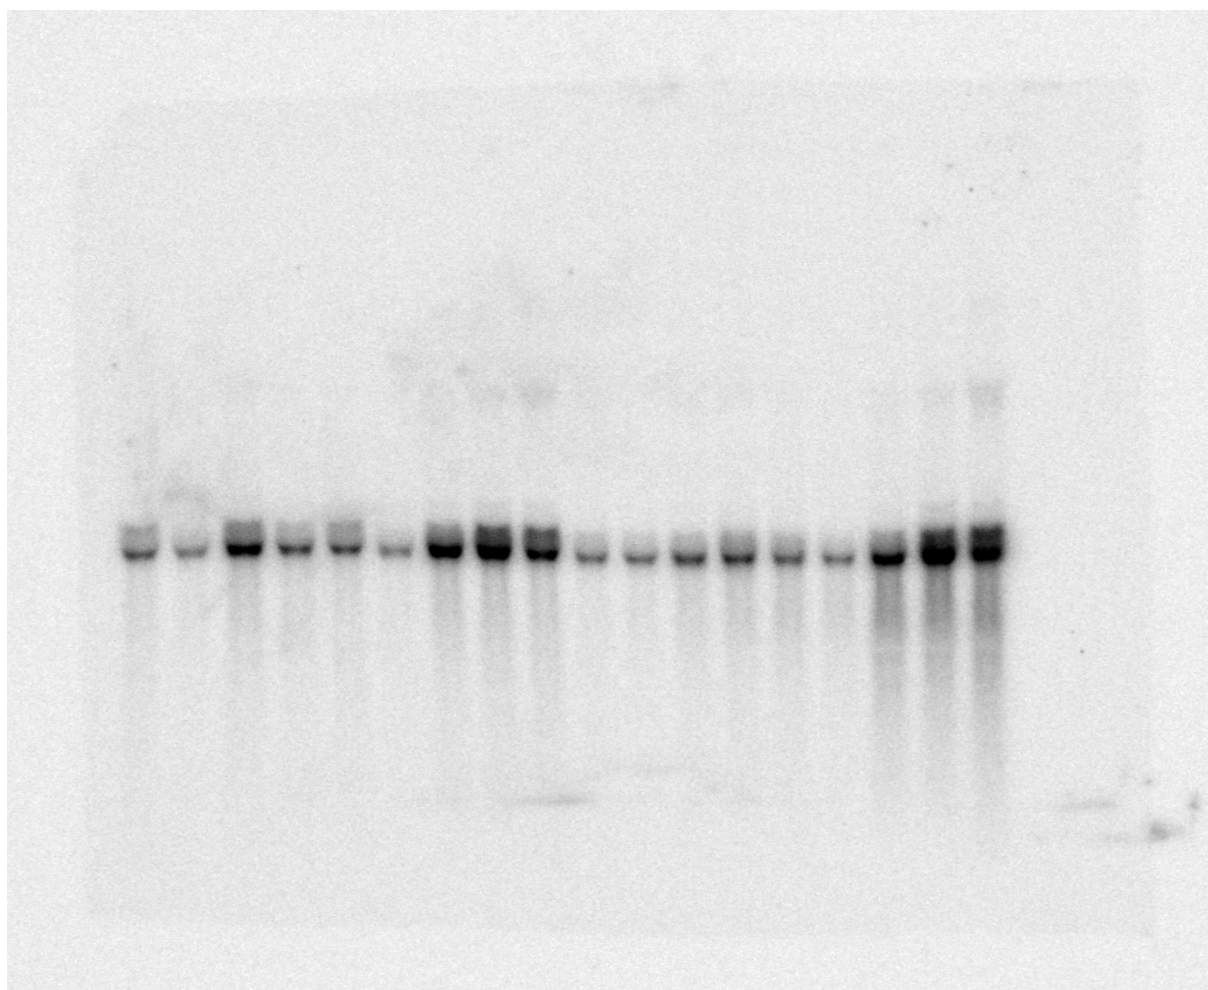

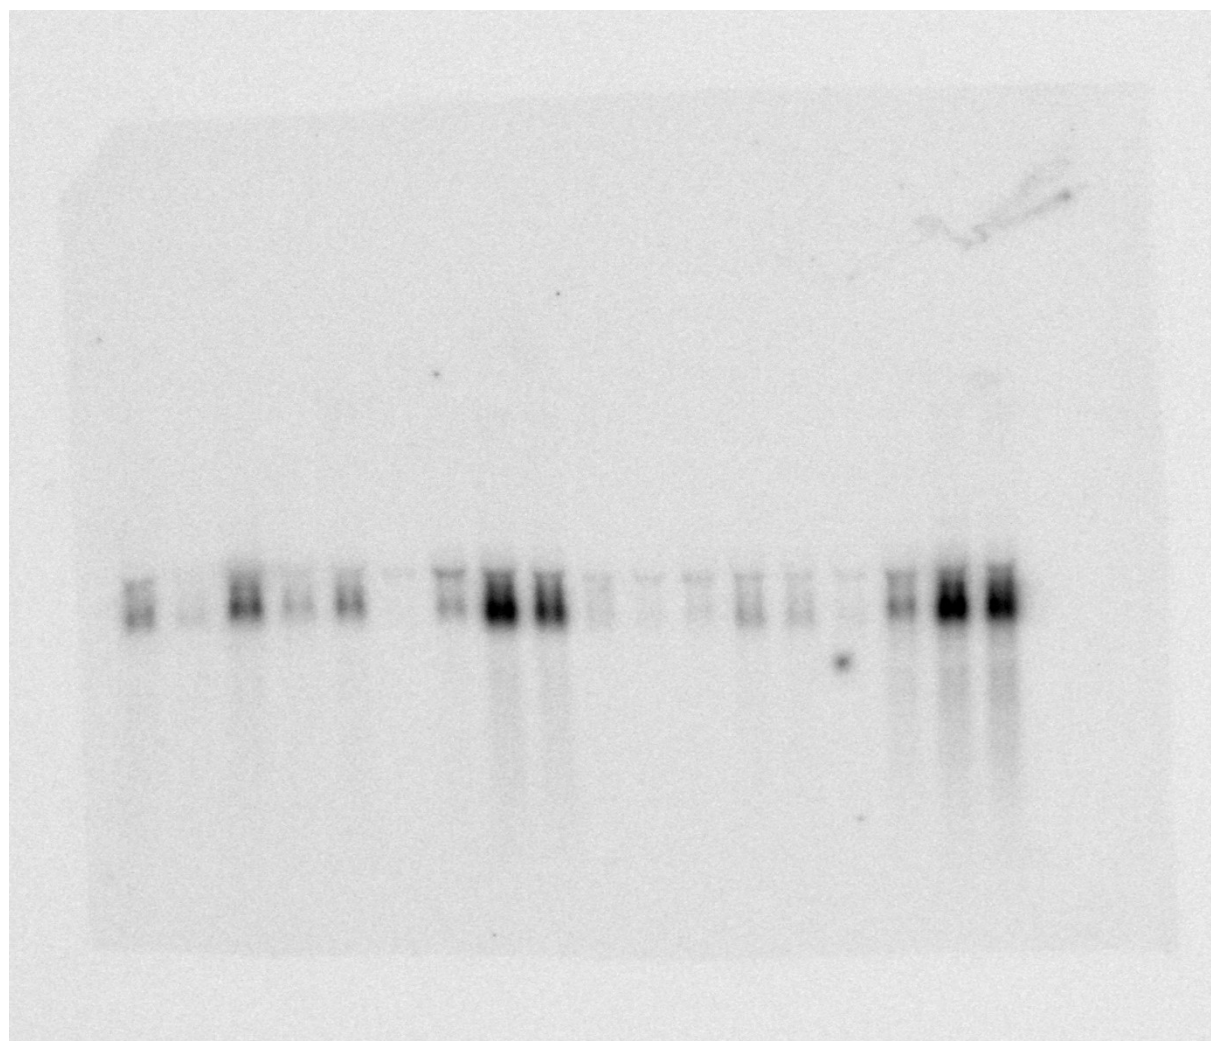

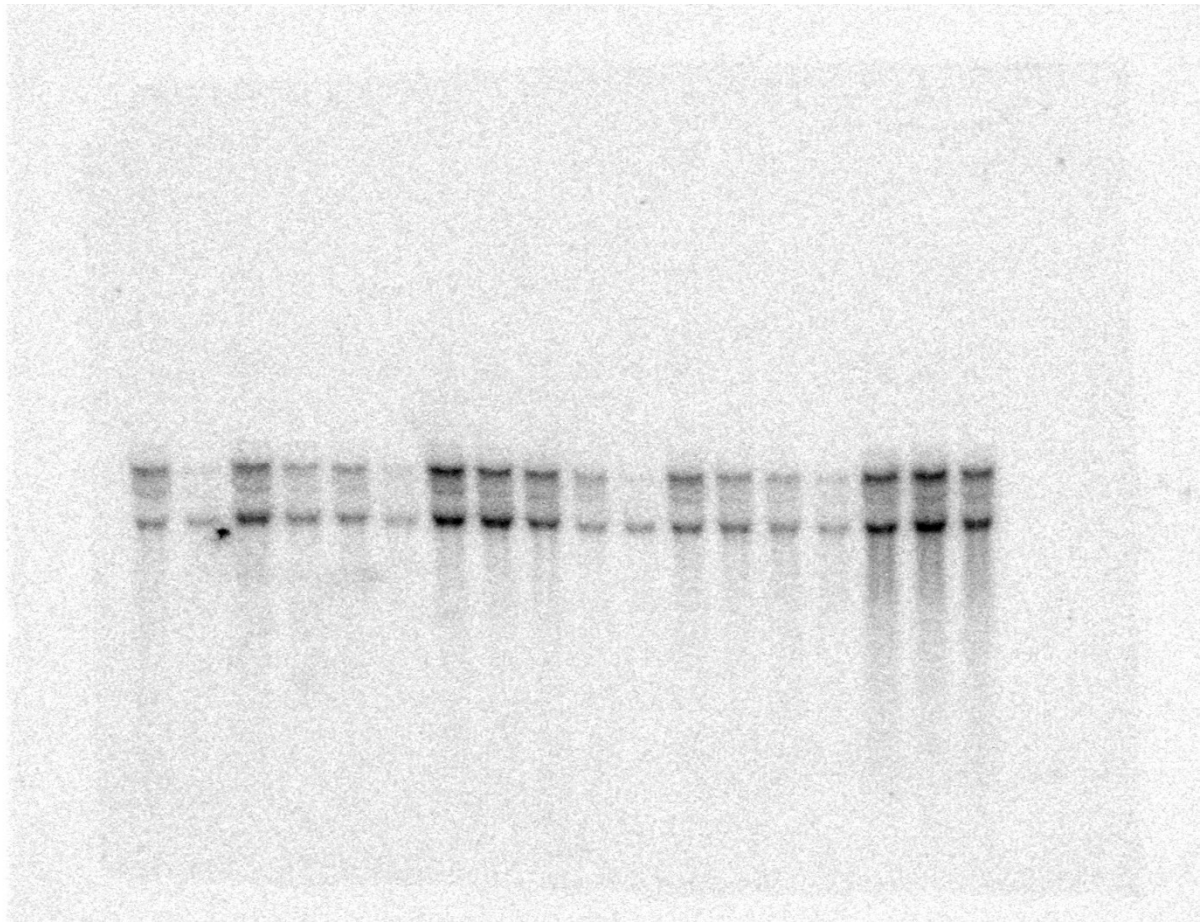

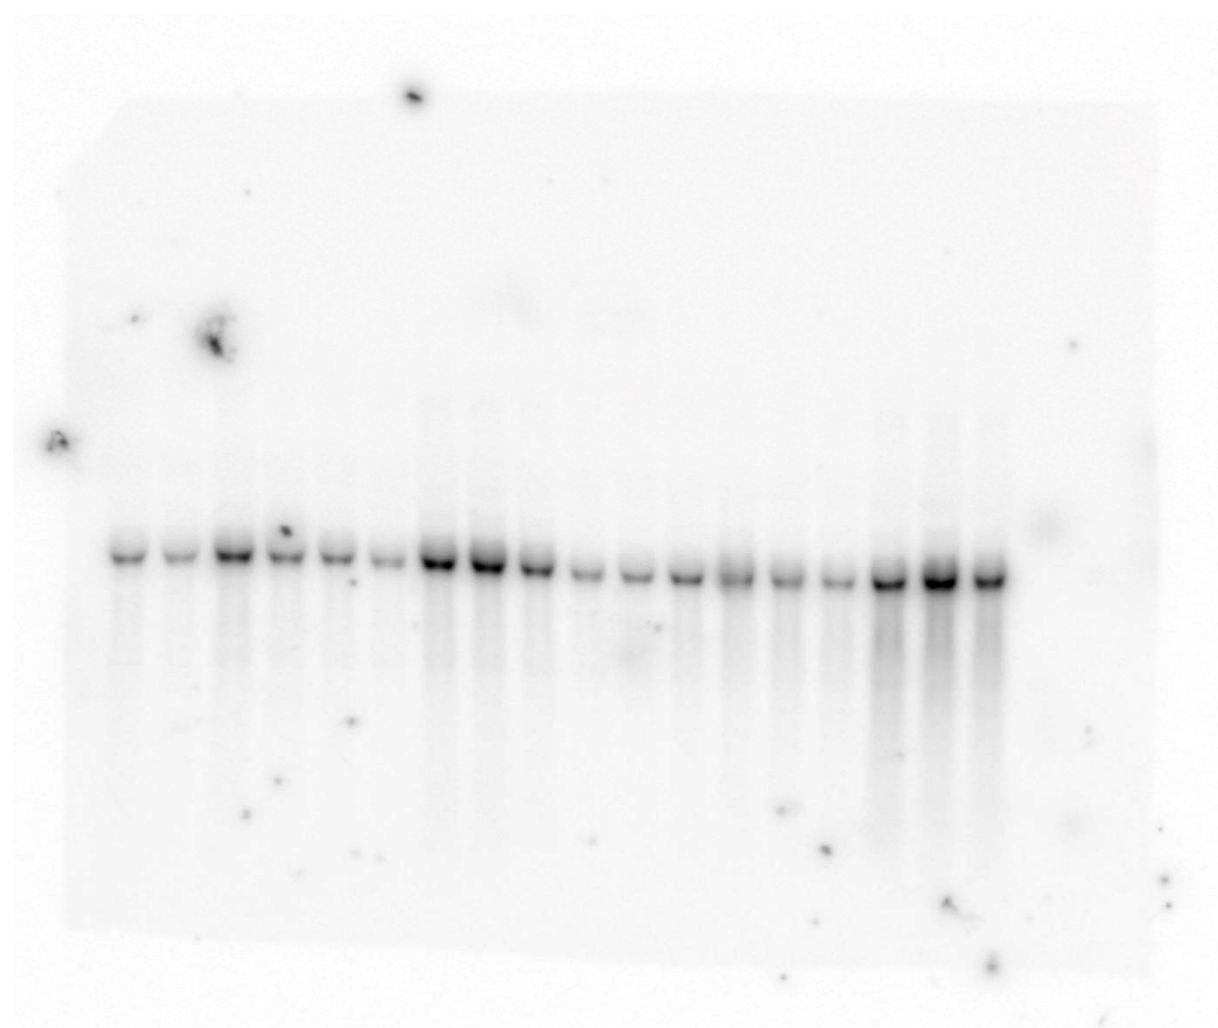

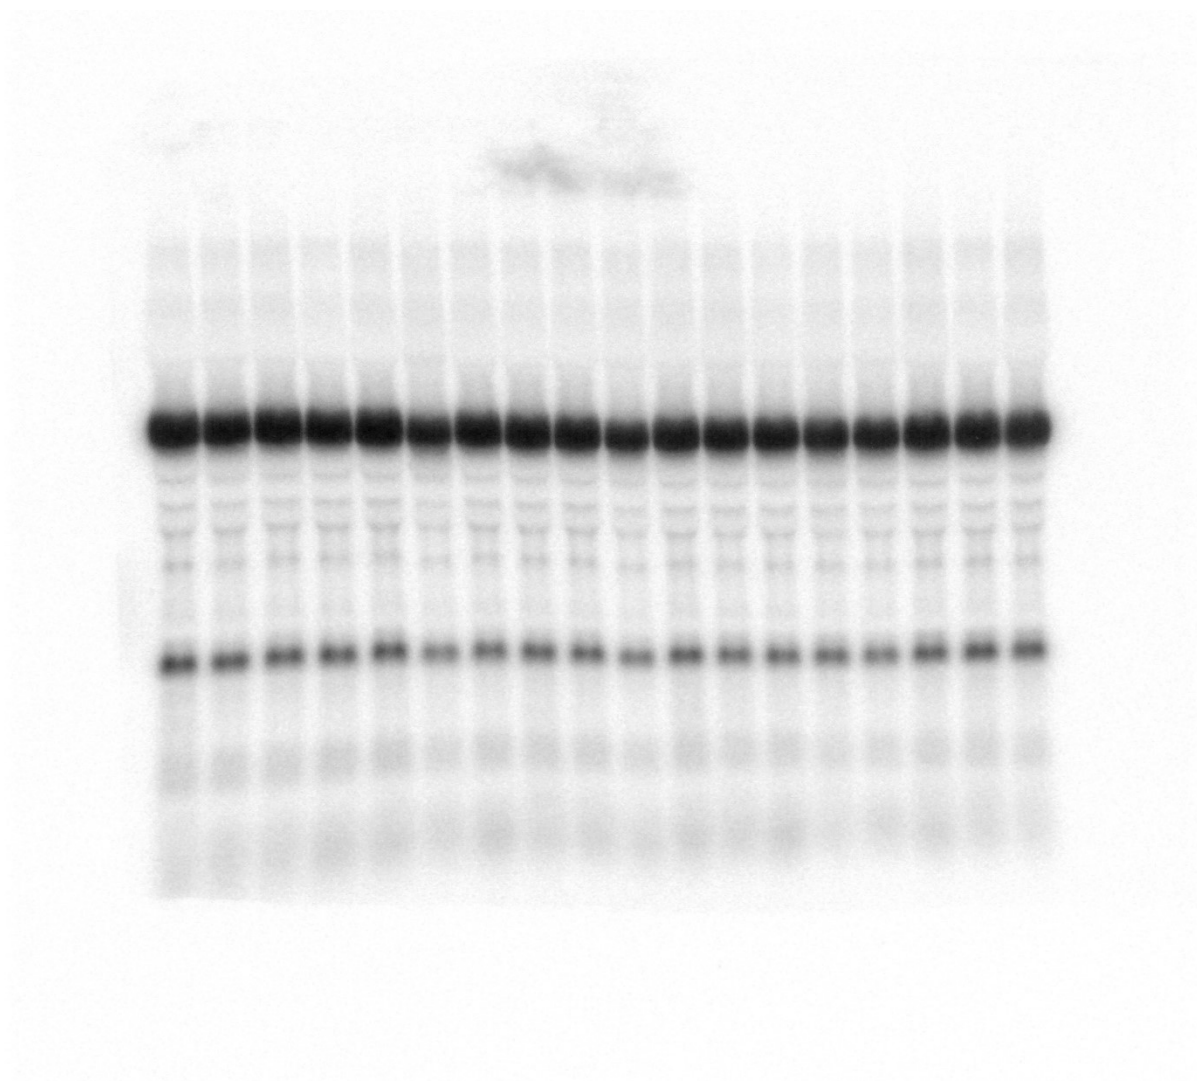

Raw data for Fig. 4C

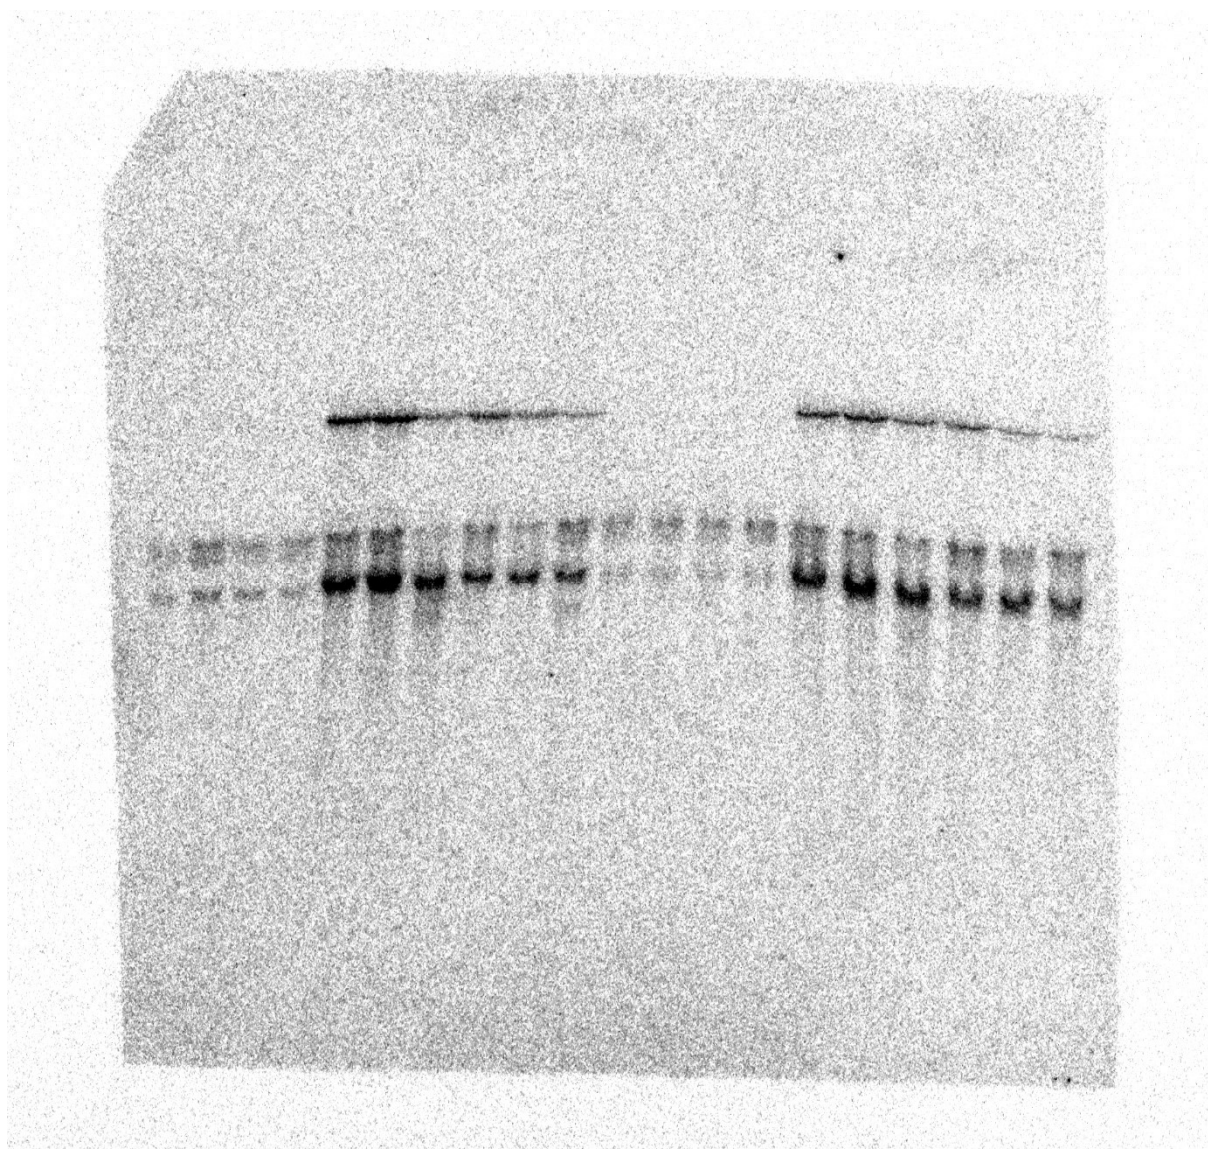

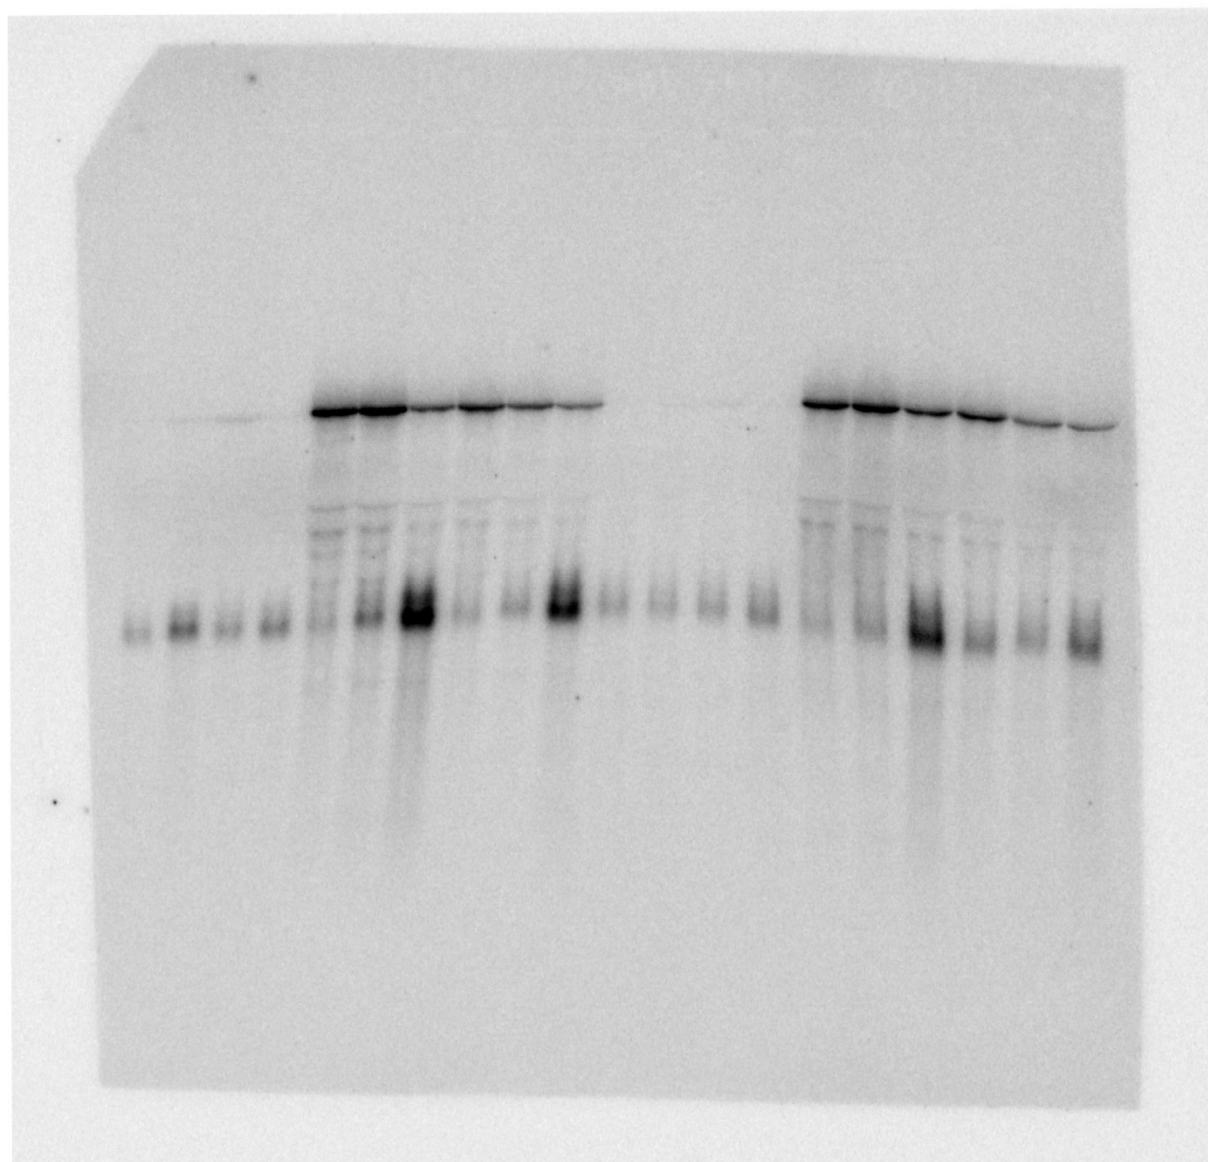

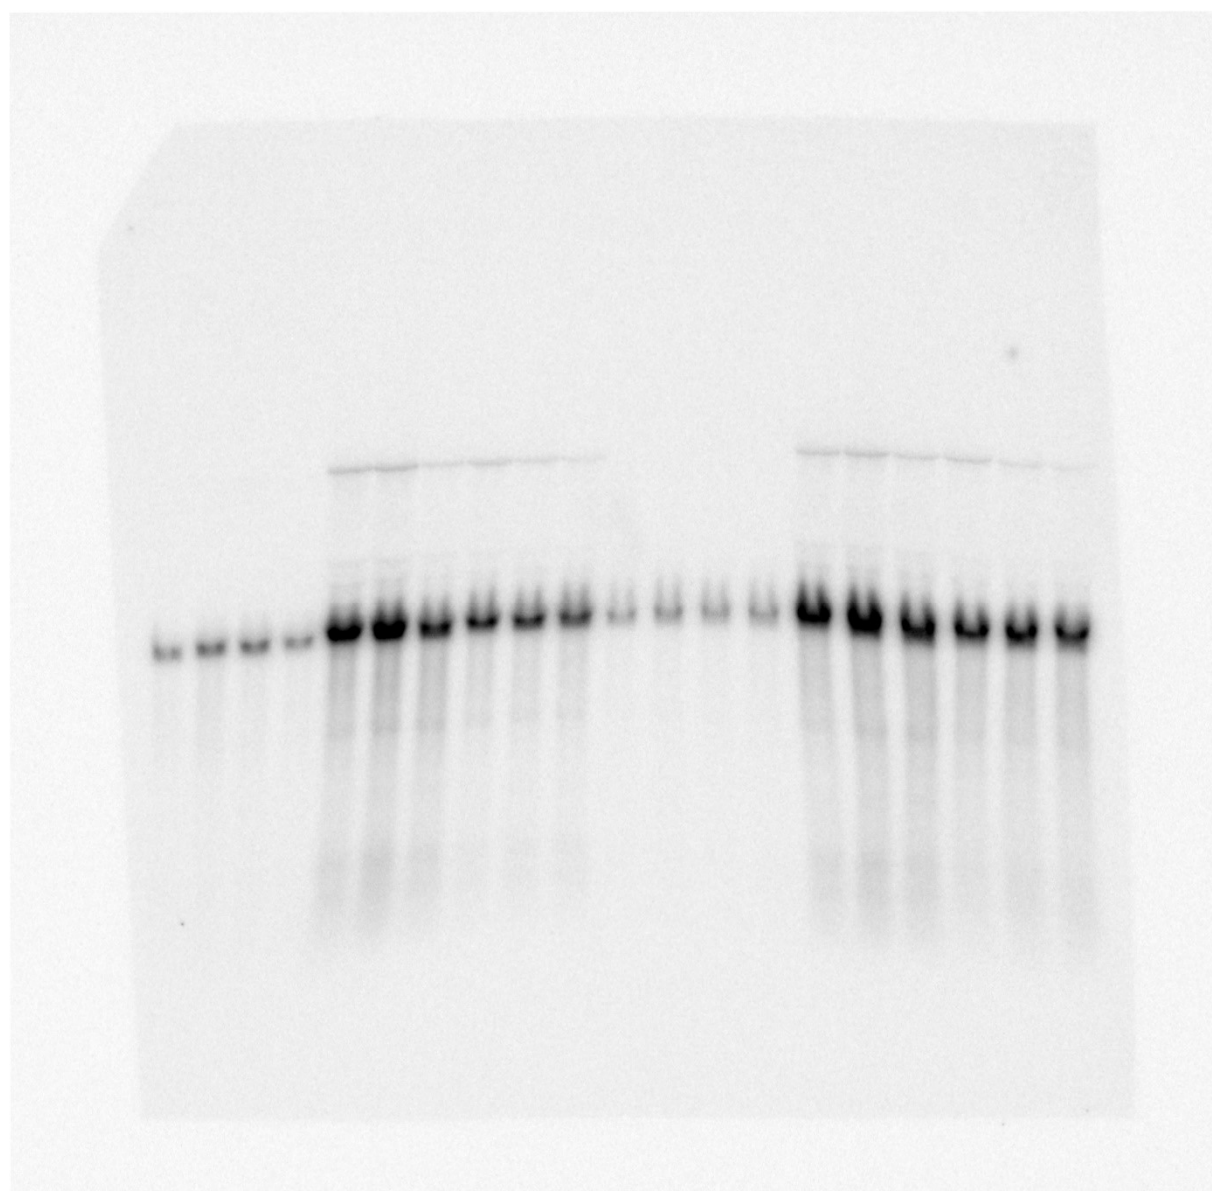

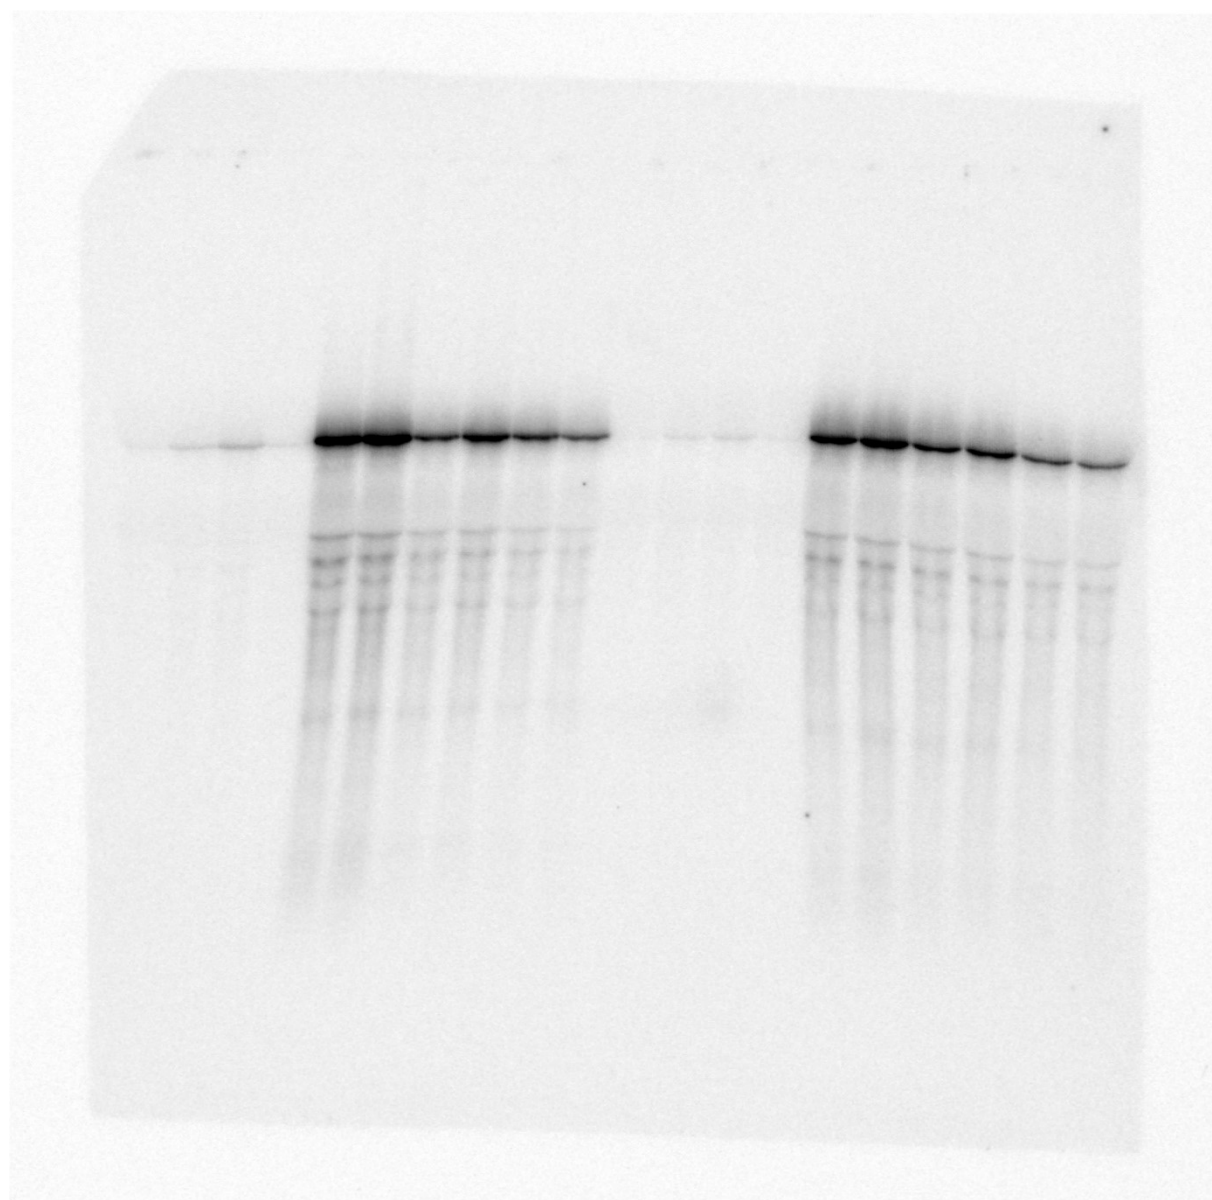

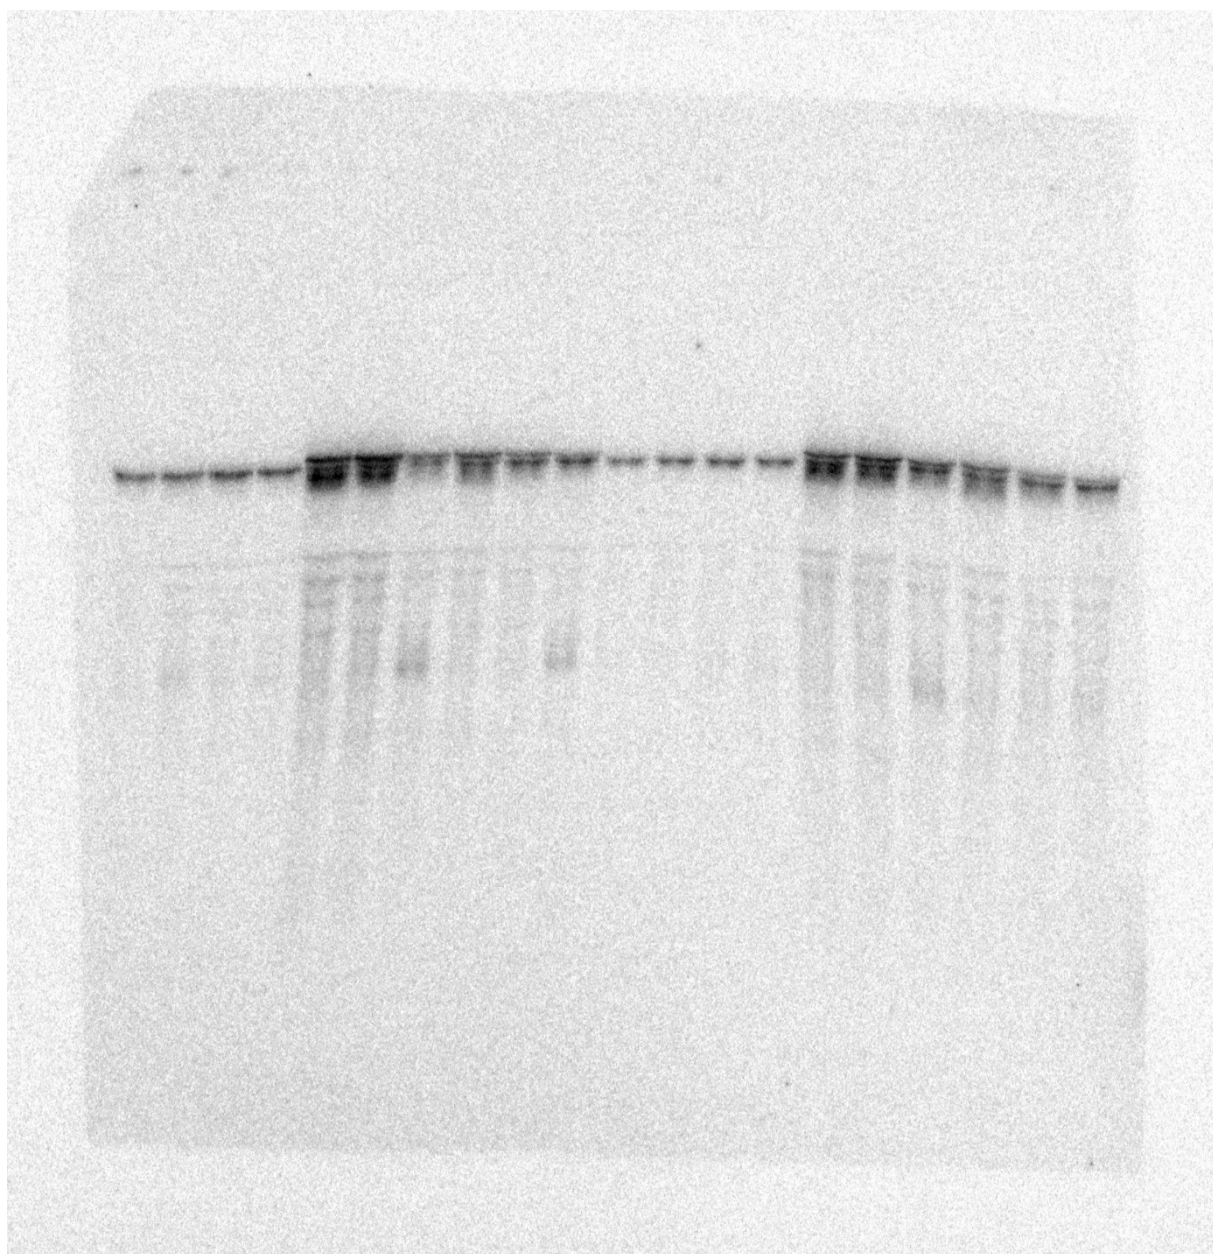

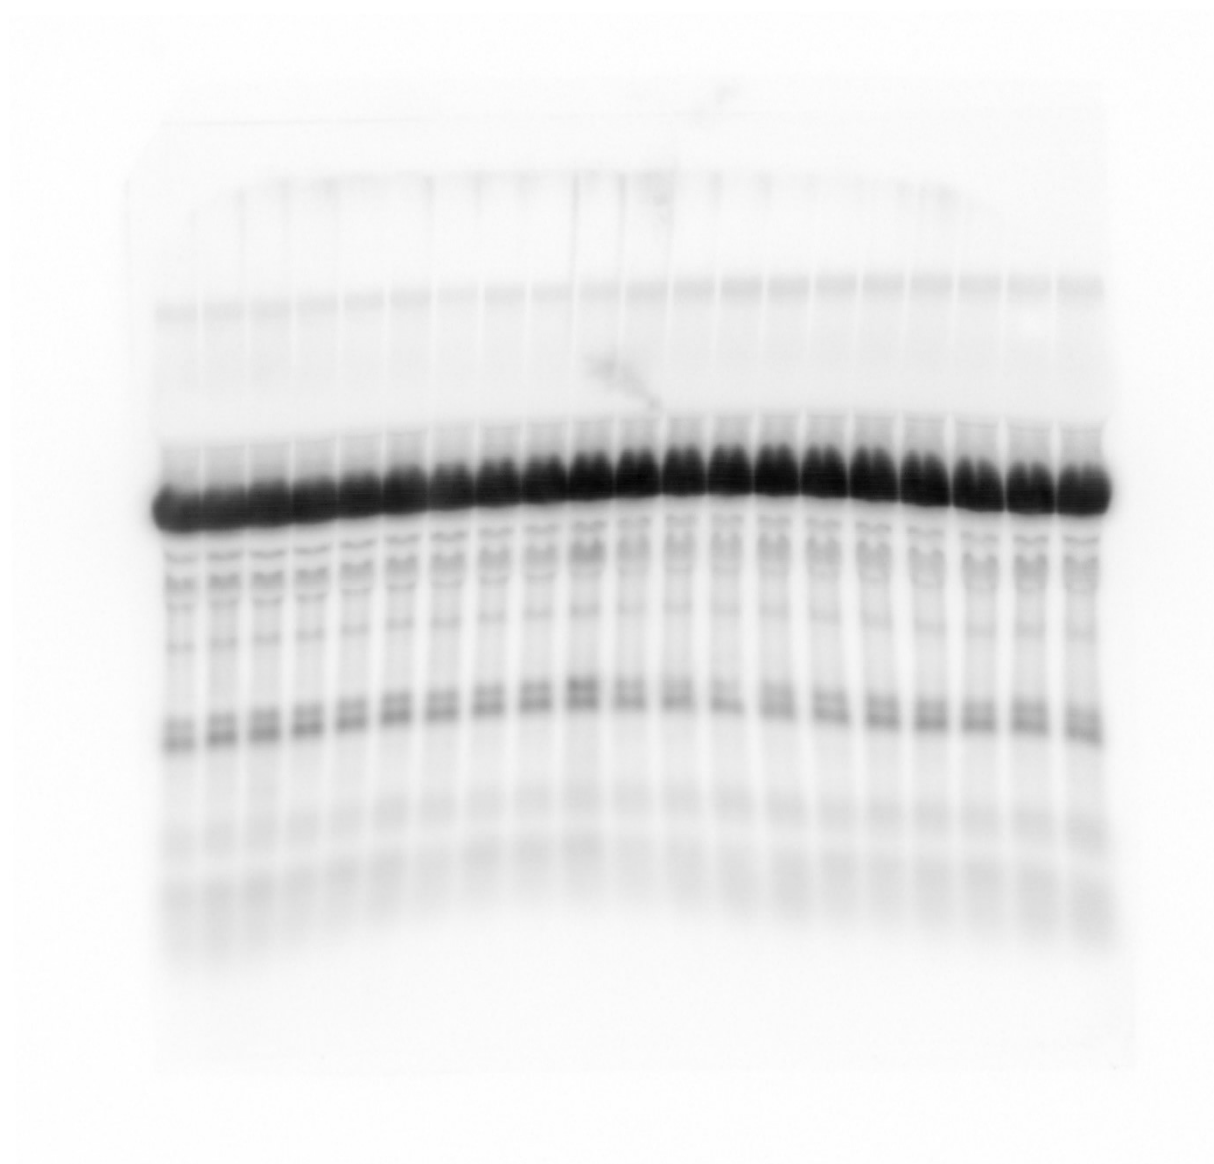

Raw data for Fig. 5A

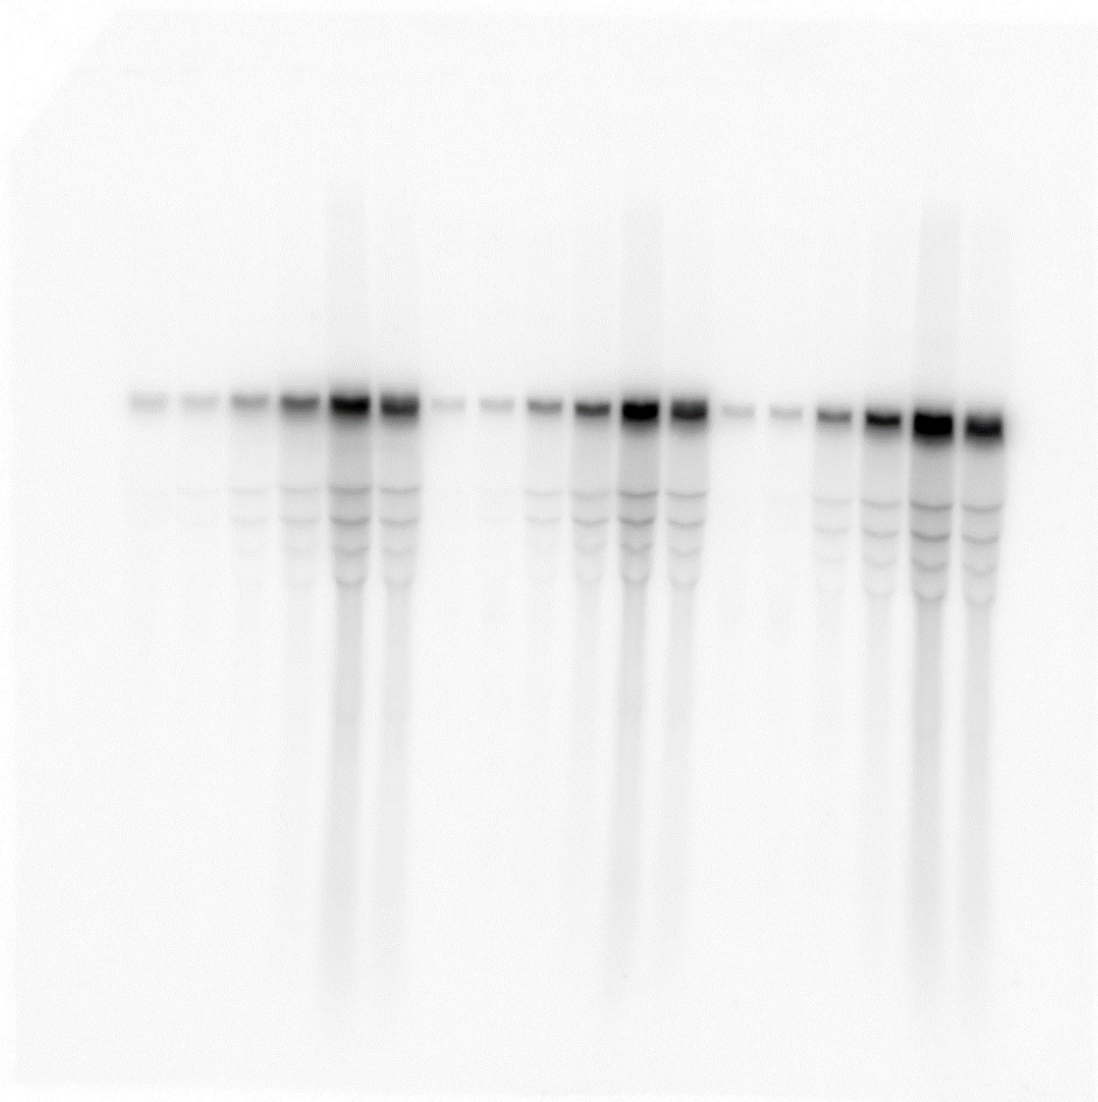

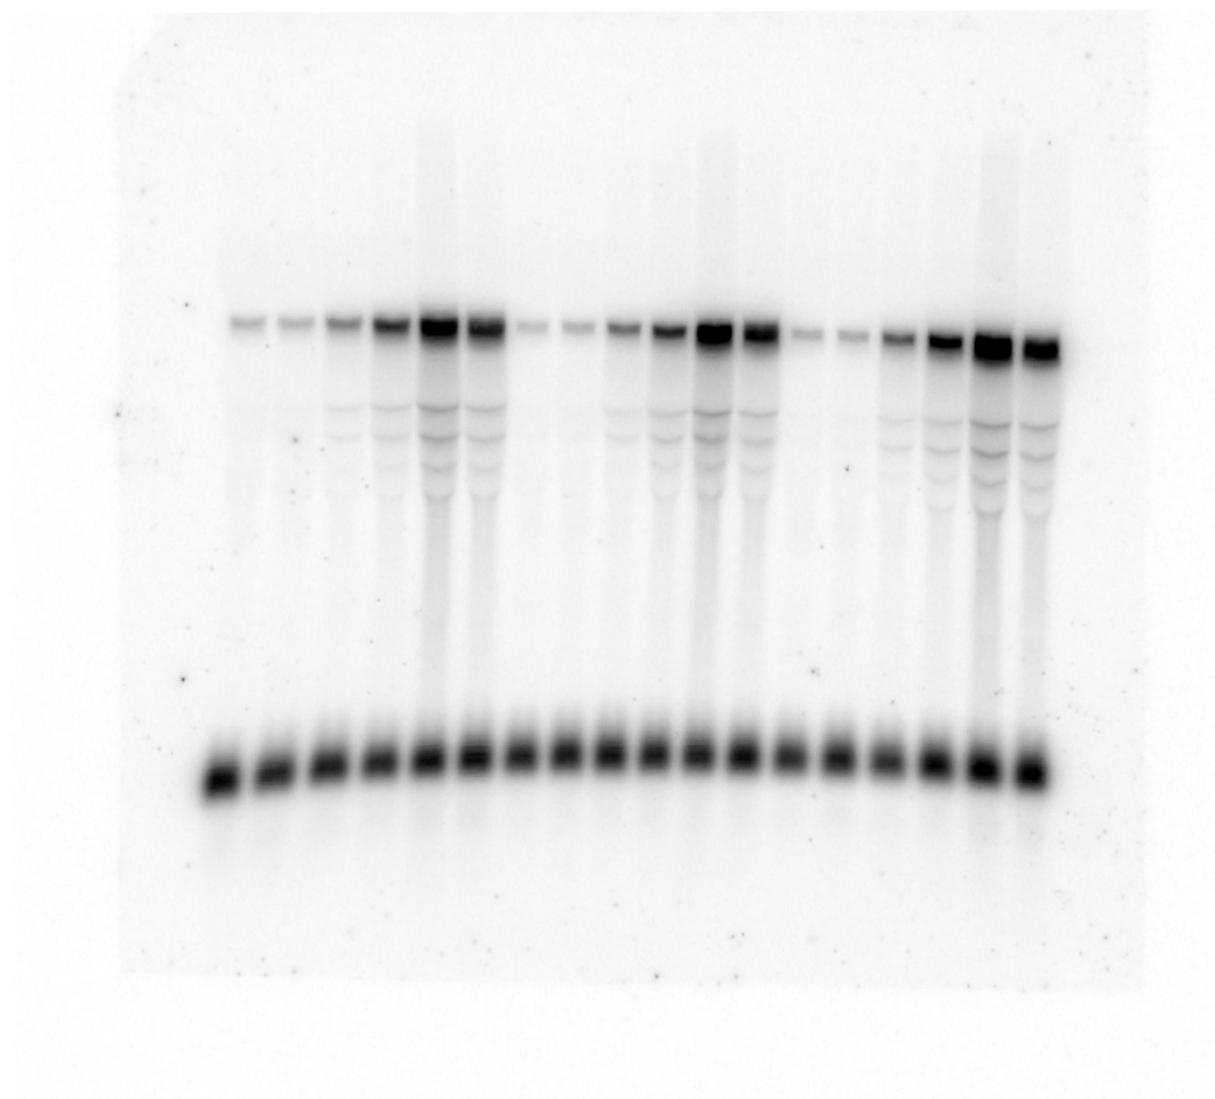

Raw data for Supplementary Fig. S3B

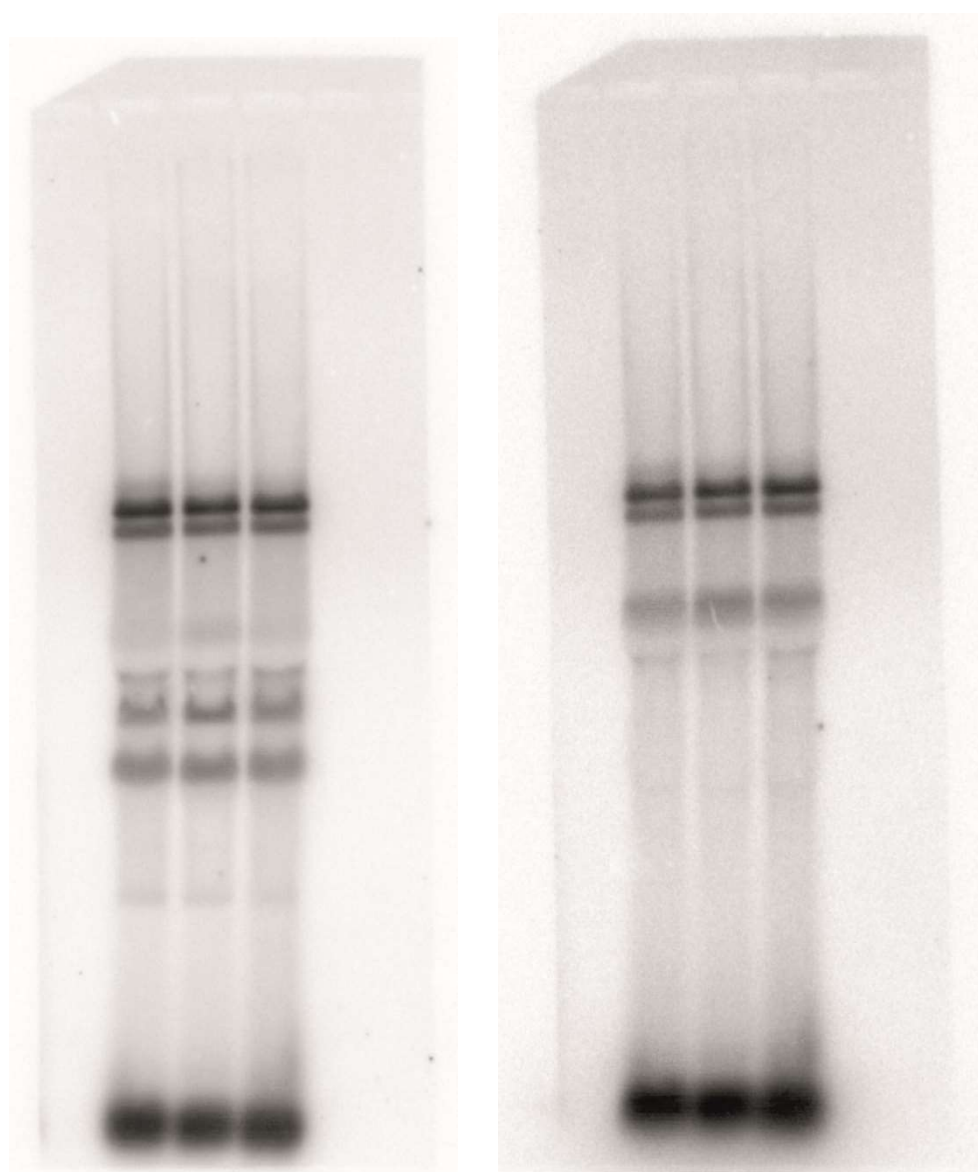

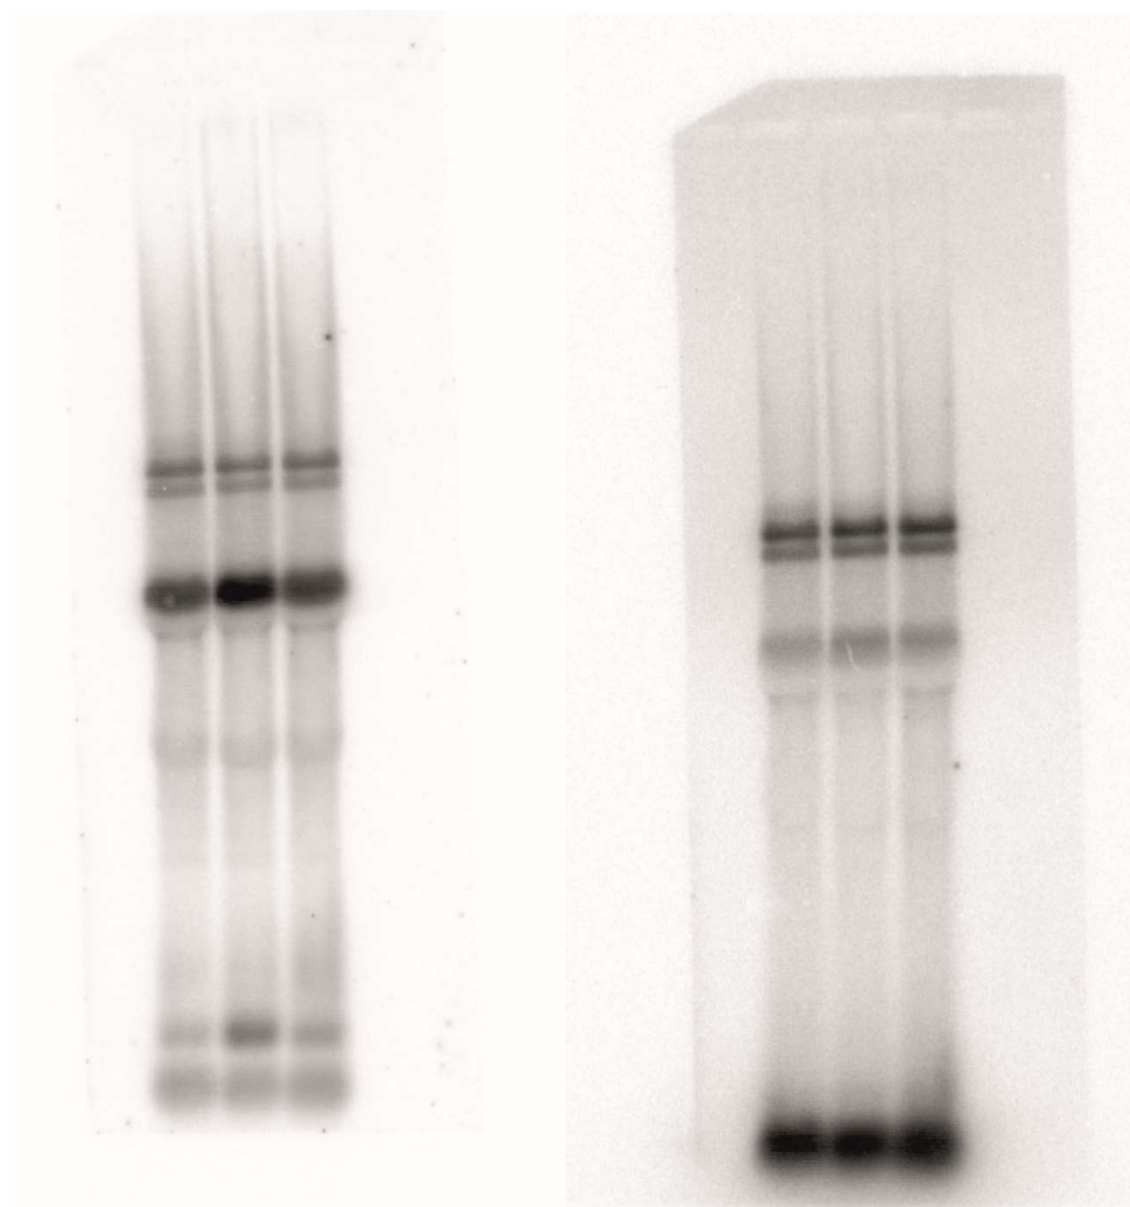

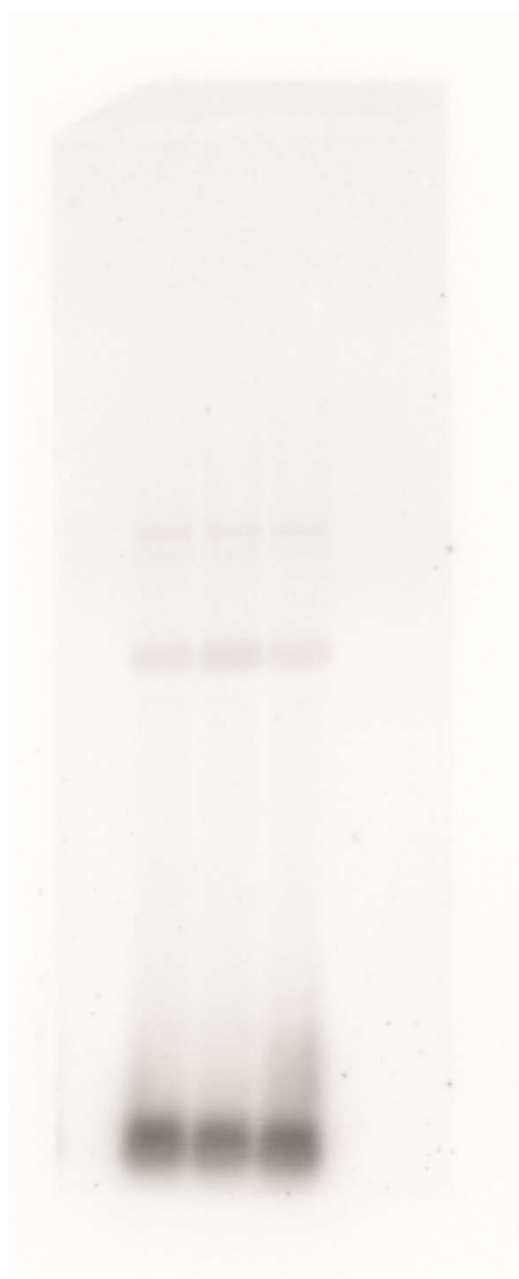

Raw data for Supplementary Fig. S3C

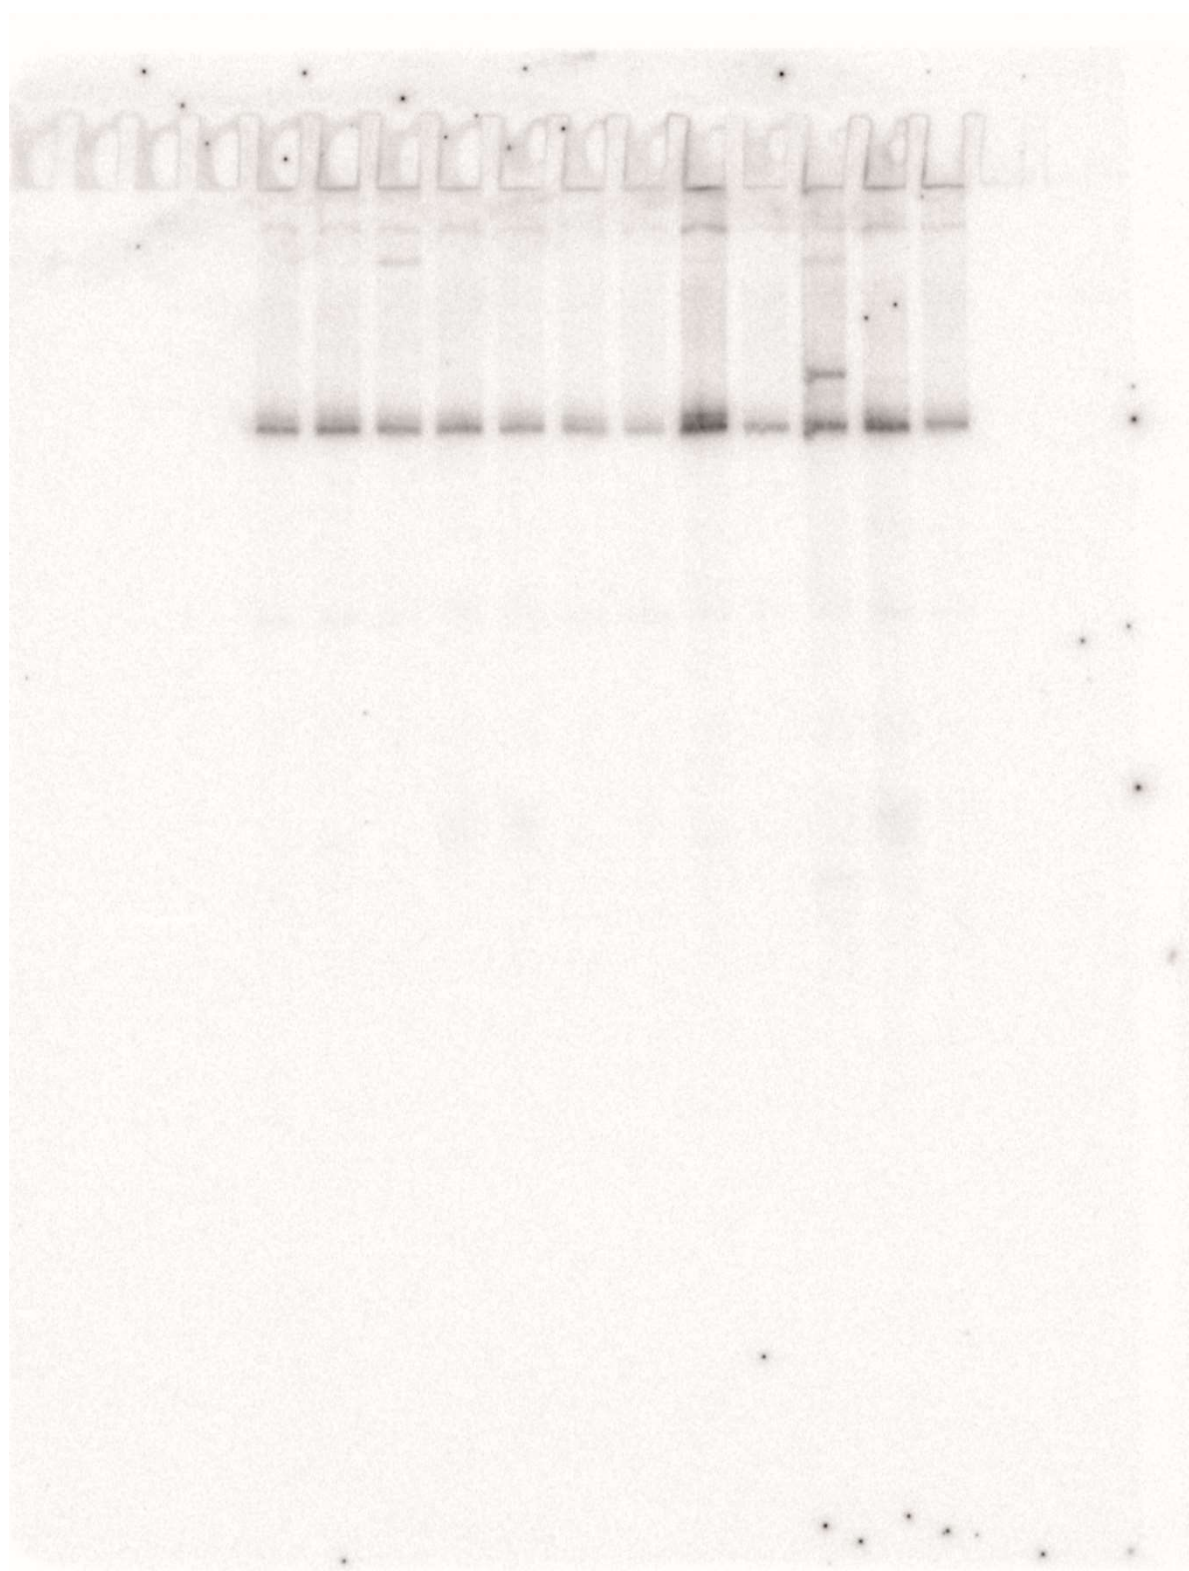

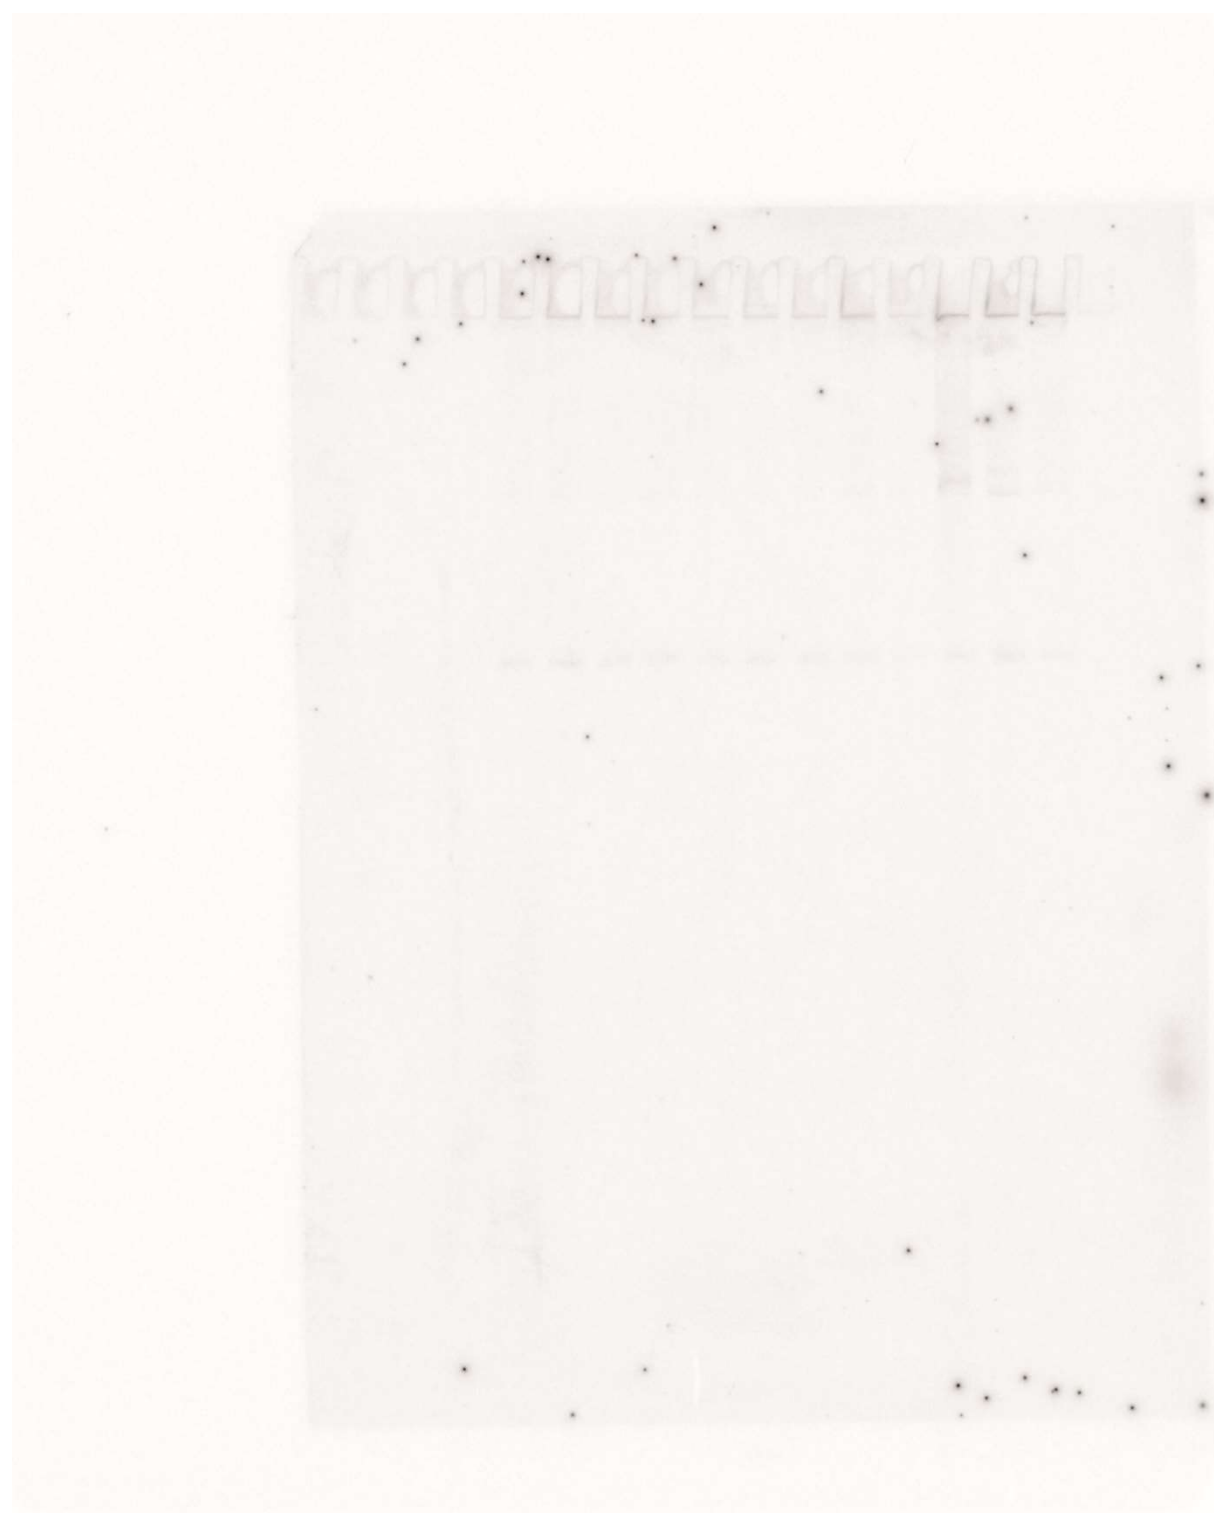

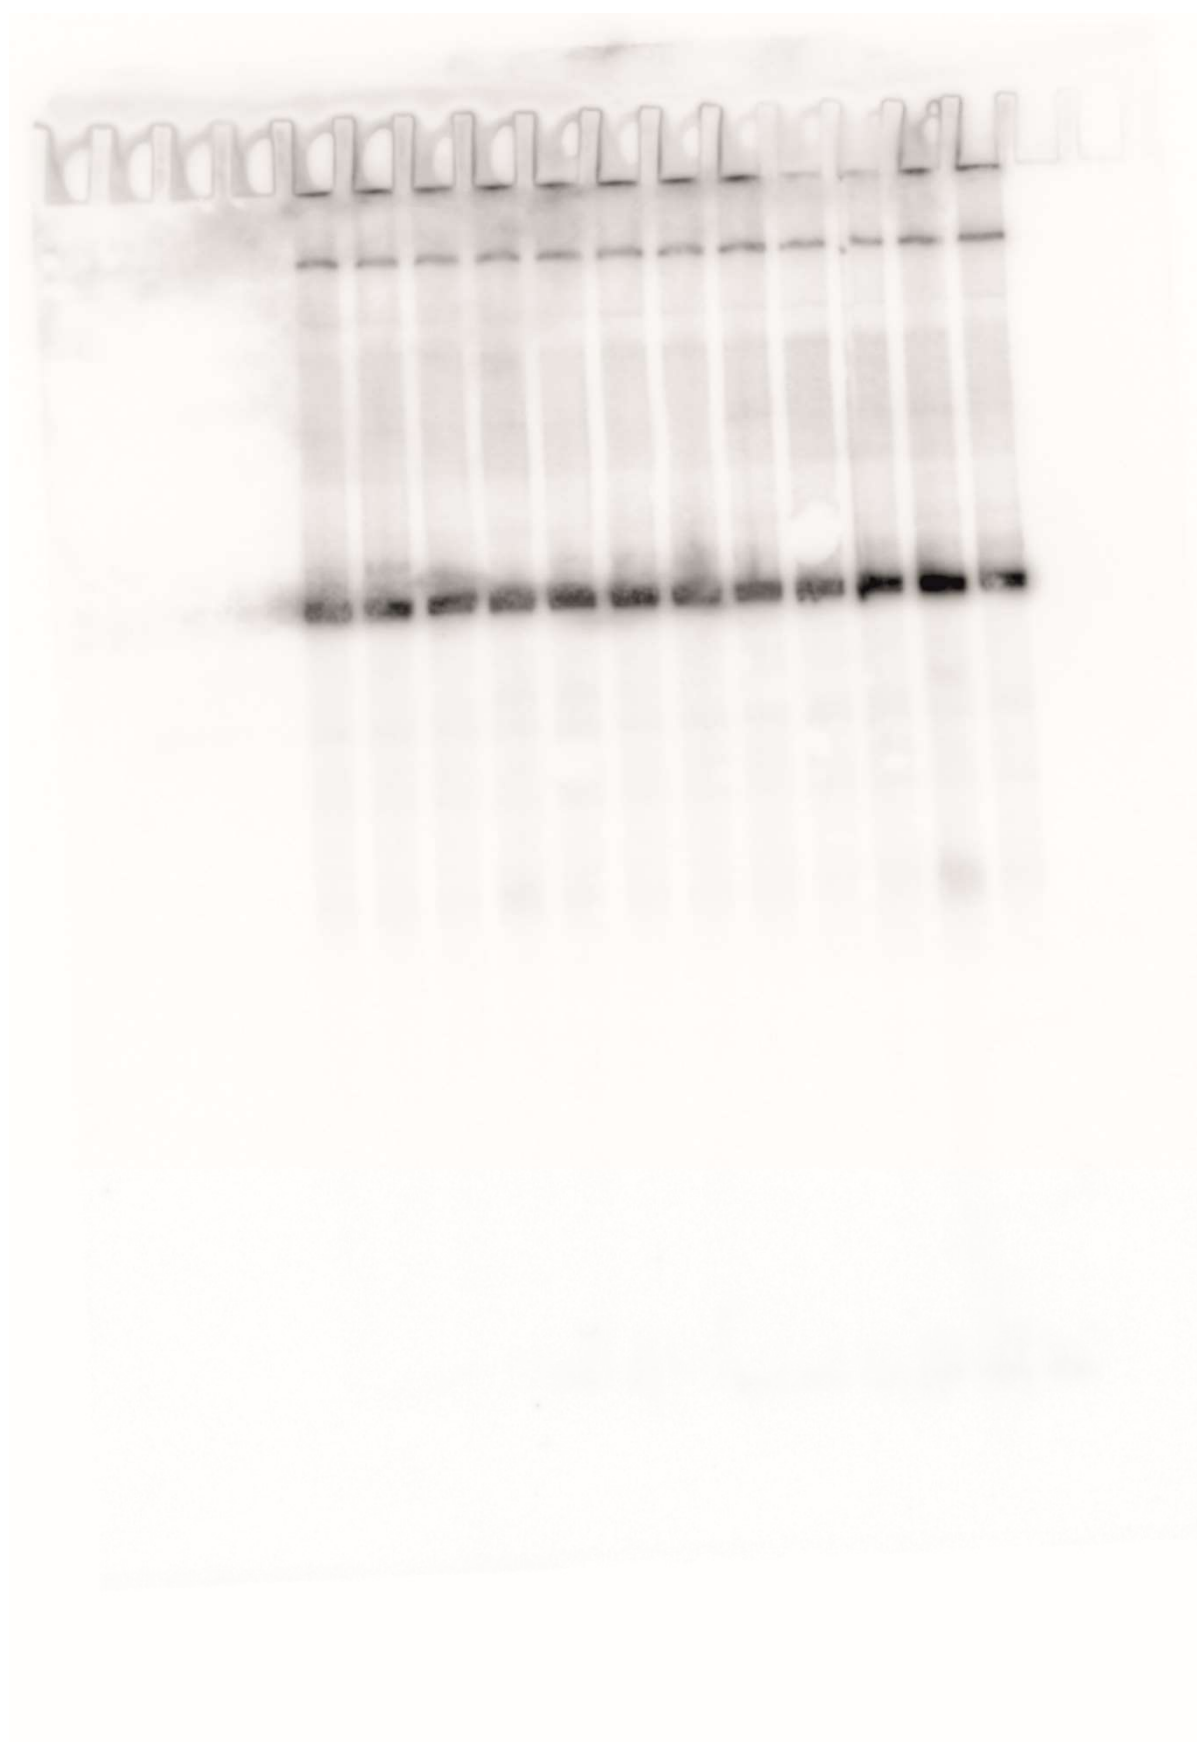

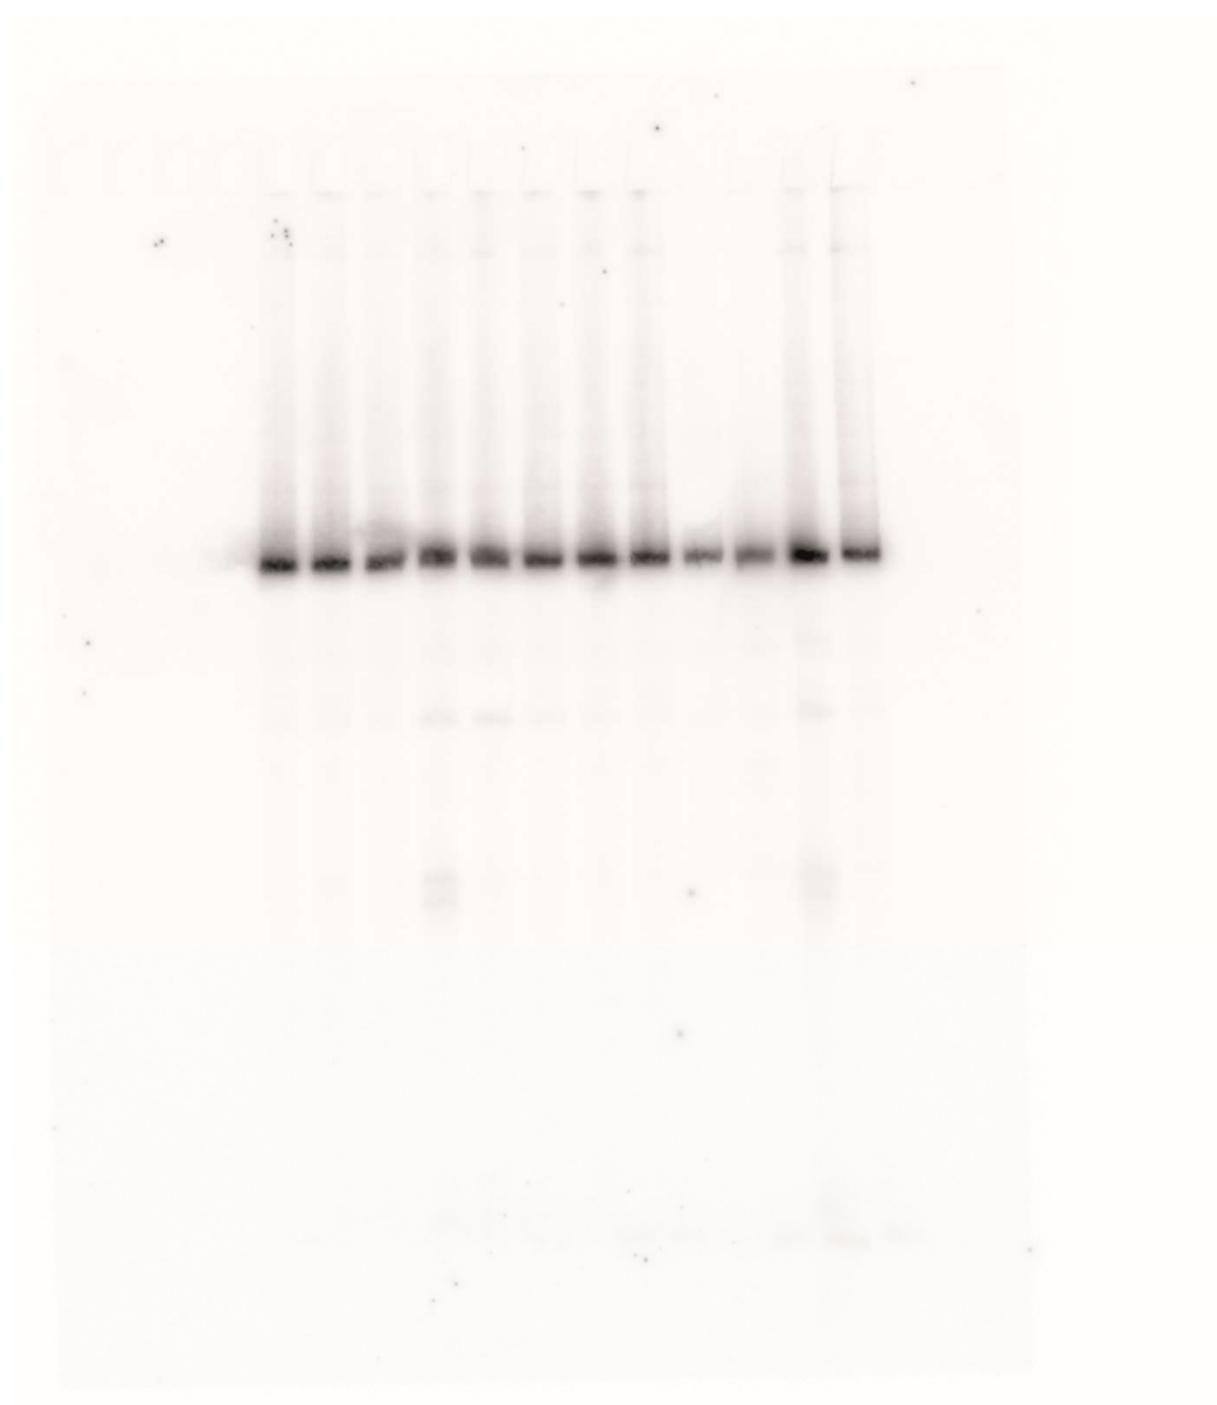

Raw data for Supplementary Fig. S3D

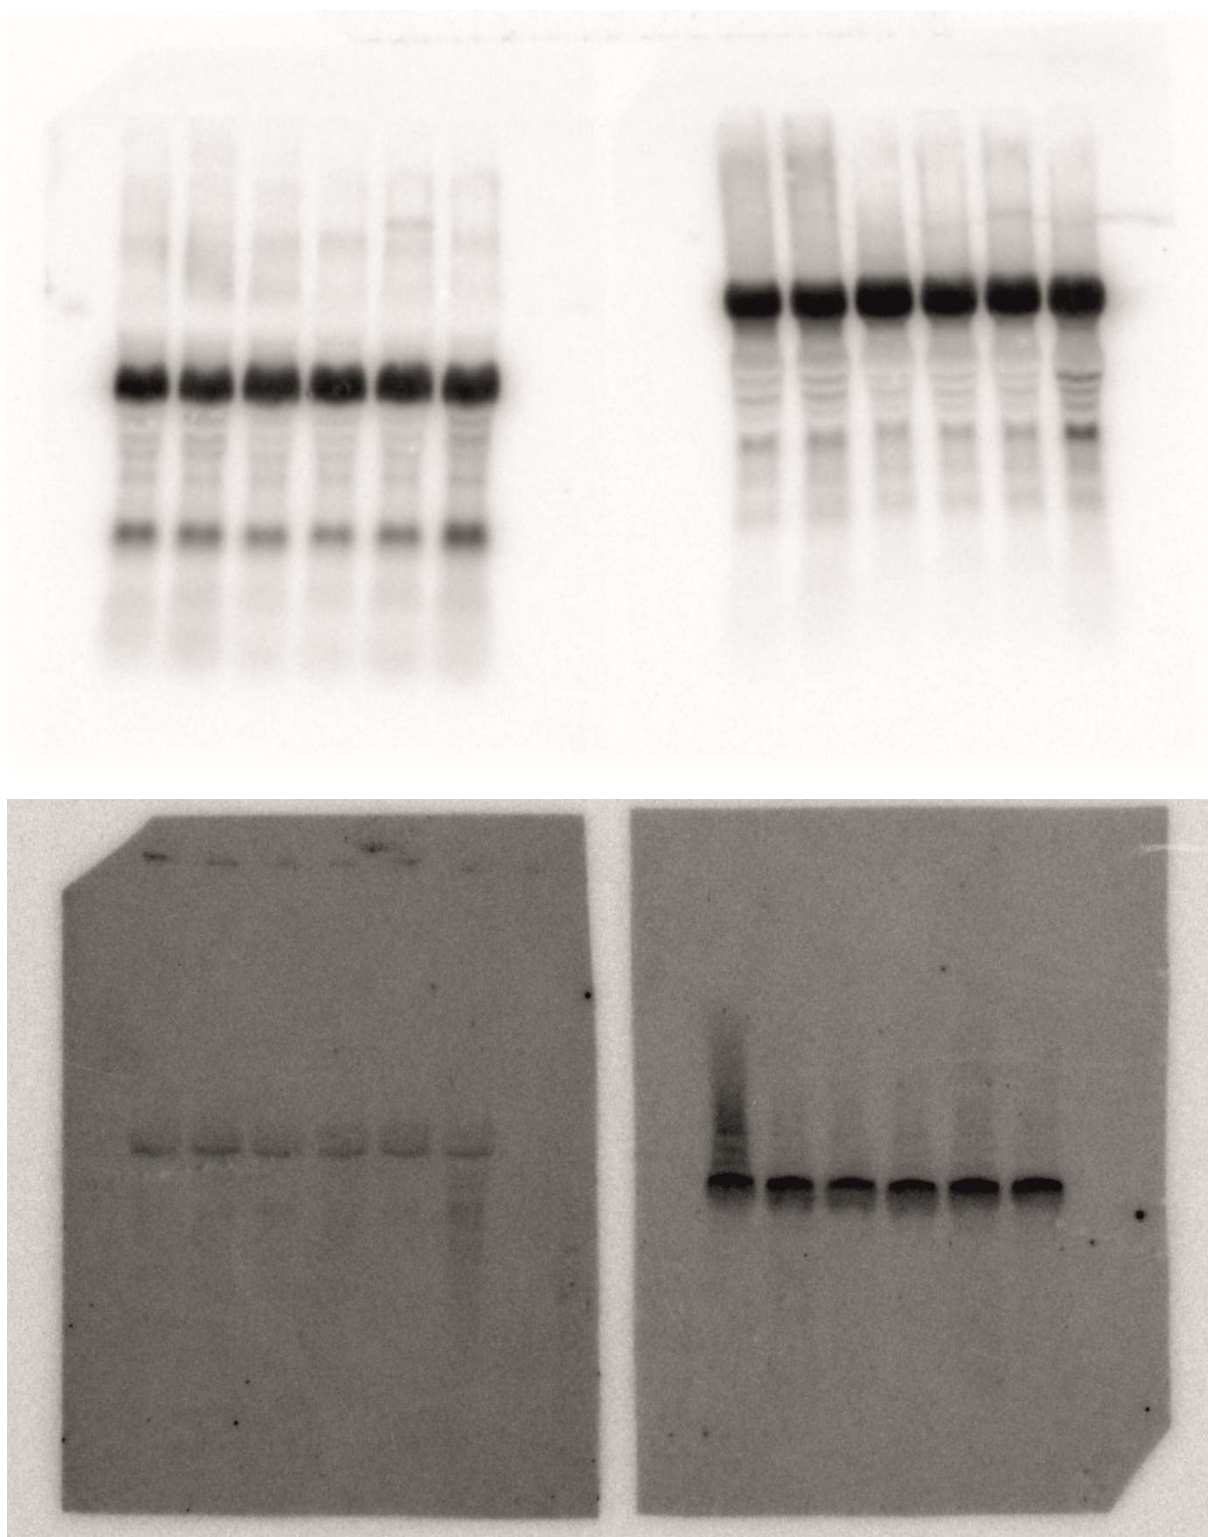

Raw data for Supplementary Fig. S4A

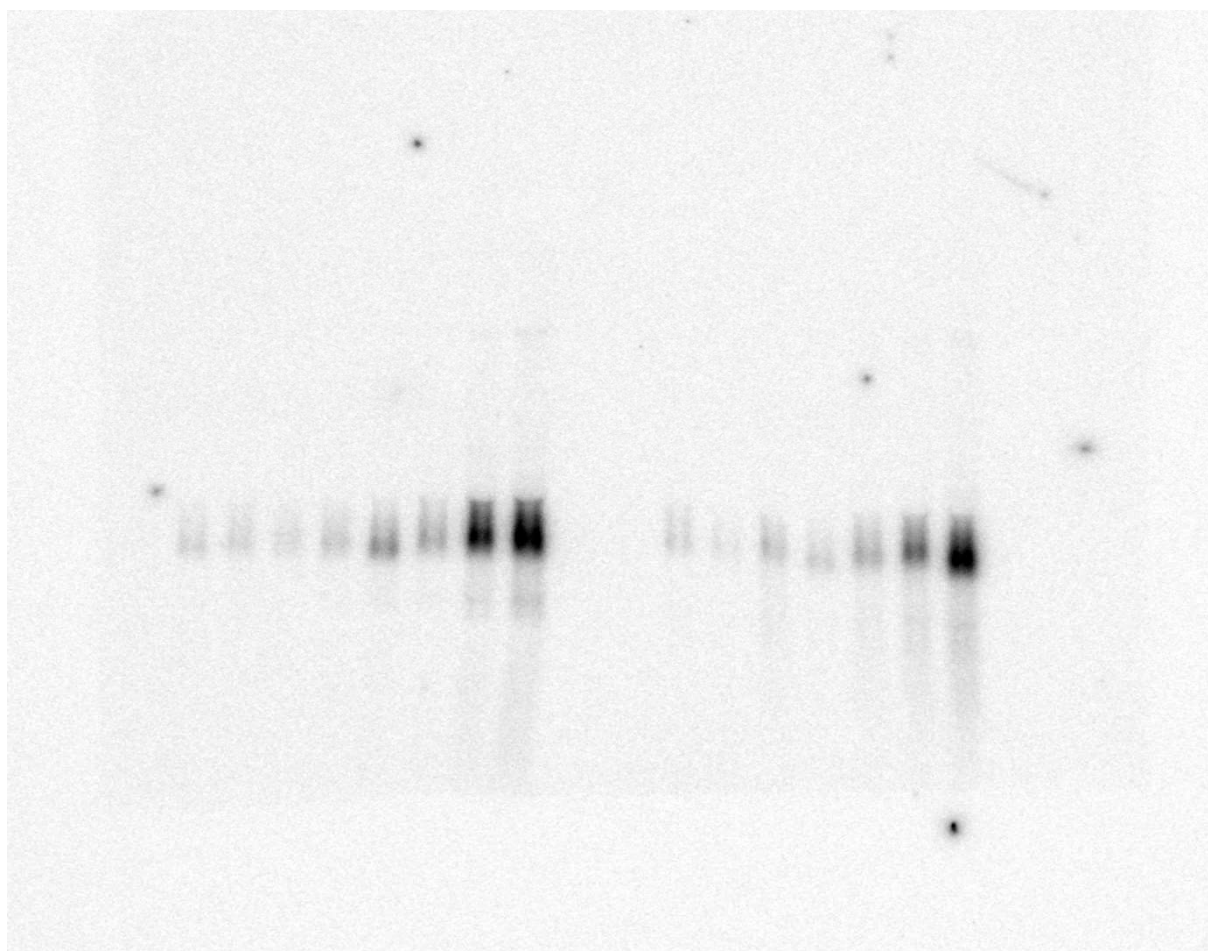

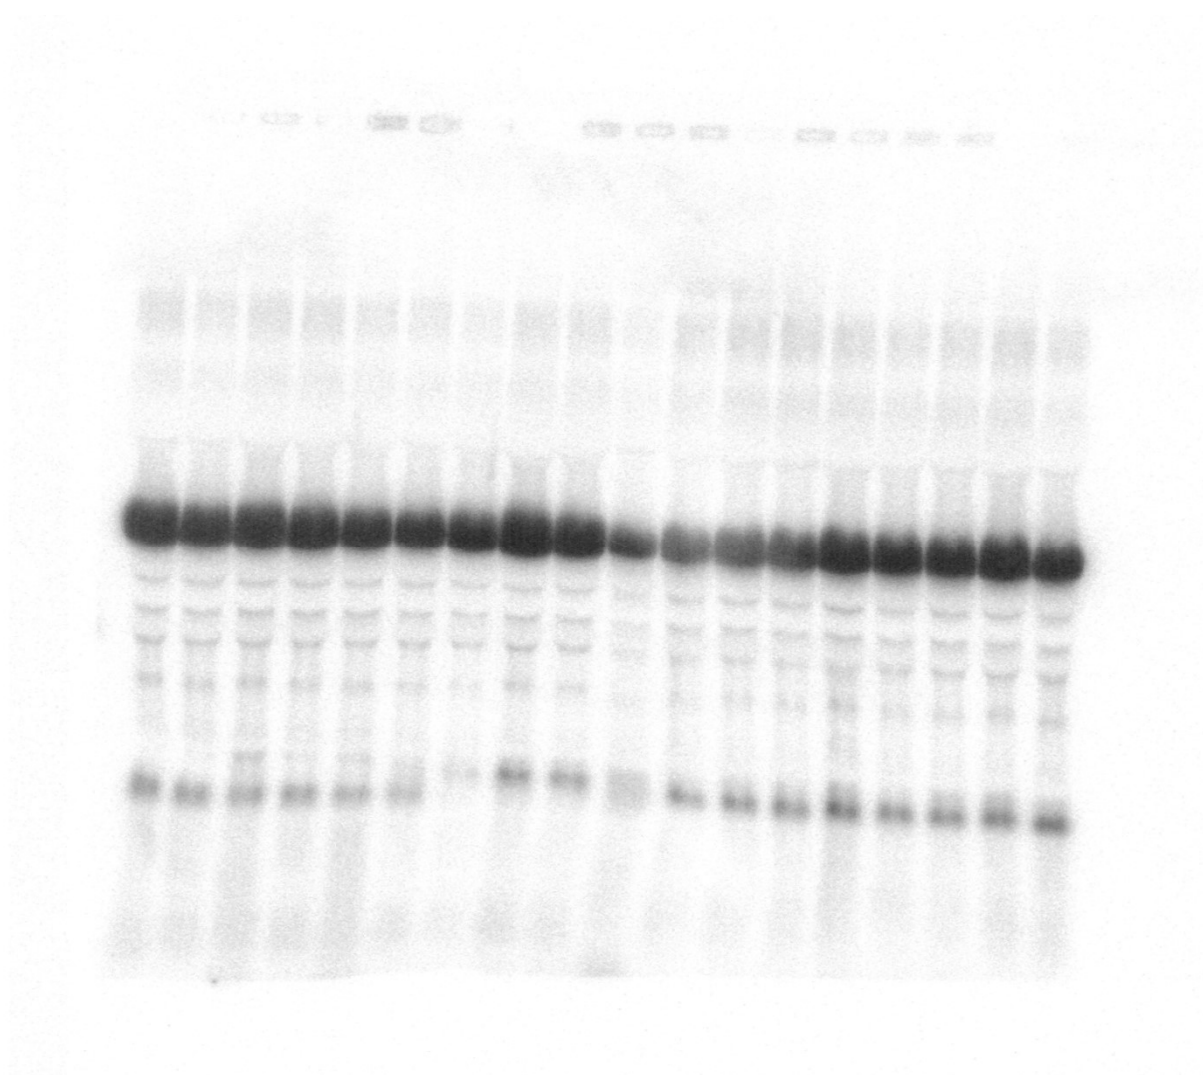

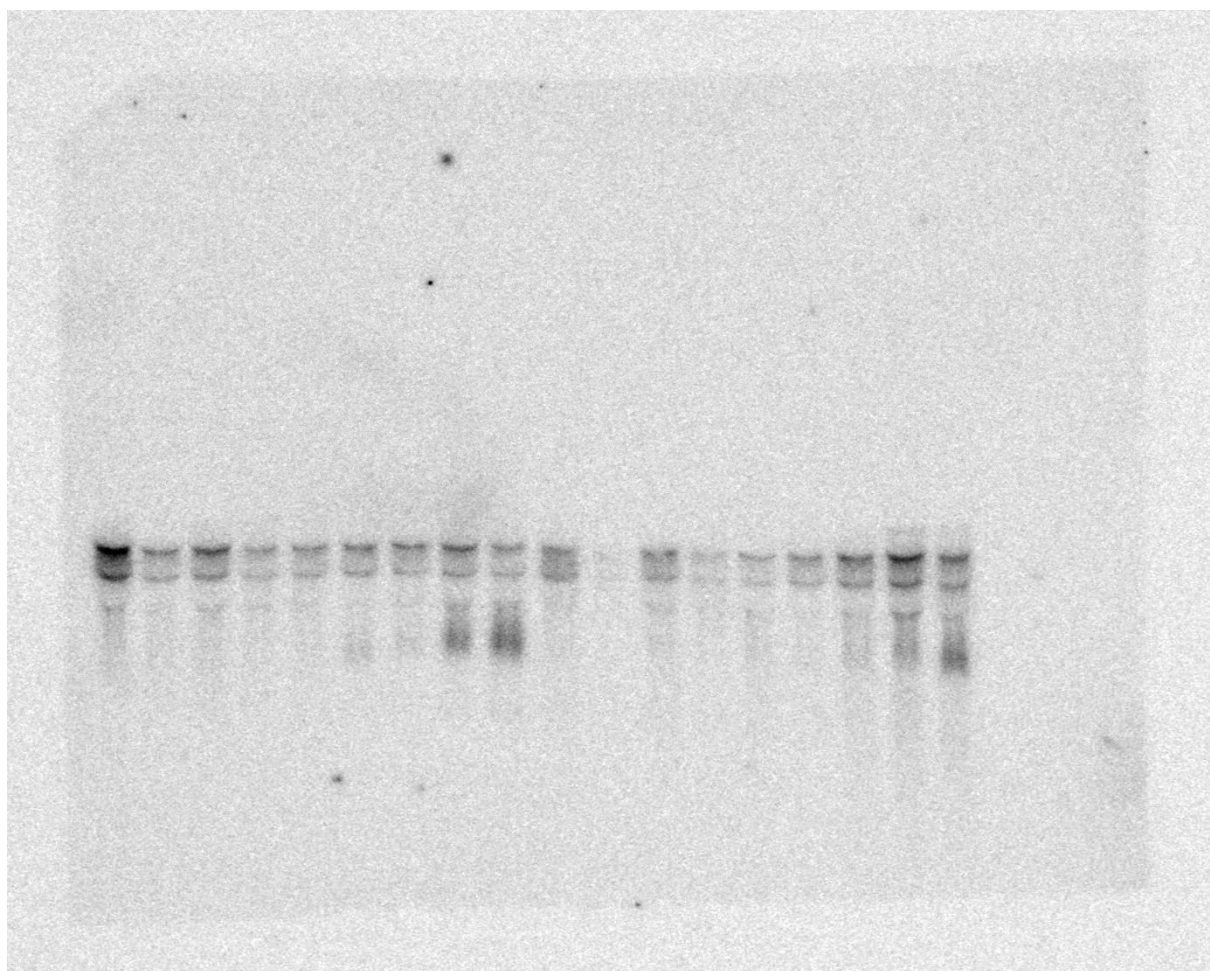

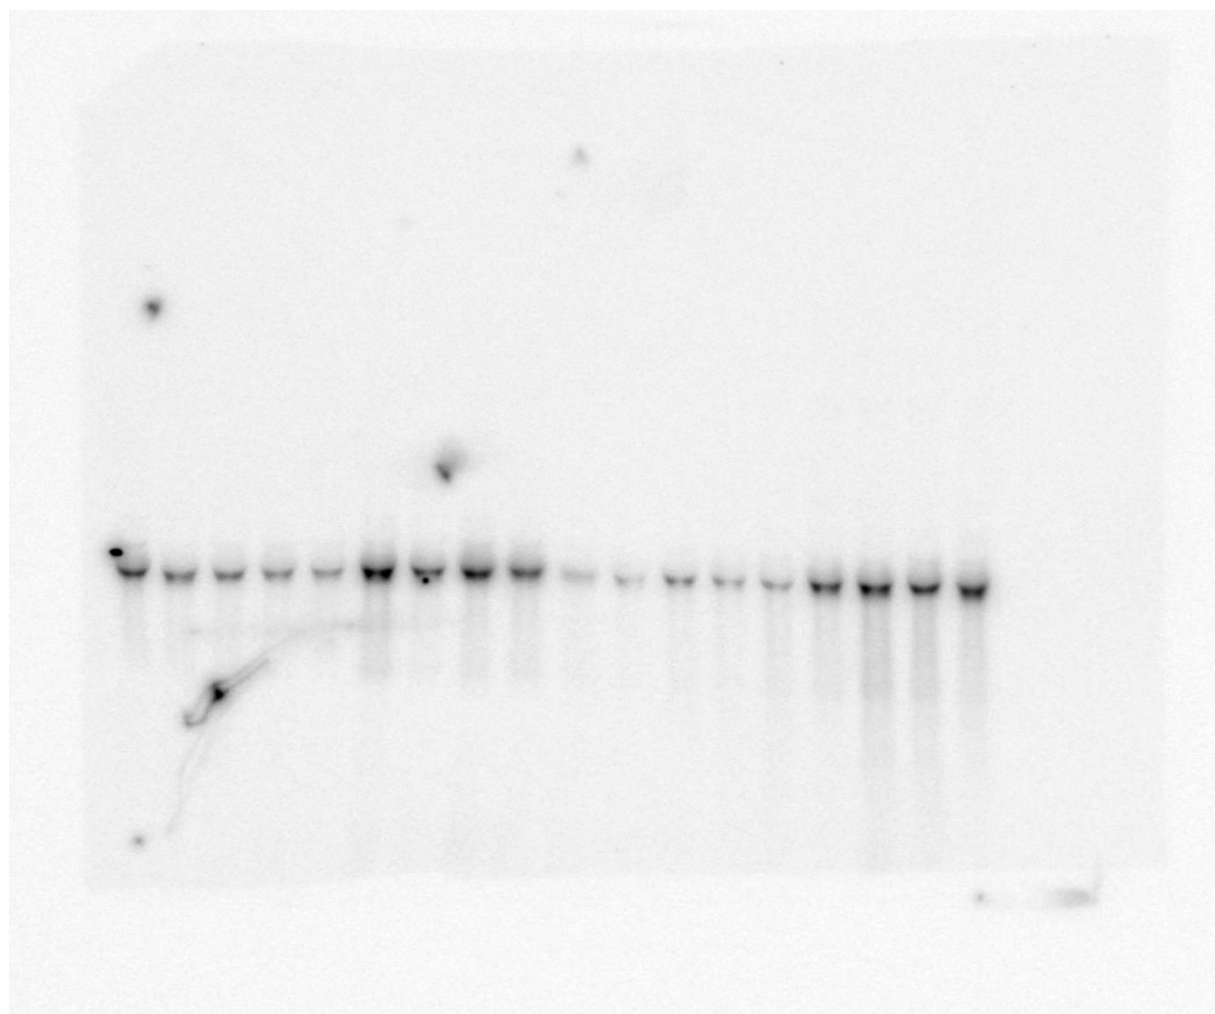

Raw data for Supplementary Fig. S4B

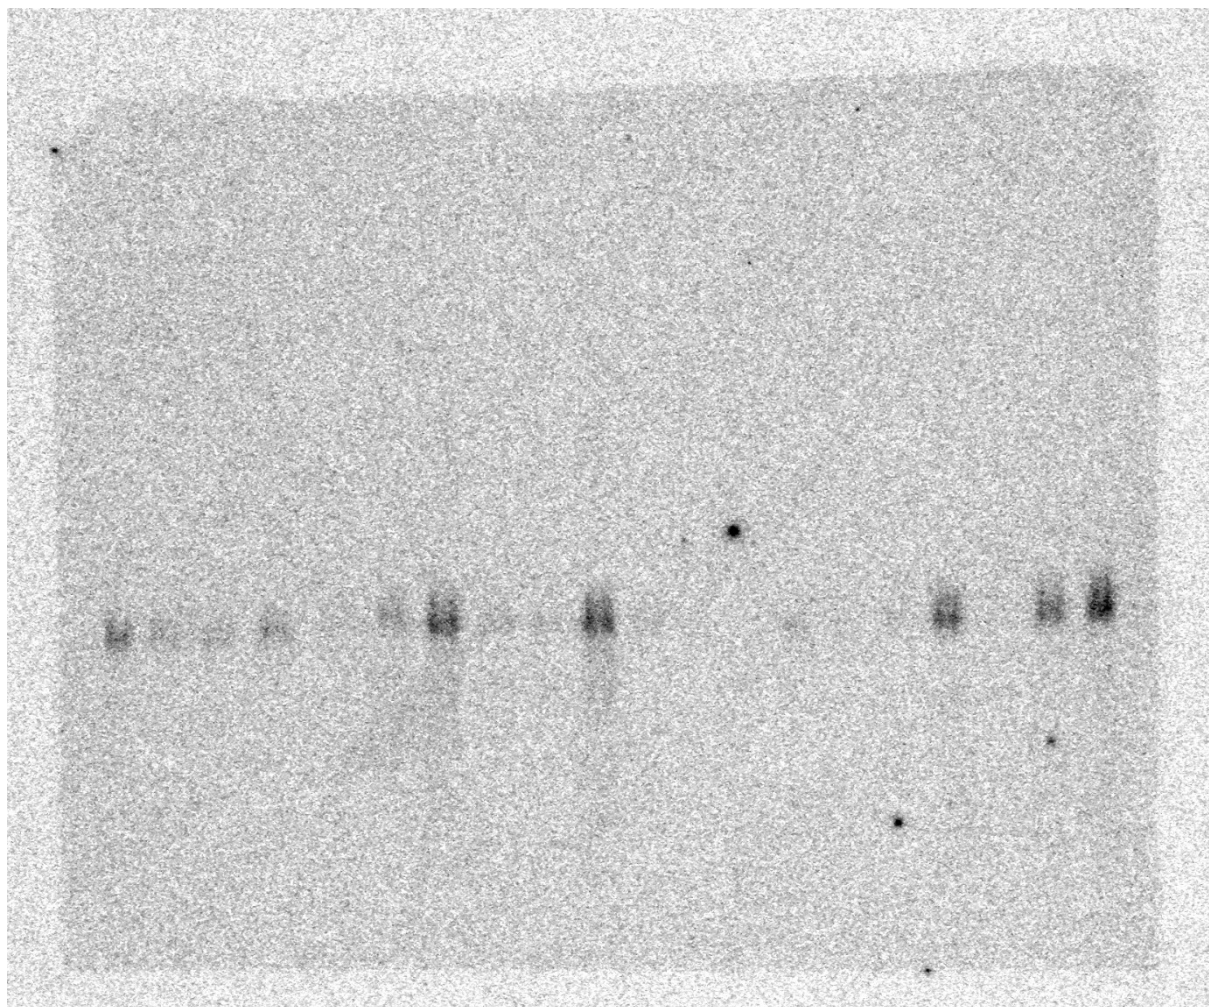

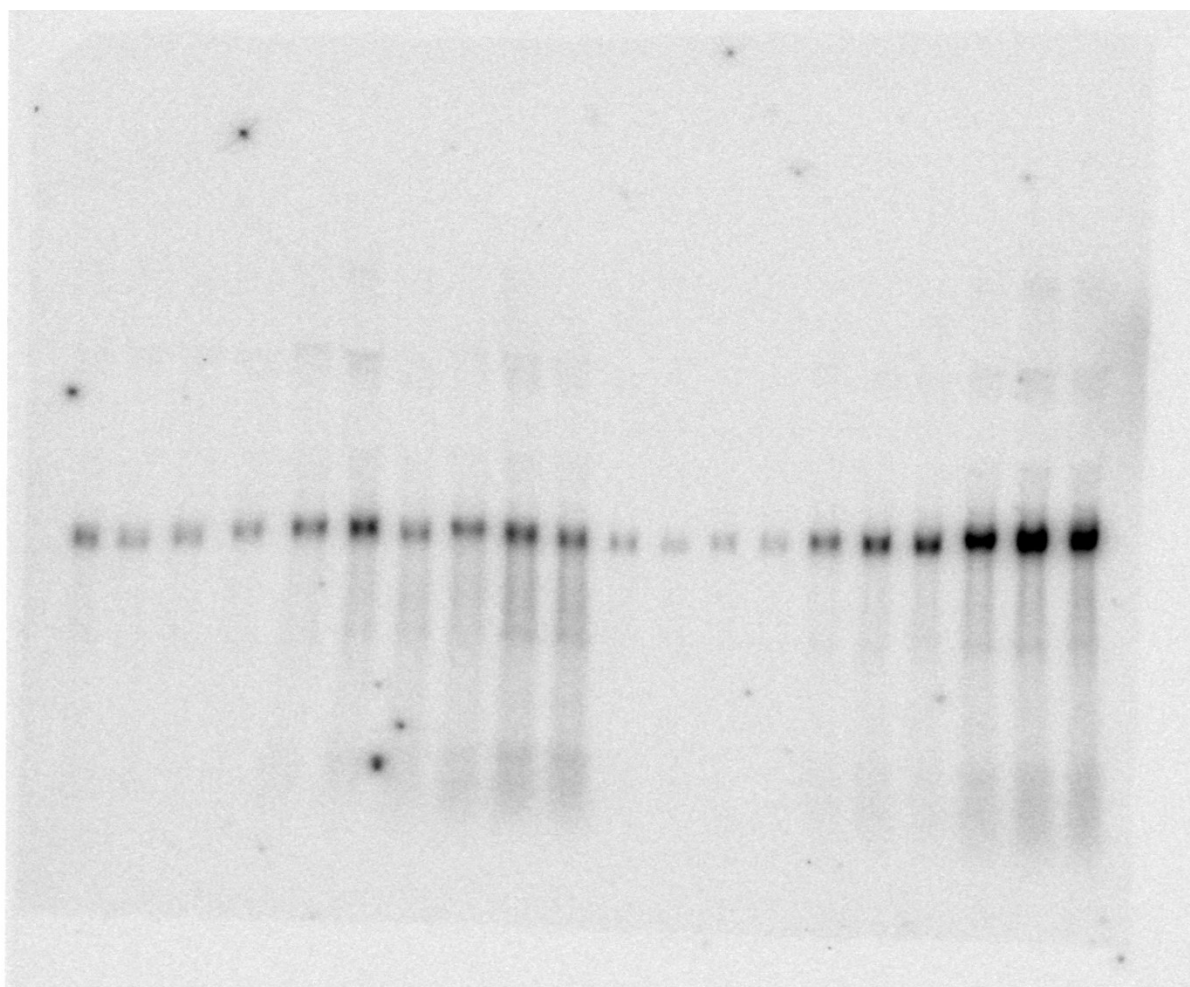

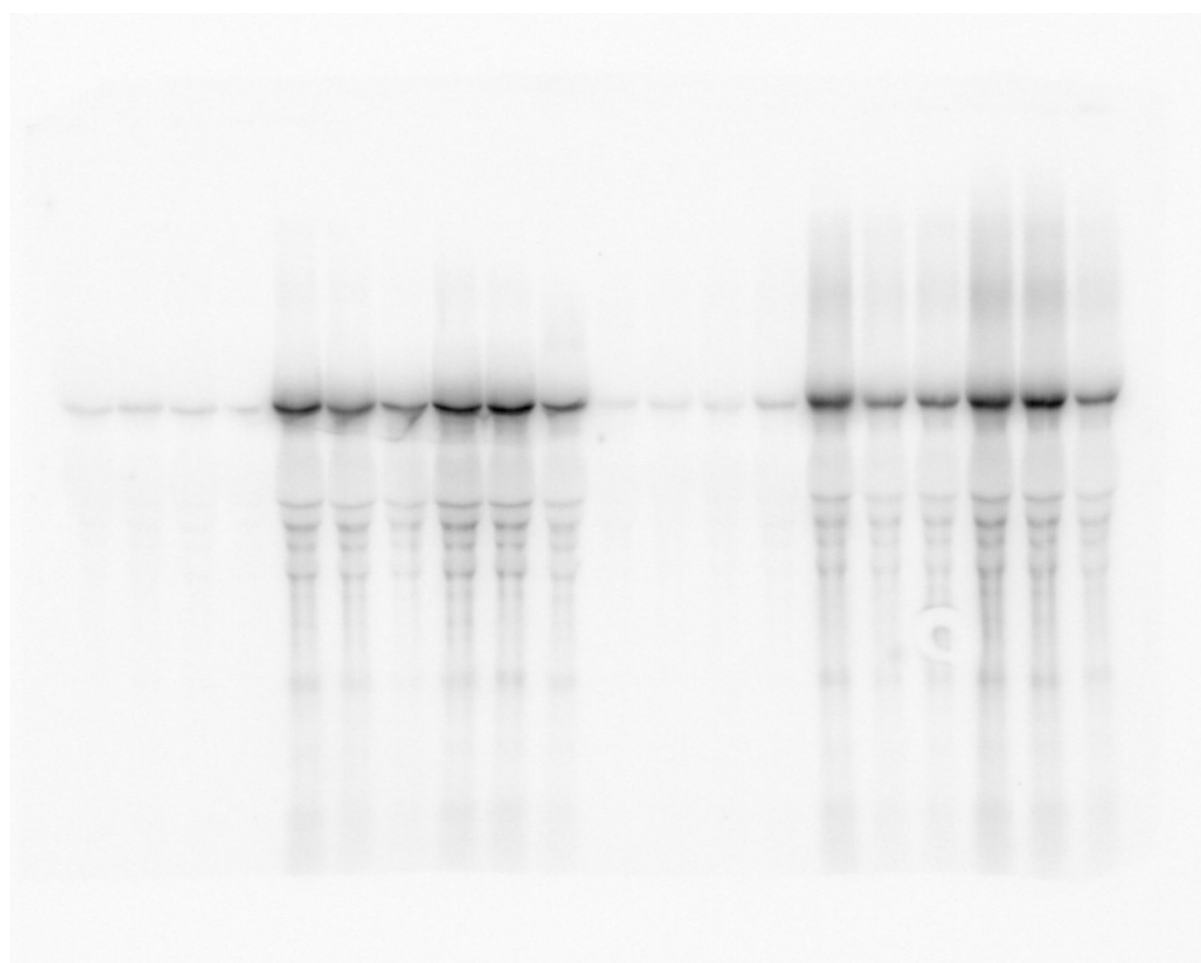

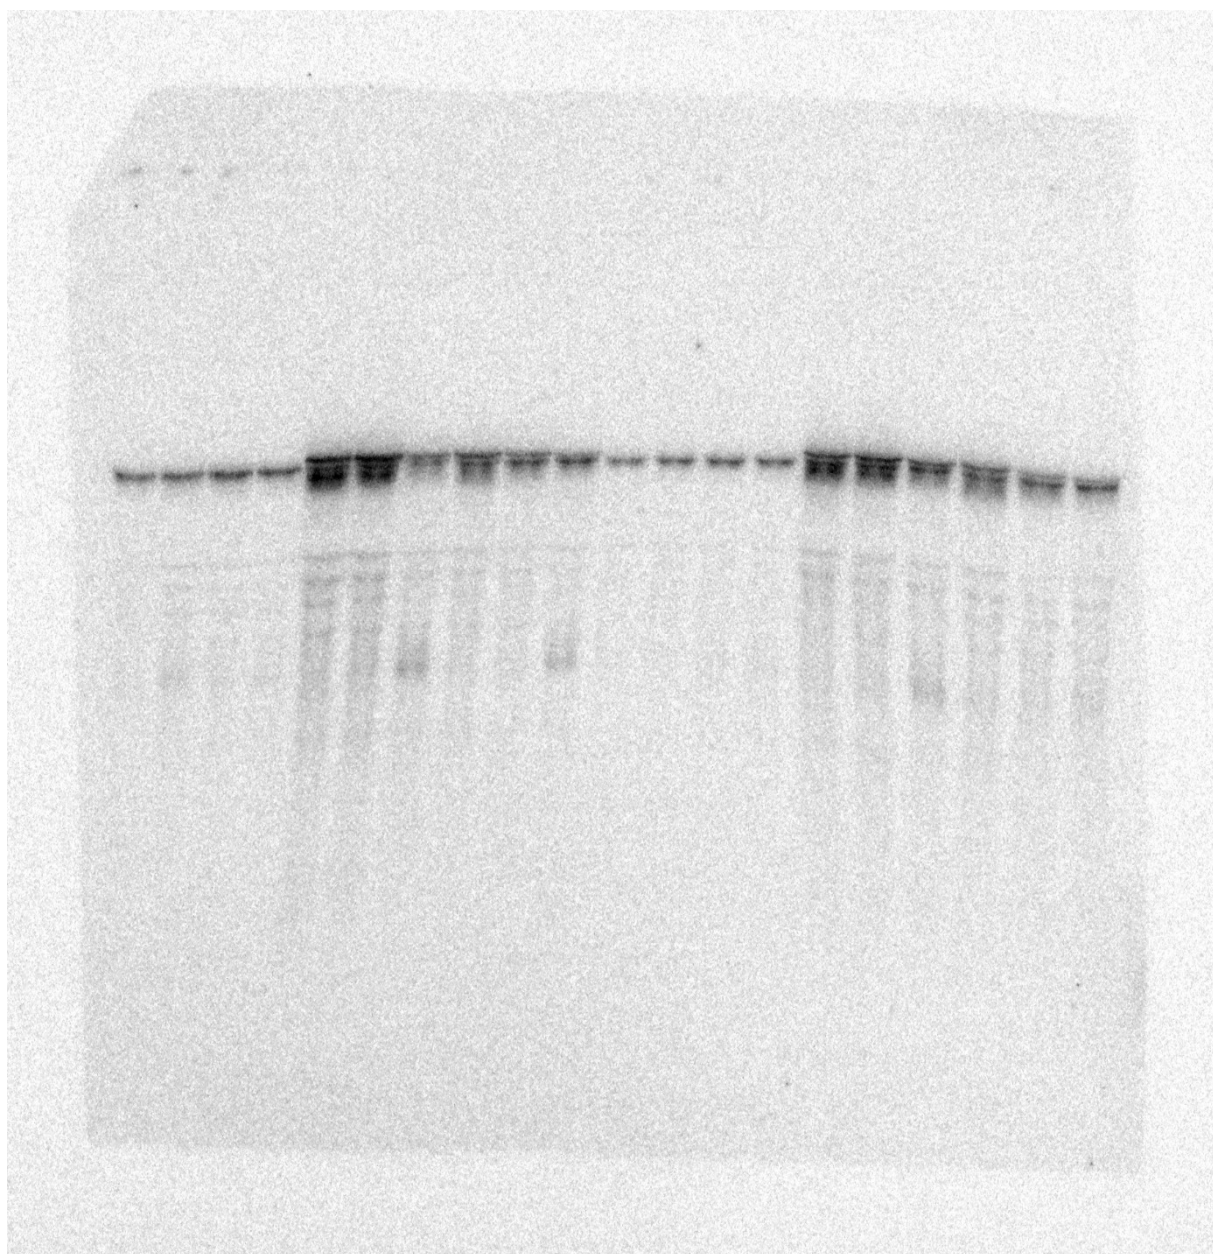

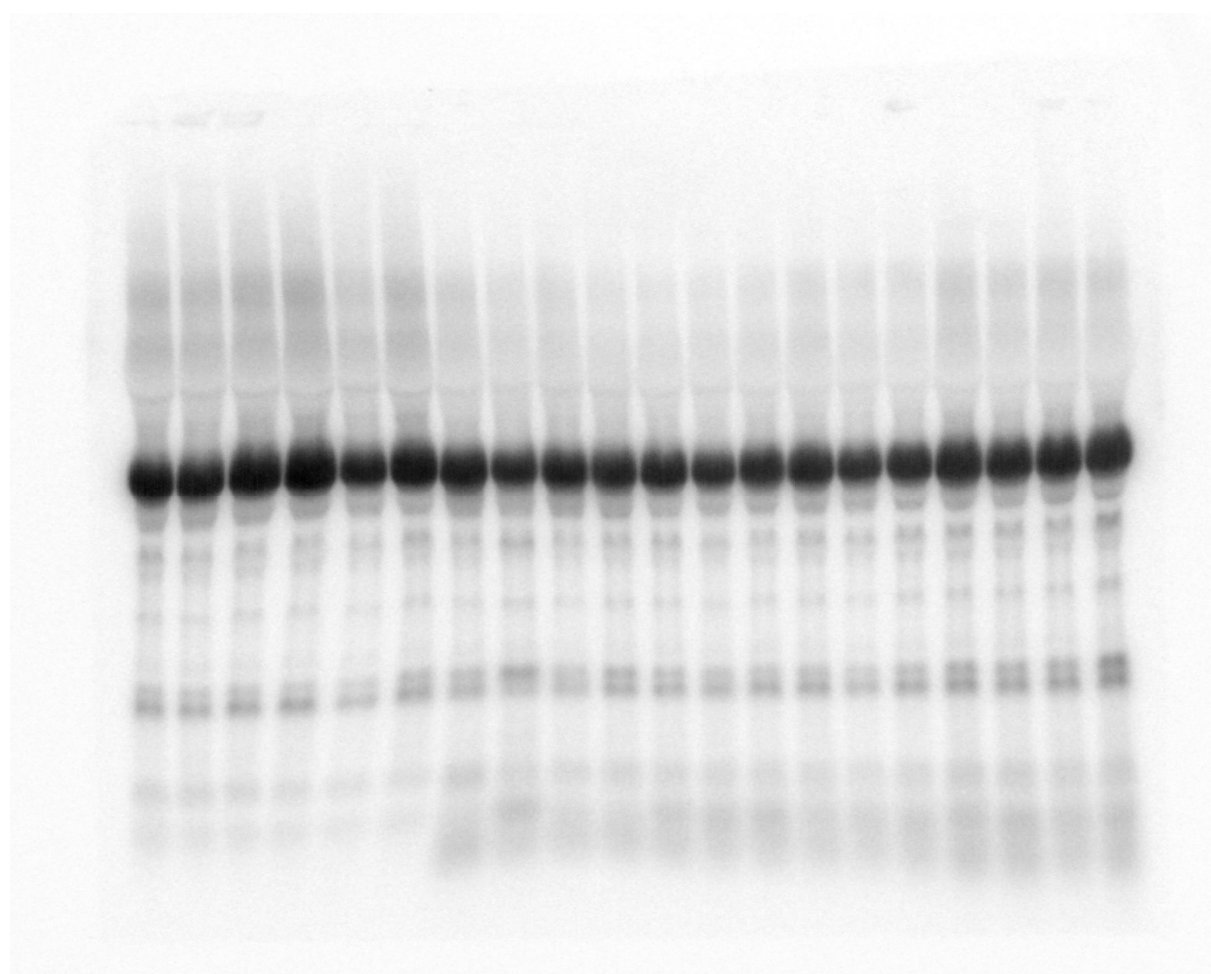

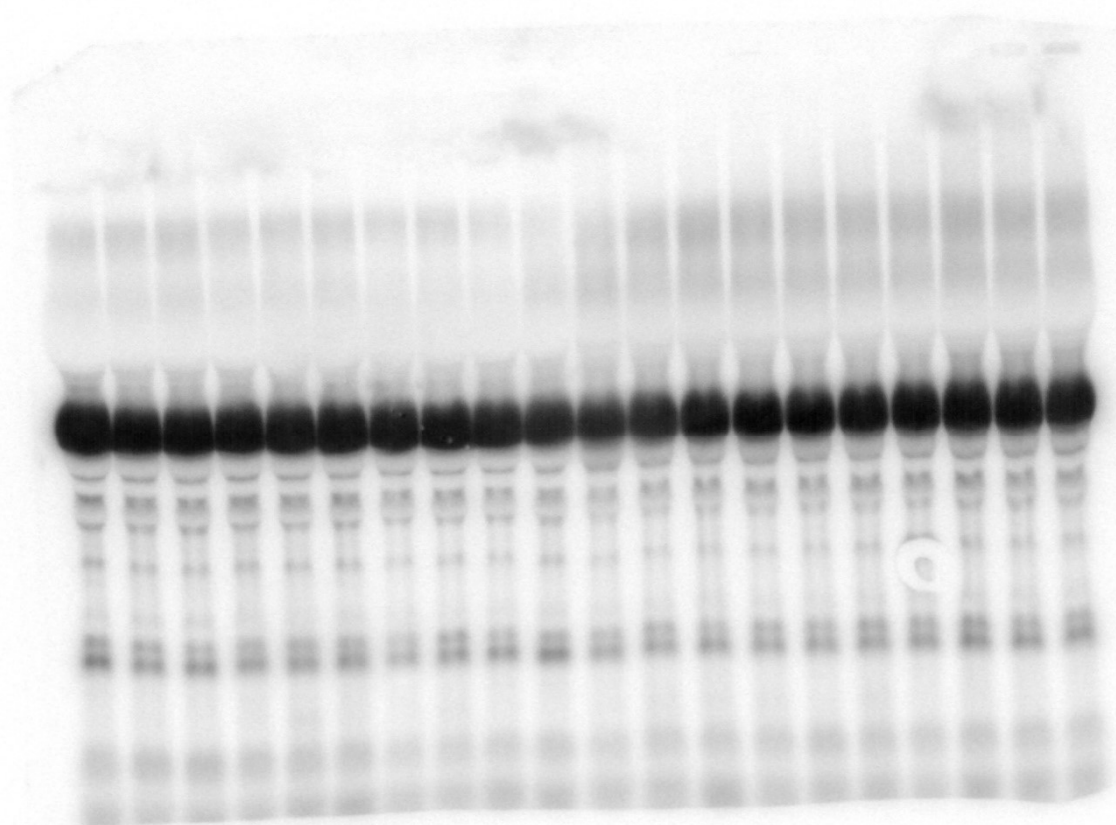

Raw data for Supplementary Fig. S5A

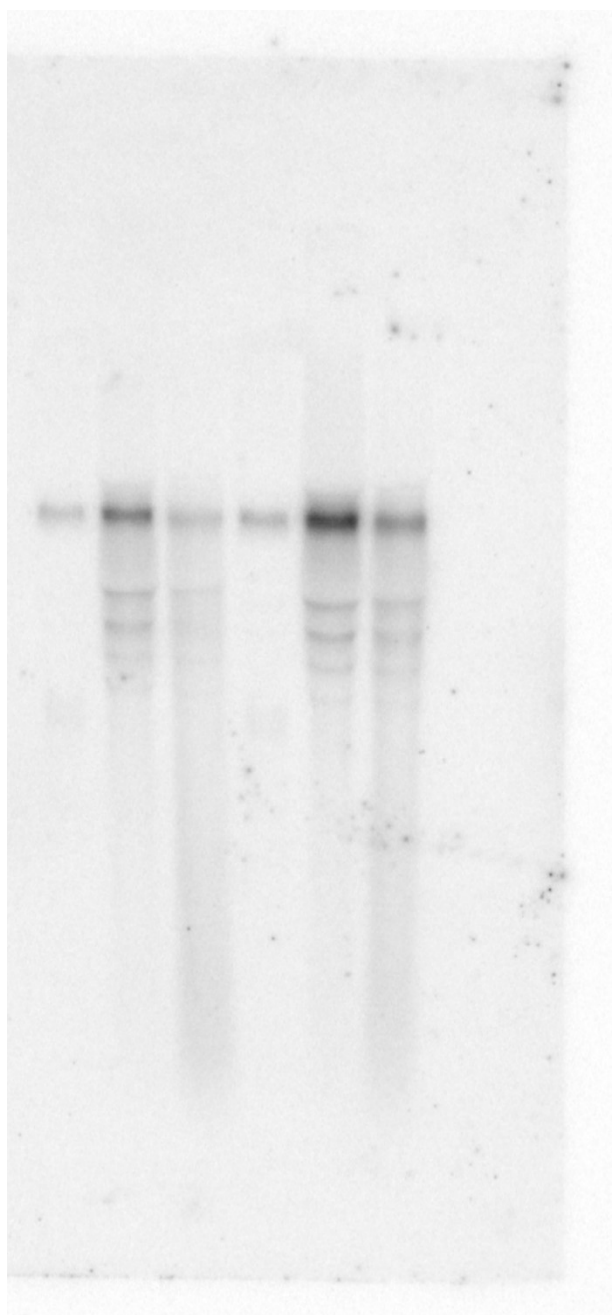

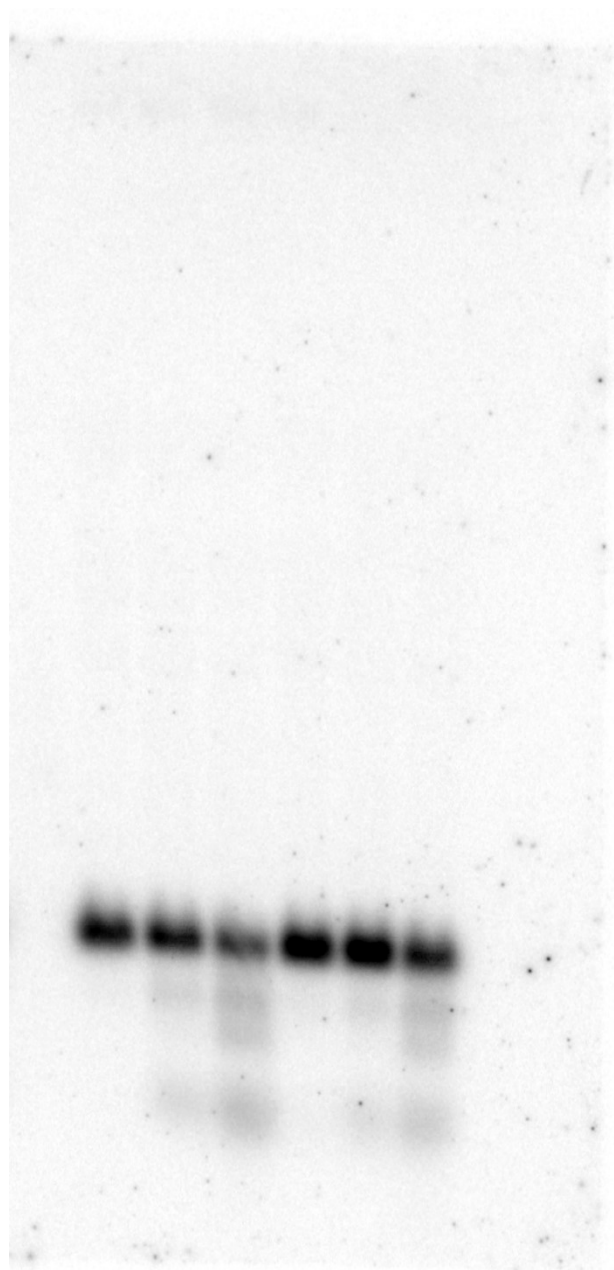

**Supplement:** Supplementary file 2 — Supplementary Material 2

How the deposited data were processed for this re-analysis (not part of the article)

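RNA-seq counts were read for 6 libraries of 14-day-old A. thaliana seedlings, 3 of WT (Col-0) and 3 labelled *nol12-4*, one per biological replicate. The authors depleted total RNA of rRNA, sequenced stranded paired-end libraries, aligned the reads to the TAIR10 genome (Ensembl release 29) with HISAT2 and counted them per Araport11 gene with htseq-count, with a minimum alignment quality of 0. The deposited values are raw counts of read pairs per gene, whole numbers without normalization, for 37184 identifiers, of which 36899 (99.2%) were found in the annotation used here. The summary lines of htseq-count held 20.6 to 25.1% of the read pairs of a library (no feature 7.05 to 10.4%, ambiguous 0.862 to 1.02%, not aligned 1.49 to 1.92%, aligned to more than 1 place 10.3 to 12.1%) and were left out of library sizes and tests. The other experiments of the paper (northern blots, primer extension, infection and growth assays) are not analysed here.

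The sum of counts on genes was 67444306 to 75001252 in WT (median 69803811) and 56627497 to 74162060 in *nol12-4* (median 71427918), and 23998 to 24746 genes had a count in a library. Intervals and floors cover counting error only, since PCR copies of a molecule were not told apart. A fold against a group without a count was computed as a lower bound against a floor of 3 counts over the group, and a ratio with 1 to 3 counts was given with its exact binomial interval (95%).

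The genotypes were compared in R (version 4.3.3) with edgeR (version 4.0.16): TMM factors, genes kept by filterByExpr, glmQLFit with robust estimation and the quasi-likelihood F test, two-sided, with genotype as the only term and the Benjamini-Hochberg adjustment at 0.05. The prior degrees of freedom were 3.37 to 3.41. The standard error of a log2 fold change is its size divided by the square root of F. The alternatives were DESeq2 (version 1.42.0), limma-voom (limma version 3.58.1), the fit without robust estimation, median-of-ratios factors, upper-quartile factors, library size alone, no filter on low counts, a mean count of 10 or more, organelle and rRNA genes left out, counts thinned to 56627497 per library, offsets for GC content and gene length (lowess span 0.3, on the 21490 tested genes with both values), replicate number as a block with and without these offsets, and leaving out each library in turn. These alternatives, the main test, the keyword and symbol lists and the rule for naming genes were set before the data were examined, though the clock lists were written after the change of *LHY* had been read in Supplementary Data Set S1, which comes from the same libraries. A likelihood-ratio test, the clock score as a covariate in edgeR and in DESeq2, DESeq2 with each library left out, DESeq2 without genes that have no count, and the lists from annotated processes were added after seeing the data.

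16 gene lists were tested together: cytosolic and organelle ribosomal proteins, ribosome biogenesis factors, protein kinases, disease resistance and defence proteins, cell cycle and cytokinesis, cell wall, DNA repair and cell death, each by keywords in the annotated product, and morning and evening clock genes, root-expressed genes, leaf photosynthesis genes, leaf polarity genes, DNA damage response genes and jasmonate response genes, each by symbol. Each list was tested on the edgeR fit with camera (inter-gene correlation 0.01), with camera and an estimated correlation, and with fry, two-sided, with Benjamini-Hochberg adjustment over the lists. The share of a list that DESeq2 called was compared with that of all other tested genes with an annotated product by Fisher's exact test, two-sided. That test takes genes as independent units, and genes of a list can vary together, so its p-values do not measure the spread between libraries. A further 10 lists came from annotated processes, functions and locations. Markers of the northern blots and pre-rRNA processing enzymes named by the paper were read as small lists without a set test. The value of a list in a library is the median over its genes of log2 CPM (prior count 2) minus the WT mean.

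Genes named in the text are *AtNOL12*, the genes of Supplementary Table S2 and other genes the paper names, the members of the symbol lists, and the 5 highest and 5 lowest log2 fold changes among genes that edgeR called and whose libraries do not overlap between genotypes; the values of Table S2 were seen before the rule was written. Genes called in neighbouring positions were counted against 10000 shuffles of the calls, one-sided. Each of the 10 splits of the 6 libraries into 3 and 3 was fitted in the same way.

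The procedure was tested on simulated data with 200 changed genes: edgeR recovered 62% of them, limma-voom 62.5% and DESeq2 77.5%, with 8, 8 and 57 unchanged genes called. Of 52 genes changed 2-fold, edgeR recovered 7 and DESeq2 23, and of 82 changed 8-fold 71 and 77. A list shifted by 0.4 was returned with a median of 0.4, while the smallest unadjusted camera p of a list that was not shifted was 4.76e-05 with edgeR, 0.0018 with DESeq2 and 0.000431 with limma-voom. In 50 simulations without any change, edgeR called a median of 0 and at most 2 genes, and DESeq2 was not run on these. There camera called the morning clock list in 7, the evening clock list in 5, the photosynthesis list in 1 and the other lists in 0. Its p-values for the clock lists are therefore not reliable. The simulations drew each gene independently, so the 0 calls do not check the other lists where genes vary together. In the libraries the estimated correlation within a list ran from −0.0355 (organelle ribosomal proteins) to 0.833 (morning clock genes), against the preset 0.01.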

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

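The tests on the loss of *AtNOL12* alone, on a wrong label, on organelle genes, on a linked segment, on genomic DNA and on the genetic background were chosen only after the result was seen, and the clock lists were written after the change of *LHY* had been read in Supplementary Data Set S1.

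Genes of the circadian clock, which the paper does not discuss, gave a signal far above the level in WT in *nol12-4* replicates 1 and 2. The morning clock genes (8 tested) stood 3.94 and 3.89 log2 units above the WT mean in *nol12-4* replicates 1 and 2 and −0.122 in *nol12-4* replicate 3, and the evening clock genes (9 tested) −3.17, −3.34 and −0.162. WT replicates 1, 2 and 3 had −0.23, −0.28 and 0.77 for the morning genes. The score of morning minus evening genes was 4.63, 4.49 and −2.56 in *nol12-4* replicates 1, 2 and 3 and −2.72, −2.77 and −2.19 in WT. Across all 6 libraries the list medians were 3.24 (morning; 8 of 8 genes higher) and −1.53 (evening; 9 of 9 lower). edgeR called 0 of these genes, with 6 morning and 0 evening genes at an unadjusted p under 0.05 and 6 and 0 adjusted over the list alone, and DESeq2 called 5 morning and 0 evening genes. *CCA1* was higher by 4.98 (standard error 1.23; adjusted p = 0.0976 with edgeR and 0.0027 with DESeq2) and *LHY* by 4.99 (standard error 1.24; 0.0976 and 0.00248), and *TOC1* changed by −1.43 (standard error 0.81; adjusted p = 0.368 with edgeR). Both lists passed camera (adjusted p = 0.000385 and 8.11e-05) and neither passed fry (0.208 and 0.132).

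Organelle genes taking a large share of the counts would move all other genes of a library alike, but the morning and evening medians lay 7.11 and 7.23 apart in *nol12-4* replicates 1 and 2, against −0.198, −0.207 and 0.673 in WT, which argues against this. A wrong label for *nol12-4* replicate 3, a WT library in its place, is argued against by genes near 0 in WT. Genes with at most 3 counts over a pair of WT libraries and at least 10 in each of *nol12-4* replicates 1 and 2 numbered 98, 104 and 91 with WT replicate 1, 2 or 3 left out. Of these, 63.3, 58.7 and 59.3% had at least 10 counts in *nol12-4* replicate 3, against 12.2, 7.69 and 7.69% in the WT library left out. The reverse genes, at first part of the same rule, were present in *nol12-4* replicate 3 for 34.8, 36 and 21.7% and in the left-out WT library for 95.7, 88 and 31.9%, so these overlap through WT replicate 3 and decide nothing. An earlier form used DESeq2 calls between *nol12-4* replicates 1 and 2 and each WT pair: *nol12-4* replicate 3 lay above the pair for 74, 80.4 and 79.5% of higher genes and below it for 59.4, 67.9 and 77% of lower genes, and the left-out WT library for 23.9, 63.9 and 47% and for 19.7, 46.3 and 70.1%, so the lower genes overlap too. The first forms held no WT library to compare with: of the genes that DESeq2 called without *nol12-4* replicate 3, 1473 of 1993 higher genes (73.9%) and 908 of 1574 lower genes (57.7%) lay outside the WT range in it, and 66 of 79 higher genes near 0 in WT lay above it. Harvest at another time of day was tested on 12 further dawn-phased and 12 further dusk-phased genes outside the clock lists, of which 8 and 9 could be tested. The gap between their medians was 3.72 and 4 in *nol12-4* replicates 1 and 2, −0.27 in *nol12-4* replicate 3 and −0.173 to 0.0984 in WT, which is consistent with a different time of day; *RVE2* and *LSF1* went the other way and were kept, and CKB4 stood at 19.2 and 16.4 CPM in *nol12-4* replicates 1 and 2 and 17.2 to 19.3 in WT. The hour of harvest was not found in the paper's text. An effect of *AtNOL12* loss on the clock that is absent from *nol12-4* replicate 3 (−0.122) and a difference in harvest time cannot be told apart, because no second time point was sampled and the shift of both clock lists in opposite directions by over 3 log2 units was seen in *nol12-4* replicates 1 and 2. WT replicate 3 differed from the other WT libraries in part of these genes, with 31.3, 31.6 and 121 CPM of *PRR7*, 28, 30 and 82 CPM of *PRR5* and 2.2, 1.3 and 21 CPM of *PIF4* in WT replicates 1, 2 and 3, genes named after their values were seen.

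A second signal lies in genes that are near 0 in one genotype. In WT, 39 genes had at most 3 counts over the group and at least 10 in each of the 3 libraries labelled *nol12-4*, and 10 genes showed the reverse. All 39 and all 10 are in Supplementary Data Set S1, edgeR called 10 and 1 of them, and the paper does not discuss them as a class. *RE2*, named after its values were seen, had 1, 0 and 1 counts in WT and 51, 78 and 70 in *nol12-4*. Pseudogenes made up 15 of the 39 (38.5%, against 4.56% of all genes with a count; Fisher's exact test, two-sided, p = 6.29e-11).

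A segment linked to the insertion, or carried in from another strain beside it, is argued against by position: 1 of the 39 genes lay within 2 Mb of *AtNOL12* on either side, with 1.76 expected (Fisher's exact test, two-sided, p = 1), and chromosomes 1 to 5 held 6, 5, 9, 7 and 12. Genomic DNA left in the *nol12-4* libraries would raise reads outside genes, in all 3 of them, but the share on no feature was 10.4, 7.05 and 7.41% in *nol12-4* replicates 1, 2 and 3 and 8.82, 9.56 and 7.09% in WT, and its lowest value was in a *nol12-4* library in which the genes were present. A difference in genetic background outside the insertion may also give genes that are near 0 in one line only. The 10 reverse genes lay on 4 chromosomes (1, 1, 4 and 4 genes on chromosomes 1, 2, 3 and 5), and background and loss of *AtNOL12* cannot be told apart, since each genotype is 1 line and the counts carry no sequence variants. Reads shared between pseudogenes and their parent genes were not tested; htseq-count leaves out reads that align to more than 1 place.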

How the results depend on the processing

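The likelihood-ratio test, the clock score as a covariate, the DESeq2 fits with a library or genes without a count left out, and the annotated lists were chosen only after the result was seen. Over the remaining 19 alternatives, 364 values of the 24 summary results kept their direction and their side of the threshold (for a count, stayed within 1.5 times), 75 counts moved further, 9 medians changed sign, 6 values newly passed the threshold and 2 no longer passed it. Of the values of 48 named genes, 765 kept both, 61 newly passed, 74 no longer passed and 11 changed sign. The medians of cytosolic ribosomal proteins (0.32 to 0.54), cell cycle (0.15 to 0.26), cell wall (0.36 to 0.57), root-expressed (0.74 to 1.01), photosynthesis (0.46 to 1.10), jasmonate response (0.60 to 0.95), morning clock (2.37 to 3.78) and evening clock genes (−3.26 to −1) kept their direction and passed camera under all 19.

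With DESeq2, 1498 genes were higher and 776 lower (1032 and 462 by over 1 log2 unit), 35 genes of Table S2 were lower, 2274 calls were shared with Supplementary Data Set S1, the defence list's median was 0.0089, and 186 neighbouring pairs were called in the same direction (permutation p = 1e-04, the smallest that 10000 shuffles can give). edgeR had 0 such pairs under TMM (4339 genes at an unadjusted p under 0.05), and 1 with limma-voom (where *PR1* was at −0.56), 1 without robust empirical Bayes, 1 with upper-quartile factors and 1 with GC and length offsets. Upper-quartile factors gave a defence median of 0.032. Library size alone gave 376 higher and 51 lower genes (323 and 45 by over 1 log2 unit), 7 of Table S2, 427 shared calls, a defence median of 0.086, a cell death median of 0.0082, 17 neighbouring pairs (permutation p = 2e-04) and *NUC1* at 0.041. No low-count filter gave 142 higher and 41 lower genes (134 and 39 by over 1 log2 unit), 4 of Table S2, 183 shared calls, a defence median of 0.021 and 2 neighbouring pairs. GC and length offsets gave 79 higher and 29 lower genes, 27 lower by over 1 log2 unit, 108 shared calls and a kinase median of −0.11 (adjusted p = 0.0623). Library size alone also moved the median of all tested genes, from −0.0091 to 0.092, and upper-quartile factors to 0.042, so a sign that turned under these follows a shift of all genes. The cause of the other shifts was not tested, apart from the wider set of genes tested without the filter.

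Replicate numbers were checked for pairing by the correlation of residuals within a number (0.164, −0.113 and 0.0349), and the libraries were not paired. With a replicate block, 1 gene was higher and 0 lower (1 and 0 by over 1 log2 unit; 2567 higher and 1707 lower at an unadjusted p under 0.05), 0 genes of Table S2 were lower, 1 call was shared with Supplementary Data Set S1, and 0 calls were shared with the fit without the block; with GC and length offsets and the block, 3 genes were higher and 1 lower (3 and 1 by over 1 log2 unit), 1 of Table S2 was lower, 4 calls were shared, the kinase median was −0.12 (adjusted p = 0.08) and the defence median 0.0079. *PR1* was at −0.32 with the replicate block and −0.41 with the offsets added.

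Leaving out 1 library moved the number of higher genes between 0 and 1038, lower genes between 0 and 601, higher and lower genes by over 1 log2 unit between 0 and 866 and between 0 and 457, genes of Table S2 between 0 and 17, calls shared with Supplementary Data Set S1 between 0 and 1076, and neighbouring pairs between 0 and 125. The zeros came without WT replicate 1, WT replicate 2, *nol12-4* replicate 1 or *nol12-4* replicate 2 (2797, 3721, 2989 and 2821 genes at an unadjusted p under 0.05 with edgeR), and the highest values without *nol12-4* replicate 3, except for Table S2 (17 without WT replicate 3, 13 without *nol12-4* replicate 3). Without WT replicate 3 there were 180 higher and 284 lower genes and 29 neighbouring pairs. The defence median ran from −0.15 (without WT replicate 3, adjusted p = 0.0278) to 0.067 (without WT replicate 1), leaf polarity from −0.044 (without WT replicate 1) to 0.15 (without WT replicate 3), DNA damage response from −0.056 (without WT replicate 2) to 0.42 (without WT replicate 3, adjusted p = 0.0278), and *NUC1* from −0.15 to 0.054 (0.011 without WT replicate 3 and 0.054 without *nol12-4* replicate 1). *PR1* ran from −0.79 (without *nol12-4* replicate 1; −0.36 without WT replicate 3 and −0.033 without WT replicate 2) to 1.13 (without WT replicate 1) and *PR2* from −0.72 (without WT replicate 3) to 0.20 (0.083 without WT replicate 1 and 0.20 without *nol12-4* replicate 3).

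The likelihood-ratio test gave 1299 higher and 527 lower genes. With the clock score as a covariate edgeR called 0 higher and 0 lower genes (1554 at an unadjusted p under 0.05) and DESeq2 134 and 114. DESeq2 with genes with no count left out first called 1500 and 776. DESeq2 called 666 higher and 201 lower genes without WT replicate 1, 1139 and 444 without WT replicate 2, 1619 and 1134 without WT replicate 3, 660 and 331 without *nol12-4* replicate 1, 554 and 297 without *nol12-4* replicate 2, and 1993 and 1574 without *nol12-4* replicate 3.

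Of the 9 lists that passed camera at its preset correlation, cytosolic ribosomal proteins, cell cycle, cell wall, root-expressed and jasmonate response genes also passed fry, and kinases, morning and evening clock genes and photosynthesis genes did not; with an estimated correlation none of the 16 lists had an adjusted p under 0.05. Depth limits mainly genes near the floor: *NIMIN1* and *GLIP1* were not tested by edgeR for low counts, and no list held a gene with 0 counts in 1 genotype, so the medians were the same with such genes at their bound.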

Differences from the paper's values

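The likelihood-ratio test, DESeq2 without genes that have no count, the DESeq2 fits with a library left out and the annotated lists were chosen only after the result was seen.

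The paper's number of upregulated genes is 1498 and the number here, from edgeR, was 49; the paper's number of downregulated genes is 776 and the number here was 15. By more than 1 log2 unit the paper gives 1032 upregulated and 462 downregulated genes, against 49 and 15 here. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 1498, 776, 1032 and 462. edgeR without *nol12-4* replicate 3 came within 1.5 times of each of the 4 values (1038, 601, 866 and 457), but dropped 1198 of the paper's called genes, with 1076 shared. limma-voom, the fit without robust empirical Bayes, median-of-ratios factors, upper-quartile factors, library size alone, no low-count filter, a mean count of 10 or more, organelle and rRNA genes left out, thinned counts, GC and length offsets with and without a replicate block, the replicate block, and leaving out any one of the other 5 libraries did not. DESeq2 without genes that have no count, chosen after seeing the values, called 1500 and 776 and dropped 0 of the paper's called genes. 2 further settings chosen after seeing the values came within 1.5 times of both totals: the likelihood-ratio test (1299 and 527), which dropped 511 of the paper's called genes, and DESeq2 without WT replicate 3 (1619 and 1134), which dropped 460.

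*NIMIN1* and *GLIP1*, which the paper lists as lower, did not pass edgeR's filter on low counts; DESeq2 called both (−4.74 and −4.73). Of the other 33 genes that Table S2 lists as lower, edgeR called *ESP* and *PR3*, and DESeq2 called all 33.

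The paper shows on a northern blot (Fig. 1C) that the *AtNOL12* transcript is reduced in *nol12-4*, whereas its count was higher in the libraries labelled *nol12-4* (log2 fold change 0.82, adjusted p = 0.191 by Benjamini-Hochberg with edgeR; 0.81 and 0.105 with DESeq2). The count sums the exons on both sides of the insertion.

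The paper reports that a look among its differentially expressed genes did not find any for DNA damage repair, proliferation or apoptosis. DESeq2 here, whose calls match the study's list, called *CYCB1;1*, *GMI1* and *TSO2* higher among 18 DNA damage response genes, and 22 lower and 4 higher among 179 genes annotated to cell death; edgeR called 0 and 1 of these 2 lists. In the keyword lists for DNA repair and cell death DESeq2 called 1 gene each. For the 18 DNA damage response genes the higher share did not pass (Fisher's exact test, two-sided, adjusted p = 0.133), nor did the list with camera (adjusted p = 0.155). Of 116 genes annotated to DNA damage and repair, DESeq2 called 2 higher and 1 lower.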

Other observations

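Tests on the *AtNOL12* count, on the share of root tissue, on ribosomal protein genes in *nol12-4* replicate 3 and against organelle genes and depth, and with the clock score as a covariate were chosen only after the result was seen; the others were set before.

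The median of the keyword list of cytosolic ribosomal proteins was higher in the 3 libraries labelled *nol12-4*. GC content and gene length do not account for all of it, since the median was 0.317 with offsets for both (camera adjusted p = 4.53e-11). Organelle genes that take a large share of the counts would move all other genes alike, but with library size alone, which leaves that share uncorrected, the list lay 0.444 above the median of all tested genes (0.54 against 0.092; camera adjusted p = 1.71e-15). Depth is argued against by *nol12-4* replicates 1 and 3, whose counts on genes lay within the WT range while the list medians were 0.406 and 0.46, above the WT maximum of 0.034. The difference between *nol12-4* libraries that follows the clock genes could add to the change, but the median was 0.46 in *nol12-4* replicate 3, which lacks the clock signal. With the clock score as a covariate it was 0.45 (camera adjusted p = 2.07e-20), but in a least-squares fit of that form *nol12-4* replicates 1, 2 and 3 have weights of −0.00835, 0.0125 and 0.996 in the genotype term, so this value too rests on 1 library, and the 2 cannot be told apart. Loss of *AtNOL12* stays among the open explanations.

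The number of genes called differs with *nol12-4* replicate 3, the library without the clock signal. With the clock score as a covariate, DESeq2 called 248 genes, 206 of them among its 2274, and all 64 edgeR genes were kept, while edgeR called 0 genes (1554 at an unadjusted p under 0.05). The score sets *nol12-4* replicates 1 and 2 apart from the other libraries, so the fit rests on *nol12-4* replicate 3, and a difference that follows the clock genes and a difference between genotypes cannot be told apart. The first principal component (51% of the variance) had −56.7, −43.3 and −56.8 in WT replicates 1, 2 and 3 and 71, 76.4 and 9.43 in *nol12-4* replicates 1, 2 and 3; the second (24%) had 37.5, 41.1 and −73.9 in WT and 15.2, −17.6 and −2.3 in *nol12-4*.

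The count of *AtNOL12* was higher in the libraries labelled *nol12-4*. Transcripts of the part of the gene on one side of the insertion could give such a count. Without *nol12-4* replicate 3 the log2 fold change was 0.44, and the counts of whole genes cannot part the exons, so this and a full-length transcript cannot be told apart.

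Root-expressed genes (20 tested) were higher in the libraries labelled *nol12-4*, with a median of 0.90 (18 of 20 higher; camera adjusted p = 1.62e-05, fry 0.0337; library medians 0.93, 1.07 and 0.76, WT 0.11, 0.11 and −0.40). edgeR called 0 over all genes tested (9 higher and 1 lower at an unadjusted p under 0.05), 7 passed adjusted over the list alone, and DESeq2 called 7 higher. A larger share of root tissue could raise them, and would lower leaf genes; the leaf photosynthesis genes (17 tested, all in use in leaves) had a median of 0.736 with 17 of 17 higher (camera adjusted p = 4.39e-05, fry 0.114; 0 called by edgeR with 7 at an unadjusted p under 0.05, 1 by DESeq2). Photosynthesis genes can also vary with the time of day, so a larger share of root tissue and a change in these genes cannot be told apart. The photosynthesis median was 0.65, 1.19 and 0.45 in *nol12-4* replicates 1, 2 and 3 and −0.36, −0.24 and 0.61 in WT.

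Jasmonate response genes (19 tested) had a median of 0.83, with 15 higher and 4 lower, and library medians of 1.06, 0.47 and 0.73 in *nol12-4* replicates 1, 2 and 3 (camera adjusted p = 4.07e-06, fry 0.0112). edgeR called 0 (13 higher and 1 lower at an unadjusted p under 0.05), 12 higher and 1 lower adjusted over the list alone, and DESeq2 called 8 higher and 1 lower. *VSP2* (2.69, standard error 0.44) and *LOX2* (2.32, standard error 0.38) had an edgeR adjusted p of 0.0617 each. Leaf polarity genes (15 tested; the entry *ARF3* matched ADP-ribosylation factor 3, not *ETT*, which is also in the list) had a median of 0.027 (−0.044 without WT replicate 1; camera adjusted p = 0.543), edgeR and DESeq2 called 0, and 2 genes had an unadjusted p under 0.05 with edgeR, *PHB* (0.42, adjusted p = 0.169) and *FIL* (0.93, adjusted p = 0.204). *NAC082* was at −0.34 (standard error 0.14; adjusted p = 0.246 with edgeR).

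The highest log2 fold changes that edgeR called belonged to AT5G35912 (0 counts in WT and 321 in *nol12-4*, at least 105-fold higher), AT3G23725 (0 and 302, at least 98.5-fold higher), AT5G35965 (1 and 572 counts; ratio 559, 95% interval 100.0 to 22100), AT5G27345 (1 and 534; 522, 93.3 to 20700) and AT5G53230 (1 and 438; 428, 76.5 to 17000). The lowest were AT5G33251 (460 counts in WT and 0 in *nol12-4*, at least 157-fold lower), AT3G60950 (−8.11, standard error 0.84), AT4G03460 (−4.22, standard error 0.56), *ESP* (−3.97, standard error 0.43) and AT2G43620 (−3.97, standard error 0.47). *GLIP1* had a ratio of WT over *nol12-4* of 25.9 (95% interval 8.53 to 128). This ratio pools the libraries of each genotype and rests mainly on WT replicate 1, with 58 of 76 WT counts. WT replicate 3 had 1 count and *nol12-4* replicate 3 had 2.

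Of the 10 ways to split the 6 libraries into 3 and 3, the real one was the only one with as many genes higher, lower, higher by over 1 log2 unit and lower by over 1 log2 unit with edgeR, and with as many DESeq2 calls (1 of 10 each); for neighbouring pairs it was 10 of 10. For the gene lists, the splits were ranked by the unadjusted camera p-value of the list at the preset correlation, not by its median. The number of splits with a p-value as small, the real one included, was 1 for cytosolic ribosomal proteins, cell cycle, cell wall and root-expressed genes. It was 2 for kinases and jasmonate response genes and 3 for evening clock and photosynthesis genes. It was 4 for organelle ribosomal proteins, ribosome biogenesis factors, morning clock and DNA damage response genes. It was 6 for DNA repair, 7 for leaf polarity, and 10 for defence and cell death. With 10 splits the share is never under 0.1, so this comparison alone could not exclude chance for any of these results.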
